# Rspo3-mediated metabolic liver zonation regulates systemic glucose metabolism and body mass in mice

**DOI:** 10.1371/journal.pbio.3002955

**Published:** 2025-01-24

**Authors:** Kenji Uno, Takuya Uchino, Takashi Suzuki, Yohei Sayama, Naoki Edo, Kiyoko Uno-Eder, Koji Morita, Toshio Ishikawa, Miho Koizumi, Hiroaki Honda, Hideki Katagiri, Kazuhisa Tsukamoto

## Abstract

The unique architecture of the liver consists of hepatic lobules, dividing the hepatic features of metabolism into 2 distinct zones, namely the pericentral and periportal zones, the spatial characteristics of which are broadly defined as metabolic zonation. R-spondin3 (Rspo3), a bioactive protein promoting the Wnt signaling pathway, regulates metabolic features especially around hepatic central veins. However, the functional impact of hepatic metabolic zonation, regulated by the Rspo3/Wnt signaling pathway, on whole-body metabolism homeostasis remains poorly understood. In this study, we analyze the local functions of Rspo3 in the liver and the remote actions of hepatic Rspo3 on other organs of the body by using murine models. Rspo3 expression analysis shows that Rspo3 expression patterns are spatiotemporally controlled in the murine liver such that it locates in the pericentral zones and converges after feeding, and the dynamics of these processes are disturbed in obesity. We find that viral-mediated induction of Rspo3 in hepatic tissue of obesity improves insulin resistance and prevents body weight gain by restoring attenuated organ insulin sensitivities, reducing adipose tissue enlargement and reversing overstimulated adaptive thermogenesis. Denervation of the hepatic vagus suppresses these remote effects, derived from hepatic Rspo3 induction, toward adipose tissues and skeletal muscle, suggesting that signals are transduced via the neuronal communication consisting of afferent vagal and efferent sympathetic nerves. Furthermore, the non-neuronal inter-organ communication up-regulating muscle lipid utilization is partially responsible for the ameliorations of both fatty liver development and reduced skeletal muscle quality in obesity. In contrast, hepatic Rspo3 suppression through Cre-LoxP-mediated recombination system exacerbates diabetes due to glucose intolerance and insulin resistance, promotes fatty liver development and decreases skeletal muscle quality, resulting in obesity. Taken together, our study results reveal that modulation of hepatic Rspo3 contributes to maintaining systemic glucose metabolism and body composition via a newly identified inter-organ communication mechanism.

## Abstract 2

Metabolism in the liver is divided between the pericentral and periportal zones, but how does this zonation affect whole body physiology? This study shows that proper liver zonation, which is regulated by Rspo3, contributes to glucose metabolism homeostasis.

## Introduction

The unique architecture of the liver consists of hepatic lobules. These lobules have a distinct bloodstream construction, in which nutrient-rich venous blood from the intestines mixes with arterial blood around the portal triad, traveling through the hepatic sinusoids and collecting in central zones [1]. The lobular architecture divides hepatic features into 2 distinct metabolic zones, so-called “metabolic zonation” [2–4], which have spatially and temporally separate functions such as glucose (gluconeogenesis, glycolysis), lipid (β-oxidation, lipogenesis), and amino acid (AA) metabolism (glutamine synthesis). While mainly gluconeogenesis and β-oxidation are increased in the periportal zone, glycolysis, lipogenesis, and glutamine synthesis are increased in the pericentral zone [5–7]. Thus, metabolic zonation plays an important role in maintaining both intra-hepatic and systemic metabolism [8]. However, the precise regulatory mechanism underlying metabolic zonation in the liver and the pathophysiological significance of disturbances associated with nutrient overloading and their contributions to metabolic disorders, i.e., metabolic syndrome, have yet to be clarified.

Members of the R-spondin family (R-spondin1-4 (Rspo1-4)), proteins secreted by several organs, function as amplifiers of Wnt pathway activity by engaging LGR4-6 G protein-coupled receptors to increase the cell membrane density of Wnt receptors [6,9]. Wnts, also recognized as a family of secreted proteins, locally bind to their receptors, leading to nuclear accumulation of the transcription activator β-catenin and increases in downstream target gene expressions. This canonical pathway is regarded as an evolutionarily conserved cascade, playing important roles in stem cell biology and adult tissue homeostasis [10–12].

Furthermore, R-spondin3 (Rspo3) was demonstrated to be a key molecule determining metabolic zonation in the liver by regulating AA-related gene expressions such as glutamine synthase around central zones [13]. In addition to Rspo3 findings, Rspo1 was also identified as controlling metabolic zonation and hepatic size and growth via the RSPO-LGR4/5-ZNRF3/RNF43 module [14]. Overexpression or ablation of hepatic β-catenin, a downstream target of the Rspo family, in murine models on high-fat diet reportedly causes diet-induced obesity with progressive hepatic steatosis and insulin resistance or protects against diet-induced obesity, respectively [15]. In addition to these roles of the Rspo/Wnt/β-catenin signaling pathway in the liver, RSPO3 is associated with an increased body mass index-adjusted waist-to-hip ratio, impacting upper body fat distribution by stimulating abdominal adipose proliferation [16]. Ablation of LGR4, an Rspo family receptor, promoted energy expenditure and induced brown-like adipocytes in white adipose tissue (WAT) depots, i.e., white-to-brown transition [17]. These prior reports suggested that focusing on modulation of metabolic zonation in the liver via Rspo family proteins raises the possibility of elucidating inter-organ communication throughout the body.

Herein, we demonstrated that modulation of hepatic Rspo3 improves obesity-associated features, including diabetes, insulin resistance, and fatty liver. Most notably, hepatic Rspo3 reverses enlargement of WAT in obesity via a newly identified neuronal inter-organ linkage from the liver to adipose tissue. In contrast, hepatic Rspo3 suppression exacerbates obesity-associated features, including glucose intolerance, insulin resistance, and fatty liver change. Therefore, modulating and restoring metabolic zonation by targeting the hepatic Rspo3 signaling pathway may lead to novel therapeutic strategies for diabetes and metabolic syndrome.

## Results

### Metabolic functions of Rspo3 in the liver are disturbed in obesity

First, we examined whether serum Rspo3 levels were changed in either lean or genetically obese (ob/ob) murine models and found that Rspo3 levels did not differ significantly between these 2 conditions in fasted states (Fig 1A). In lean models, but not in obesity, serum Rspo3 levels were up-regulated by feeding (Fig 1A). Second, we examined gene expression levels of Rspo3 in the liver (Fig 1B), adipose tissues including WAT and brown adipose tissue (BAT), and skeletal muscles of both lean and obese models (Fig 1C). We found that endogenous Rspo3 expressions in the liver and WAT, the major organs producing Rspo3, were decreased, while those in BAT and skeletal muscle were not, according to the degree of obesity. Feeding led to up-regulation of hepatic Rspo3 expressions in the livers of lean model mice, while no such phenomenon was observed in obese mice (Fig 1D). These results indicated that Rspo3 levels were dynamically altered according to both physiological conditions, including lean and obese states, and nutritional settings, such as fed and fasted states.

**Fig 1:**
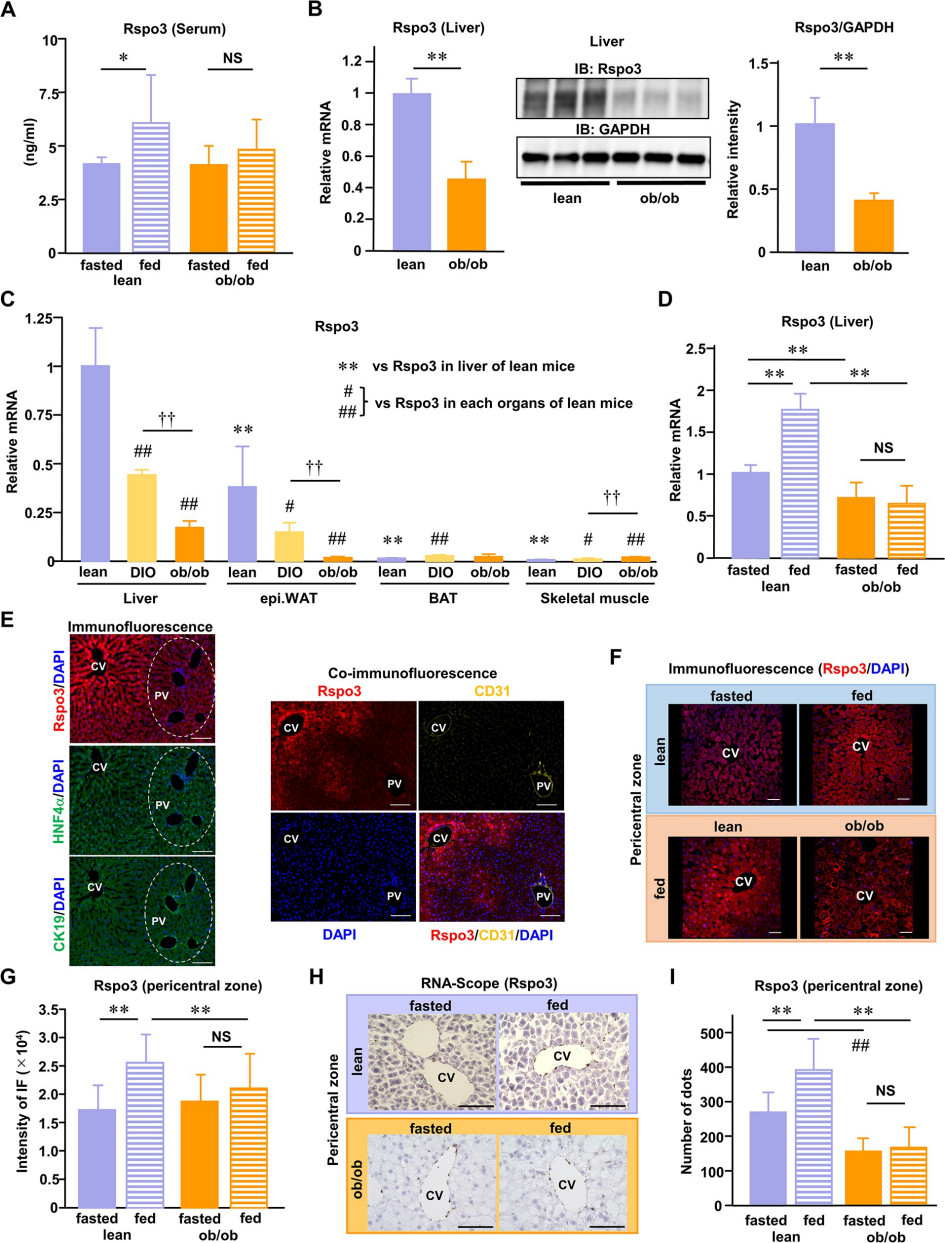
Metabolic functions of Rspo3 in the liver are disturbed in obesity. ** (A)** Serum Rspo3 levels under either fasted or fed conditions were examined in lean and ob/ob mice (*n* = 7–14). **(B)** Hepatic Rspo3 mRNA expression (*n* = 4–5) and immunoblotting results of liver extracts with anti-Rspo3 and anti-GAPDH antibodies were measured in lean and ob/ob mice. The relative intensities (the ratios of Rspo3/GAPDH protein volume) were calculated. **(C)** Rspo3 mRNA expressions in several organs were measured and compared among lean, DIO, and ob/ob mice (*n* = 4–8). **(D)** Hepatic Rspo3 mRNA expressions under either fasted or fed conditions were measured in lean and ob/ob mice (*n* = 5–13). **(E)** Representative immunofluorescence analysis images of the pericentral zone in the liver with anti-Rspo3, anti-HNF4α, anti-CD31, anti-CK19 antibodies, and DAPI staining. The scale bars indicate 100 μm. **(F)** Representative immunofluorescence analysis images of the pericentral zone in the liver with anti-Rspo3 antibody and DAPI staining. The scale bars indicate 50 μm. **(G)** The intensity of Rspo3 immunofluorescence was measured on 4 lines, each 20 μm from the hepatic central veins, obtained randomly (hepatic central veins; *n* = 29–30, 3 mice per group). **(H)** Representative RNA-Scope analysis images of the pericentral zone in the liver with specific Rspo3 probe. The scale bars indicate 100 μm. **(I)** The numbers of Rspo3-positive signals (dots) were measured randomly (hepatic central veins; *n* = 13–21, 3–4 mice per group). The data underlying the graphs shown in the figure can be found in **S1 Data**. Data are presented as means ± SD. *P < 0.05, **P < 0.01, #*P* < 0.05, ##*P* < 0.01, ††*P* < 0.01 by the unpaired *t* test. CD31, cluster of differentiation 31; CK19, Cytokeratin 19; DIO, diet-induced obese; HNF4a, Hepatocyte nuclear factor 4a; Rspo3, R-spondin3.

Next, we examined the localization of Rspo3 expression in hepatic lobules. To distinguish between the zones around central veins (pericentral) versus portal veins (periportal), we subjected liver sections to Azan staining, allowing the periportal zone to be detected (S1 Fig). Analysis of immunofluorescence (IF) of liver sections revealed much more Rspo3 expression in pericentral hepatocytes than in periportal hepatocytes (S1 Fig), suggesting the existence of zonation regulating hepatic Rspo3 expression and localization. Comparison of IF between Rspo3 and hepatocyte nuclear factor 4α (HNF4α, hepatocyte marker) confirmed that HNF4α-positive hepatocytes simultaneously possess Rspo3 IF reactivity (Fig 1E). Comparisons of IF between Rspo3 and cluster of differentiation 31 (CD31, endothelial cell marker) confirmed Rspo3-positive cells to be present at much lower densities in central vein endothelial cells than in hepatocytes (Fig 1E). Comparisons of IF between Rspo3 and cytokeratin 19 (CK19, sinusoidal endothelial marker) confirmed that there were no Rspo3-positive cells among neighboring sinusoidal endothelial cells (Fig 1E). Furthermore, Rspo3-positive hepatocytes in lean models were more responsive to stimulation or were increased in number, especially in the pericentral zone, in the fed than in the fasted state, and that the cellular dynamics of feeding on cumulative Rspo3 localization in the pericentral zone were disturbed in obese models (Figs 1F and S2). The localization of Rspo3-positive hepatocytes in obesity was rather widespread, extending from the pericentral zone to the periportal zone (Figs 1F and S2). In addition, the intensity of Rspo3 IF in hepatocytes in the pericentral zones, reflecting the extent of Rspo3 expression, indicated that feeding increased the intensity of Rspo3 IF, especially in lean models, while minimally impacting obese models (Fig 1G). Furthermore, to investigate the expression patterns of Rspo3 mRNA in the liver under these conditions such as lean versus obese states, or fasted versus fed states, we performed RNA-Scope, a newly developed technique of in situ hybridization (ISH), by using the specific probe against Rspo3. RNA-Scope revealed far more Rspo3-positive signals in the pericentral zones than in the periportal zones (Fig 1H), observations consistent with the results of IF (Fig 1F). In the pericentral zones, Rspo3-positive signals existed in endothelial cells as well as hepatocytes, reflecting the difference in Rspo3 expression patterns between mRNA and protein levels. On the other hand, the numbers of Rspo3-positive signals were increased in the pericentral zones of lean models after feeding, showing disturbance of the dynamics of feeding to change Rspo3 mRNA localization toward these zones, especially in obese models (Fig 1I).

Thus, the convergence of Rspo3-positive hepatocytes, at either the mRNA or the protein level, toward the pericentral zone in response to feeding (i.e., spatiotemporal characteristics of Rspo3) appears to play an important role in regulating intra-hepatic metabolism under normal conditions, a phenomenon which is dysregulated in pathophysiological states such as obesity.

### Rspo3 influences systemic glucose metabolism and body composition

To investigate whether hepatic Rspo3 functions in regulating metabolic physiology in mammals, we overexpressed Rspo3 in the livers of C57BL/6 mice fed normal chow diets (Rspo3-mice) using adenoviral gene transduction. Systemic infusion of Rspo3 recombinant adenovirus resulted in selective transgene expression in the liver (1.46-fold of protein levels as compared to control mice) (Fig 2A), while there were no differences in Rspo3 expressions in other organs (S3A Fig). Mice given the lacZ adenovirus were used as controls (LacZ-mice). Hepatic Rspo3 induction significantly increased gene expressions of LGR5 and Axin2, downstream targets of the Rspo3/Wnt signaling pathway (S3B Fig). While hepatic Rspo3 induction increased gene expressions of ornithine aminotransferase (Oat), cholesterol 7alpha-hydroxylase (Cyp7a1), and retinol dehydrogenase9 (Rdh9) [13], which are expressed and function mainly in the pericentral zones (S3C Fig), it decreased hydroxysteroid 17-beta dehydrogenase (Hsd17) and cytochrome P450 2f2 (Cyp2f2) [13], which are expressed and function mainly in the periportal zones (S3D Fig). These results indicated hepatic Rspo3 induction to up-regulate the Rspo3/Wnt signaling pathway in the liver and thereby shifted metabolic gene expressions, a process by which hepatic features of metabolism are considered to move from the periportal to the pericentral zone. Under these conditions, hepatic Rspo3 expression significantly decreased fasting blood glucose and insulin levels (Fig 2B), producing both a decrease in the expression of a major hepatic gluconeogenic enzyme, phosphoenolpyruvate carboxykinase (PEPCK) and an increase in the expression of the hepatic glycolytic enzyme glucokinase (GK) (Fig 2C). While hepatic expressions of lipogenic genes such as sterol regulatory element-binding protein 1c (SREBP1c), fatty acid synthetase (FASN), and peroxisome proliferator-activated receptor (PPAR) γ, were increased, hepatic expressions of lipogenic genes such as stearoyl CoA desaturase 1 (SCD1) were decreased in Rspo3-mice (Fig 2D). Hepatic expressions of lipogenic and lipid utilizing genes, such as PPARδ, and lipid oxidative genes, such as carnitine palmitoyltransferase 1a (Cpt1a), but not PPARα, were also increased in Rspo3-mice (Fig 2D). Under these conditions, hepatic Rspo3 expression altered liver weight (Fig 2E) with no change in liver histology, as demonstrated by hematoxylin eosin (HE) staining (Fig 2F). In agreement with previous reports showing Rspo3 to have cell proliferative capacity [14,18], hepatic Rspo3 induction increased Ki67 mRNA levels 10- or 5-fold compared to those of control mice on day 7 or 23 after adenovirus administration, respectively (S3E Fig). These results suggested that hepatic Rspo3 induction dramatically altered the types of gene expressions in the liver (shown in Fig 2C and 2D), some of which were still present on day 23 after adenovirus administration (S3F Fig), giving rise to the feature of localization in the periportal zone toward a more pericentral zone. Glucose and insulin tolerance tests revealed that Rspo3-mice exhibited increased systemic glucose tolerance and insulin sensitivity, respectively (Fig 2G and 2H), the beneficial effects of which persist for 20 days after adenovirus administration (S3G and S3H Fig). To explore whether hepatic Rspo3 induction influences whole-body energy expenditure, we examined oxygen consumption (VO_2_) and the respiratory quotient (RQ), finding no VO_2_ difference while RQ was decreased in Rspo3-mice (Fig 2I). Furthermore, hepatic Rspo3 induction significantly decreased the weight of epididymal WAT (Fig 2J) due to increased β3-adrenergic receptor (β3AR), UCP1 and PGC1α expressions in epididymal WAT (Fig 2K) and/or decreased food intake (Fig 2L), contributing to the prevention of body weight gain for 7 days after adenoviral treatment (Fig 2M). Collectively, these results suggest hepatic Rspo3 to play an important role in the regulation of systemic glucose metabolism and body composition.

**Fig 2:**
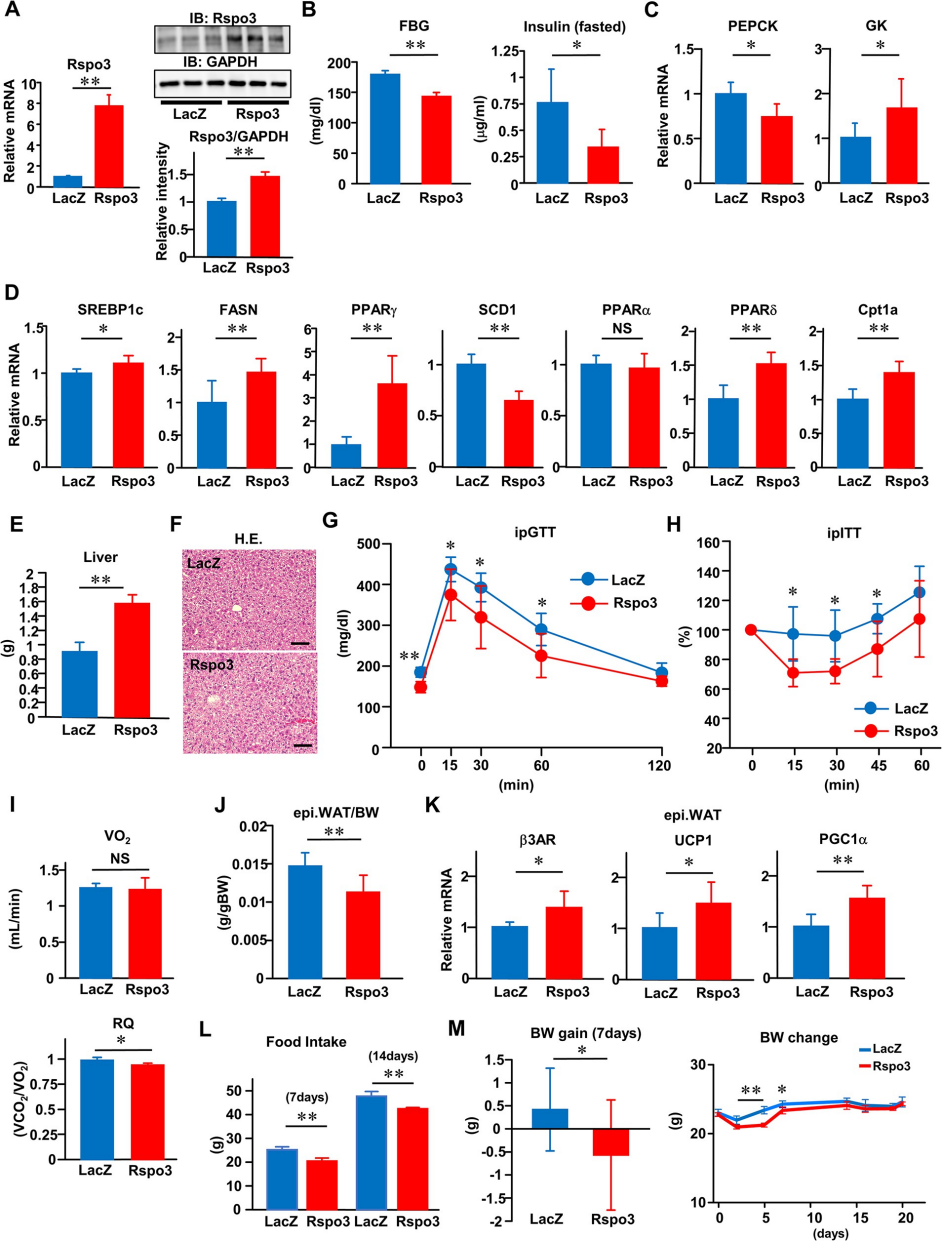
Rspo3 influences systemic glucose metabolism and body composition. **(A–M)** Rspo3 (red bars and circles) or LacZ (blue bars and circles) adenovirus was administered to standard diet-fed control mice. **(A)** Hepatic Rspo3 mRNA expression (*n* = 5) and immunoblotting of liver extracts with anti-Rspo3 and anti-GAPDH antibodies and the relative intensities (the ratios of Rspo3/GAPDH protein volume), **(B)** fasting blood glucose (*n* = 4–5) and insulin levels (*n* = 5–9), **(C)** hepatic PEPCK and GK mRNA expressions (*n* = 5–7), **(D)** hepatic SREBP1c, FASN, PPARγ, SCD1, PPARα, PPARδ, and Cpt1a mRNA expressions (*n* = 7), **(E)** liver weight (*n* = 6–7), and **(F)** representative histological analysis images of the liver (HE staining) were examined on day 7 after adenovirus administration. The scale bars indicate 100 μm. **(G)** Glucose tolerance (*n* = 5–11) and **(H)** insulin tolerance (*n* = 6) tests were performed on day 7 after adenovirus administration. **(I)** VO_2_ and RQ (*n* = 5–6) were measured on day 4 after adenovirus administration. **(J)** Epididymal WAT weight (*n* = 7), **(K)** β3AR, UCP1, and PGC1α mRNA expressions in epididymal WAT (*n* = 5–7); **(L)** food intake (*n* = 5); and **(M)** body weight gain (*n* = 11–12) were examined on day 7 after adenovirus administration. Body weight changes from day 0 to day 20 after adenovirus administration were measured (*n* = 5). The data underlying the graphs shown in the figure can be found in **S1 Data**. Data are presented as means ± SD. *P < 0.05, **P < 0.01 by the unpaired *t* test. b3AR, b3-adrenergic receptor; Cpt1a, carnitine palmitoyltransferase 1a; FASN, fatty acid synthetase; FBG, fasting blood glucose; GK, glucokinase; HE, hematoxylin eosin; PPAR, peroxisome proliferator-activated receptor; PEPCK, phosphoenolpyruvate carboxykinase; RQ, respiratory quotient; Rspo3, R-spondin3; SCD1, stearoyl CoA desaturase 1; SREBP1c, sterol regulatory element-binding protein 1c; WAT, white adipose tissue.

### Rspo3 improves obesity-induced metabolic disorders locally in the liver

Next, to investigate whether hepatic Rspo3 induction has any effects on obesity-related metabolic dysregulation, we administered Rspo3 adenovirus to obese (ob/ob) mice (obese Rspo3-mice). Systemic infusion of Rspo3 adenovirus resulted in selective transgene expression in the liver (1.85-fold of protein levels as compared to obese control mice), to the same or a degree slightly lower than that of endogenous Repo3 expression in lean control mice (0.74-fold) (Fig 3A). There were no differences in Rspo3 expressions in other organs (S4A Fig). RNA-Scope revealed that Rspo3-positive signals are also increased in obese Rspo3-mice (3.6-fold) (S4B Fig) to a lesser degree than indicated by the quantitative RT-PCR results (Fig 3A). However, hepatic Rspo3 induction did not alter circulating Rspo3 levels on day 7, showing only a temporary increase on day3, after adenovirus administration as compared to the level in control mice (S4C Fig). As in lean Rspo3-mice, hepatic Rspo3 induction significantly increased gene expressions of LGR5 and Axin2, downstream targets of the Rspo3/Wnt signaling pathway (S4D Fig), as well as gene expressions of Oat and Rdh9, markers of genes in the pericentral zone (S4E Fig), while it decreased Cyp2f2, a marker of genes in the periportal zone (S4F Fig). 

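For RNA-sequence analysis, total RNA was taken from the livers of 4 obese Rspo3-mice and of 4 obese control mice, which had received LacZ adenovirus. All were male ob/ob mice, which lack leptin and become obese, and were injected at 8 weeks of age with 50000000 plaque-forming units of virus. Ribosomal RNA was removed before strand-specific libraries were made, and the sequencing was performed commercially. The authors deposited normalized counts of 15306 genes, listed by gene symbol, with a value for each mouse. In each mouse 100% of the values were whole multiples of the value of 1 read, so that the number of reads counted on each gene could be recovered. Between 8231281 and 8922591 reads were counted on genes in the obese Rspo3-mice (median 8634467.5) and between 9025843 and 9657450 in the obese control mice (median 9318140.5). The deposited scale departed from that of edgeR's TMM normalization by 0% at most. Its factors lay between 1.10 and 1.15 in the obese Rspo3-mice and between 0.942 and 0.977 in the obese control mice. The 20 most abundant genes took 19.1% to 20.4% of the reads in the former and 21.7% to 22.9% in the latter. Neither the read counter nor the genome build is named in the paper's text.

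Values were compared as log2(normalized count + 1) by limma's moderated test, two-sided and with an intensity trend, followed by Benjamini-Hochberg adjustment. On this scale a fold change understates the change of genes with low counts. The test covered the 8151 genes with a mean of at least 10 normalized counts over the 8 mice, which stood for 81.8 to 98.6 reads in a mouse. An adjusted p-value under 0.05 was obtained for 3906 genes, of which 1496 were higher and 2410 were lower in the obese Rspo3-mice. Among these, 389 genes changed by a log2 fold change of at least 1, 252 upward and 137 downward. In 3604 genes, or 44.2% of those tested, the values of the 4 obese Rspo3-mice did not overlap with those of the 4 obese control mice, against 2.86% by chance. Apart from this minimum change, restricting the test to genes with a mean of at least 100 normalized counts moved the number most, to 1062 genes. The share of higher genes was 38.3% on the deposited scale, 36.9% with median ratios, 47.2% with quantile normalization and 48.9% with DESeq2 on the recovered reads, so the balance between rises and falls depends on the setting. With each mouse left out in turn, 3467 to 3796 genes were called, 3362 to 3586 of them shared with the fit of all 8 mice.

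Rspo3 itself lies on chromosome 10 of GRCm38 from 29452416 to 29535867, on the minus strand (ENSMUSG00000019880 in GENCODE M21). Its normalized count was 18.9 ± 3.04 (SD, n = 4) in the obese Rspo3-mice and 6.00 ± 1.45 (SD, n = 4) in the obese control mice. The increase was 3.15-fold, with a log2 fold change of 1.52 (standard error 0.17, limma adjusted p = 4.0e-05). Every obese Rspo3-mouse, from 14.9 to 22.1 normalized counts, was above every obese control mouse, from 4.10 to 7.61. In the 4 lean control mice the count was 5.58 ± 1.06 (SD, n = 4). The adenovirus carries the murine Rspo3 coding region, 834 bases that make up 27.0% of the annotated transcript of 3085 bases. Reads from the transgene and from the endogenous gene were therefore counted together. Since the transgene lacks the rest of the transcript, the ratio over the whole gene may understate the rise of the coding region.

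**Figure D1:**
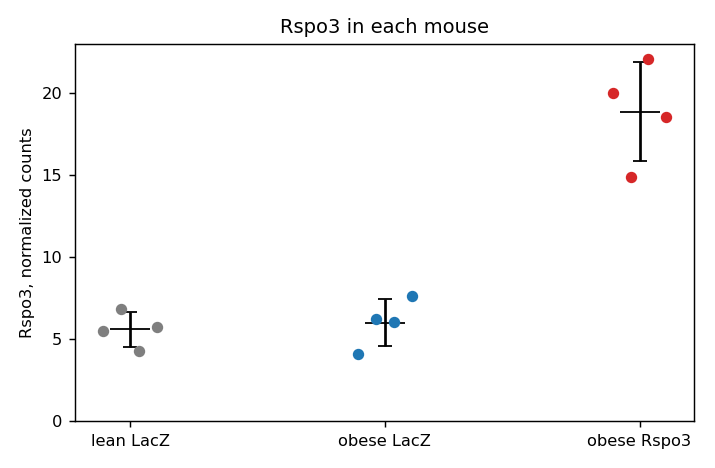
Normalized counts of Rspo3 (vertical axis, linear) in each of the 12 mice by group, where each point is 1 mouse, the horizontal mark is the group mean and the bars are the SD (n = 4 per group). The obese mice given Rspo3 adenovirus lie between 14.9 and 22.1, above all obese and lean mice given LacZ adenovirus.

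Beyond the genes named in the paper, the largest changes were sought among genes with a mean of at least 100 normalized counts and no overlap between the groups. The rises were largest in Mup20 (4.46-fold), Rdh9, Scd2 (4.03-fold), Gstm3 and Rnase4, and the falls in Gm2083 (0.0611-fold), Mup19 (0.103-fold), Mup2 (0.0976-fold), Cyp2c54 (0.106-fold) and Hal (0.115-fold). Reads of the Mup genes and of Cyp2c54 cannot always be assigned to 1 gene. Of the 50-base stretches of their transcripts, 50.5% in Mup20, 100% in Mup19 and Mup2 and 25.7% in Cyp2c54 also occur in other genes, and Gm2083 has no entry in the annotation used here.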

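Among 8 pericentral, 6 periportal and 2 Wnt target genes that the paper names, 14 passed the filter, and 13 of these were differentially expressed between the obese Rspo3-mice and the obese control mice, 6 upward and 7 downward. Adjusted over the list alone, the number was also 13, which is not independent evidence because the study picked part of the list from these libraries. The pericentral gene Gstm3 increased from 405 ± 72.9 (SD, n = 4) to 1649 ± 251 (SD, n = 4) normalized counts, a log2 fold change of 2.03 (standard error 0.14, limma adjusted p = 2.7e-06). Rnase4 increased from 192 ± 23.4 to 742 ± 119 (SD, n = 4 each), or 3.87-fold (log2 fold change 1.94, standard error 0.12, limma adjusted p = 1.7e-06). Cyp1a2 rose from 293 ± 36.4 to 586 ± 107 (SD, n = 4 each), or 2.00-fold (limma adjusted p = 1.4e-04), and Cyp2a4 from 187 ± 57.6 to 329 ± 50.1, or 1.76-fold (limma adjusted p = 0.00751). The call of Cyp2a4 was lost when all 12 mice entered the fit (limma adjusted p = 0.160). In each of these 4 genes every obese Rspo3-mouse was above every obese control mouse (exact permutation test, two-sided p = 0.0286, the smallest that 4 mice against 4 allow).

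The groups overlapped in Cyp7a1, at 368 ± 45.9 in the obese control mice and 438 ± 66.7 in the obese Rspo3-mice (SD, n = 4 each). This 1.19-fold difference was not called (limma adjusted p = 0.0933, exact permutation p = 0.114), but it fell under the threshold with quantile normalization (limma adjusted p = 0.00252), with DESeq2 (adjusted p = 0.0232), without obese control mouse 1 (limma adjusted p = 0.0379) and without obese Rspo3-mouse 2 (limma adjusted p = 0.0466). Avpr1a was too low for the filter, with 1.51 ± 0.279 and 2.42 ± 0.936 normalized counts (SD, n = 4 each). Its groups did not overlap (exact permutation p = 0.0286), while without a filter the limma adjusted p was 0.0898.

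The periportal gene Sds fell from 213 ± 56.9 to 33.0 ± 4.68 normalized counts (SD, n = 4 each), or 0.155-fold (log2 fold change -2.63, standard error 0.17, limma adjusted p = 2.2e-06). Gls2 fell from 408 ± 88.8 to 81.4 ± 16.7 (SD, n = 4 each), or 0.200-fold (limma adjusted p = 3.0e-06). Smaller decreases were found in Arg1, from 1151 ± 119 to 861 ± 66.0 (0.748-fold, limma adjusted p = 0.00211), and in Aldh1b1, from 113 ± 13.9 to 90.8 ± 3.86 (0.806-fold, limma adjusted p = 0.0105; SD, n = 4 for each value). None of the 4 periportal genes overlapped between the groups, and the exact permutation p was 0.0286 in each. With quantile normalization, Arg1 and Aldh1b1 had adjusted p-values of 0.266 and 0.102 from limma and were no longer called. Some reads of Cyp2a4 and Gstm3 cannot be told from those of related genes, since 38.0% and 28.8% of their 50-base stretches are shared, and Rnase4 overlaps Ang on the same strand over 219 bases.

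**Figure D2:**
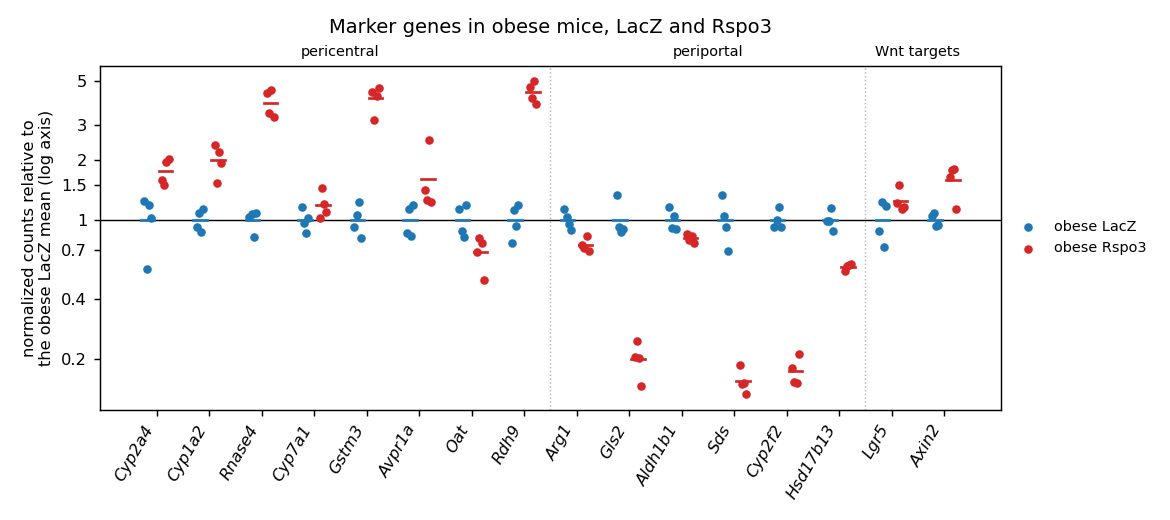
Normalized counts of 16 marker genes in each obese mouse, relative to the mean of the obese mice given LacZ adenovirus (vertical axis, logarithmic), by zone or as Wnt targets; points are mice (n = 4 per group) and short lines are group means. Gstm3 and Rnase4 lie about 4.07-fold and 3.87-fold above the control mean, Gls2 and Sds at 0.200-fold and 0.155-fold, and Cyp7a1 overlaps between the groups.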

According to the RNA-sequence results, other markers of genes in the pericentral zone, such as Cyp2a4 (1.76-fold, *P* < 0.01), Cyp1a2 (2.00-fold, *P* < 0.01), Rnase4 (3.87-fold, *P* < 0.01), Cyp7a1 (1.19-fold, *P* < 0.05), Gstm3 (4.07-fold, *P* < 0.01), and Avpr1 (1.59-fold, *P* < 0.05), were increased, while other markers of genes in the periportal zone, such as Arg1 (0.75-fold, *P* < 0.01), Gls2 (0.20-fold, *P* < 0.01), Aldh1b1 (0.81-fold, *P* < 0.01), and Sds (0.28-fold, *P* < 0.01), were decreased in obese Rspo3 mice (S1 Table). All of these results suggested the reprograming of hepatocytes from periportal to pericentral features.

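Other markers of the zones were read from the same libraries. Rdh9 increased from 49.6 ± 9.43 to 217 ± 26.0 normalized counts in the obese Rspo3-mice (SD, n = 4 each; 4.37-fold, log2 fold change 2.12, standard error 0.13, limma adjusted p = 1.7e-06), although 92.3% of its 50-base stretches occur in related genes, and 90.1% in Rdh16f1 alone, which was not analysed here. Oat changed the opposite way to Rdh9, from 1825 ± 332 to 1257 ± 249 (SD, n = 4 each; 0.689-fold, log2 fold change -0.54, standard error 0.16, limma adjusted p = 0.0179). The decrease of Oat was no longer called with quantile normalization (limma adjusted p = 0.404) or without obese control mouse 9 (limma adjusted p = 0.0541). The periportal markers Cyp2f2 (0.174-fold, limma adjusted p = 4.3e-07) and Hsd17b13 (0.581-fold, limma adjusted p = 1.9e-05) decreased, with no overlap between the groups. Of the Wnt targets, Axin2 was 10.7 ± 0.835 in the obese control mice and 16.9 ± 3.32 in the obese Rspo3-mice (SD, n = 4 each; 1.58-fold, limma adjusted p = 0.00441). Lgr5 was 8.27 ± 1.94 and 10.3 ± 1.37 (SD, n = 4 each; 1.24-fold) and too low for the filter, with overlapping groups (exact permutation p = 0.257).

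Zonation genes outside the paper's list were then tested as sets by limma's camera, which takes a preset correlation of 0.01 between genes, with adjustment over 16 sets. The 20 periportal hepatocyte genes tested, of 22 listed, had a mean log2 fold change of -0.92 (adjusted p = 1.9e-05). Of these, 17 were lower and 3 higher, and the 14 that were differentially expressed were all lower, among them Hal, Etnppl (0.141-fold) and Pigr (0.231-fold). The 22 pericentral hepatocyte genes did not shift as a set (mean log2 fold change -0.16, median 0.12, adjusted p = 0.564). Of the 14 differentially expressed ones, 7 rose, such as Lect2 (2.06-fold), Gstm1 (1.87-fold), Gulo (1.84-fold) and Ahr (1.77-fold), and 7 fell, such as Cyp2c29 (0.305-fold) and Cyp2c50 (0.353-fold). Glul, at 0.974-fold, and Cyp2e1, at 0.887-fold, were not differentially expressed. The 4 Wnt/beta-catenin feedback genes tested, of 10 listed, were all higher, with a mean log2 fold change of 0.34 (adjusted p = 0.0801; called higher by limma's fry, adjusted p = 0.0334), and the feedback gene Notum rose 1.48-fold (limma adjusted p = 0.00908). Without obese control mouse 3 or obese Rspo3-mouse 12, the adjusted p of this set was 0.0431 or 0.0427. In all, 6 of the 16 sets were called in this comparison; limma's fry called these 6 and 4 more, and camera with an estimated correlation called 0, and also 0 at an unadjusted p-value under 0.05. From the marker genes the paper proposes that hepatocytes are reprogrammed from periportal toward pericentral features.

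**Figure D3:**
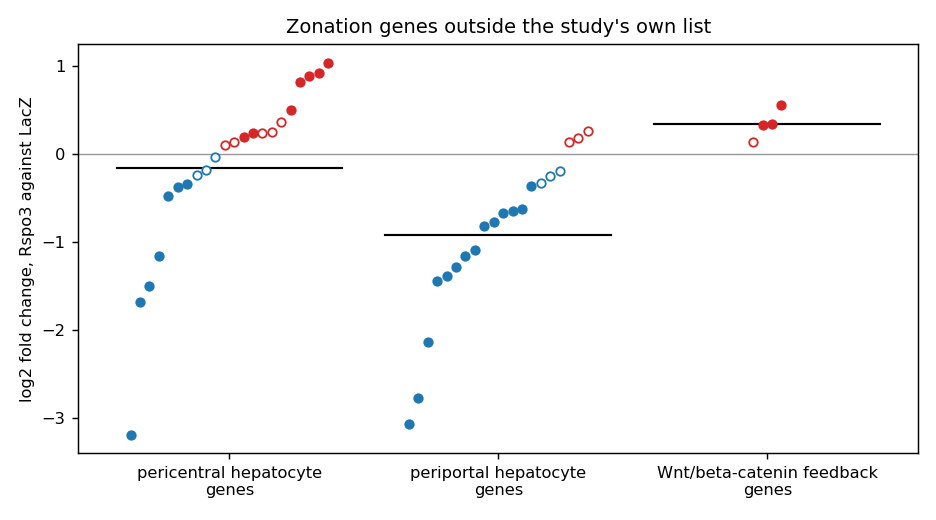
Log2 fold change of each zonation gene outside the paper's list, obese mice given Rspo3 adenovirus against obese mice given LacZ adenovirus (vertical axis), for 3 sets; each point is 1 gene (red higher, blue lower), filled where limma's adjusted p is under 0.05, and the black lines are set means. The periportal mean is -0.92, with 14 filled genes below 0, and the pericentral genes go both ways around a mean of -0.16.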

**Fig 3:**
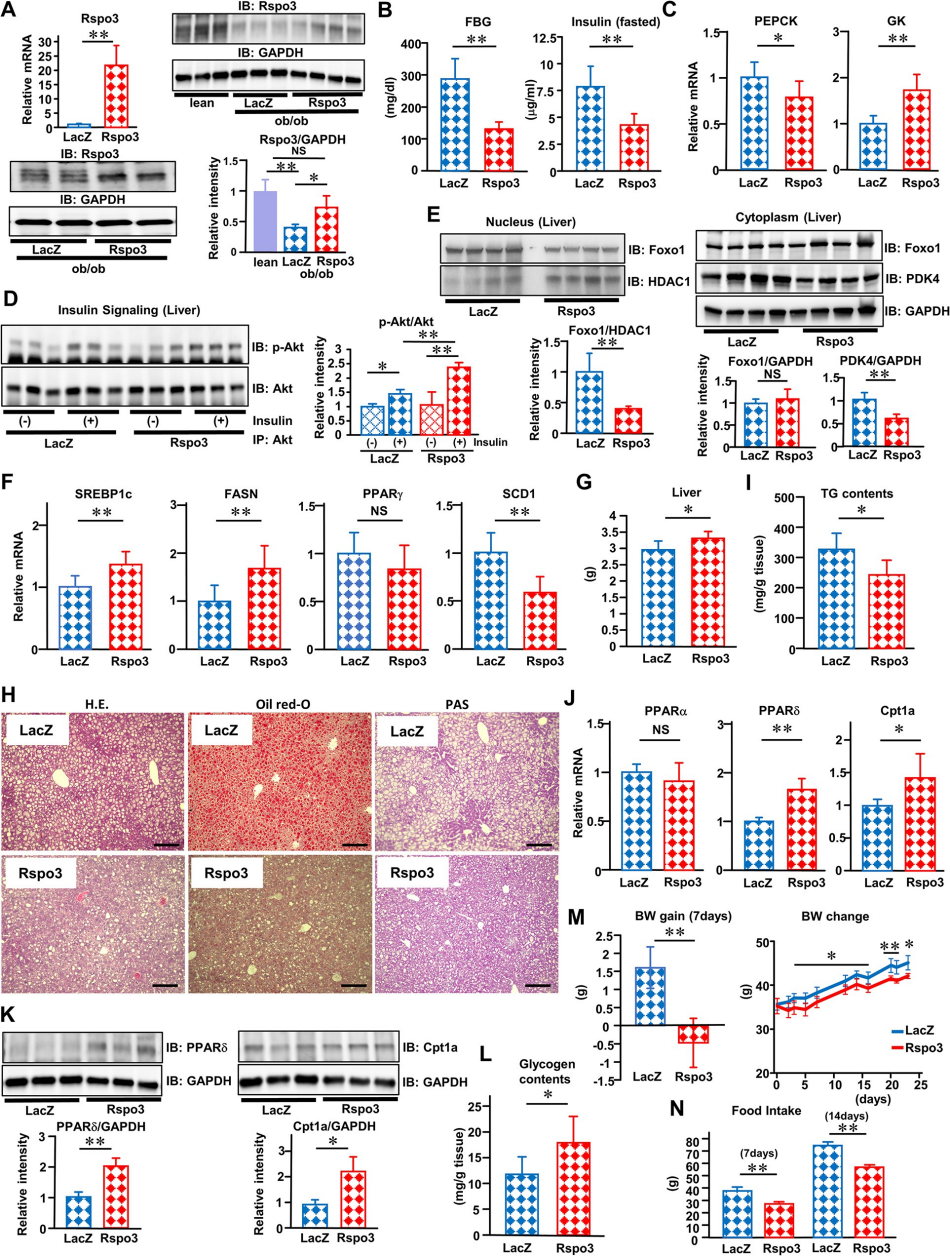
Rspo3 improves obesity-induced metabolic disorders locally in the liver. **(A–N)** Rspo3 (red bars) or LacZ (blue bars) adenovirus was administered to standard diet-fed ob/ob mice. **(A)** Hepatic Rspo3 mRNA expression (*n* = 6) and immunoblotting of liver extracts with anti-Rspo3 and anti-GAPDH antibodies and the relative intensities (the ratios of Rspo3/GAPDH protein volume), **(B)** fasting blood glucose and insulin levels (*n* = 5–7), and **(C)** hepatic PEPCK and GK mRNA expressions were examined on day 7 after adenovirus administration (*n* = 6–7). **(D)** Insulin-stimulated serine473 phosphorylation of Akt protein in the liver is presented. Mice fasted 16 h were injected intravenously with insulin or vehicle alone. The liver was removed 300 s later and lysates were immunoprecipitated with the indicated antibodies, followed by SDS-PAGE and immunoblotting with anti-phospho-Akt (Ser473) antibody, or just the antibody against Akt. The relative intensities (the ratios of p-Akt/Akt protein volume) were examined. **(E)** Immunoblotting of nuclear extracts with anti-Foxo1 and anti-HDAC1 antibodies and the ratios of Foxo1/HDAC1 protein volume; and cytoplasm extracts with anti-Foxo1, anti-PDK4, and anti-GAPDH antibodies; and the relative intensities (the ratios of Foxo1/GAPDH or PDK4/GAPDH protein volume); **(F)** hepatic SREBP1c, FASN, PPARγ, and SCD1 mRNA expressions (*n* = 7); and **(G)** liver weight were examined on day 7 after adenovirus administration (*n* = 5–7). **(H)** Representative histological analysis images of the liver, HE staining, Oil red-O staining, and PAS staining on day 5 after adenovirus administration. The scale bars indicate 200 μm. **(I)** Hepatic TG contents (*n* = 6–7); **(J)** hepatic PPARα, PPARδ, and Cpt1a mRNA expressions (*n* = 7); **(K)** immunoblotting of liver extracts with anti-PPARδ, anti-Cpt1a, and anti-GAPDH antibodies and the relative intensities (the ratios of PPARδ/GAPDH or Cpt1a/GAPDH protein volume); **(L)** hepatic glycogen content (*n* = 7); **(M)** body weight gain (*n* = 5–7) and body weight changes from day 0 to day 23 after adenovirus administration (*n* = 4–5); and **(N)** food intake (*n* = 4–5) were determined on day 7 after adenovirus administration. The data underlying the graphs shown in the figure can be found in **S1 Data**. Data are presented as means ± SD. *P < 0.05, **P < 0.01 by the unpaired *t* test. Cpt1a, carnitine palmitoyltransferase 1a; FASN, fatty acid synthetase; FBG, fasting blood glucose; GK, glucokinase; HE, hematoxylin eosin; PAS, periodic acid chiff; PEPCK, phosphoenolpyruvate carboxykinase; PPAR, peroxisome proliferator-activated receptor; Rspo3, R-spondin3; SCD1, stearoyl CoA desaturase 1; SREBP1c, sterol regulatory element-binding protein 1c; TG, triglyceride.

Meanwhile, comparing RNA-sequence results of lean mice with those of obese mice revealed that obesity actually alters several metabolic processes including glucose and lipid metabolism, as demonstrated by gene ontology (GO) studies and KEGG pathway analyses (S5 and S6 Figs). 

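Lean mice with a normal leptin gene that had received LacZ adenovirus (lean control mice, n = 4) were sequenced by the same protocol and compared with the 4 obese control mice. Their depth was 9248218 to 9954318 reads on genes (median 9325291), with TMM factors of 0.899 to 0.952. Library titles of lean and obese mice carry different codes, so a batch between them, if there was one, follows the genotype and has no value within a batch. The same test was applied to the 7994 genes with a mean of at least 10 normalized counts over these 8 mice. Obesity raised 2017 genes and lowered 2039 at an adjusted p-value under 0.05, 4056 in all, and 383 of these changed by a log2 fold change of at least 1 (250 higher, 133 lower). Groups did not overlap in 3708 genes, 46.4% of those tested, where chance gives 2.86%. Apart from this minimum change, the number moved most, to 1101, when a mean of at least 100 normalized counts was required, and it ranged from 3560 to 3861 when 1 mouse was left out. Across 8121 genes, the Pearson correlation of log2 values between mice was 0.982 to 0.990 within the lean control mice and 0.987 to 0.993 within the obese control mice, and it averaged 0.922 between these groups. The largest rises among abundant genes without overlap were in Cyp2b9 (89.8-fold), Cyp2a22 (16.9-fold), Cd36 (13.2-fold), Cyp4a14 (10.1-fold) and Gstm3 (8.16-fold). Serpina1e, Mup7, Hsd3b5, Mup14 and Slco1a1 fell most, Slco1a1 from 729 ± 114 to 11.7 ± 3.89 normalized counts (SD, n = 4 each). Shares of 50-base stretches found in other genes were 35.6% for Serpina1e, 21.2% for Hsd3b5, 25.7% for Cyp2a22, 11.2% for Cyp2b9 and over 90.2% for Mup7 and Mup14, so these genes are less certain.

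**Figure D4:**
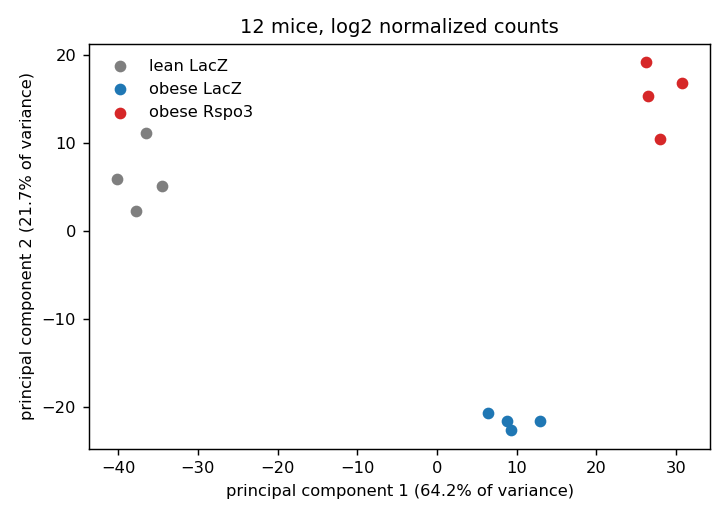
Principal components of the log2 normalized counts of 8121 genes, component 1 on the horizontal axis (64.2% of variance) and component 2 on the vertical axis (21.7%); each point is 1 of the 12 mice, coloured by group. Lean mice lie at -40.1 to -34.6 on component 1, obese mice given LacZ at 6.45 to 12.9 and obese mice given Rspo3 at 26.3 to 30.8.

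Sets of metabolic genes that were chosen without the study's lists were tested by camera, as for the zonation sets. Glycolysis genes were higher in the obese control mice (mean log2 fold change 0.67, adjusted p = 7.3e-06), with all 12 tested members up and 10 of them called. Fatty acid synthesis genes (1.16, adjusted p = 1.6e-04; 14 of 16 up) and fatty acid oxidation genes (0.84, adjusted p = 2.8e-08; 20 of 21 up) were higher as well. No shift was called for gluconeogenesis (0.08, adjusted p = 0.416), cholesterol synthesis (0.36, adjusted p = 0.0519), glycogen metabolism (0.24, adjusted p = 0.135) or phosphatidylcholine synthesis (0.25, adjusted p = 0.141). Cholesterol synthesis did come under the threshold without lean control mouse 3 (adjusted p = 0.0110) or 11 (0.0233), or without obese control mouse 1 (0.00911) or 9 (0.0318). By camera it was also called higher without a filter (adjusted p = 0.00835), at a mean of at least 1 normalized count (0.0124) and with all 12 mice in 1 fit (0.0443). Of the 6 sets called in lean against obese mice, fry kept 6 and called 6 more, among them gluconeogenesis and glycogen metabolism (adjusted p = 0.0129 each) and phosphatidylcholine synthesis (adjusted p = 5.4e-04), and an estimated correlation kept 0, with 1 of the 16 sets, glycolysis, at an unadjusted p-value under 0.05. Members of the terms that the paper lists (S5 and S6 Figs) were also looked up, where the list in the copy was complete. These lists were chosen by the study on the same libraries, so they describe the libraries and are not independent evidence. Of 450 tested members of terms for higher genes, 441 (98.0%) were called higher in obese mice, and of 366 tested members of terms for lower genes, 358 (97.8%) were called lower. The KEGG term for glycolysis and gluconeogenesis lists 22 genes, of which 20 were tested and 19 called higher, with a median log2 fold change of 0.72. For fatty acid metabolism, 18 of the 19 listed genes were tested and all 18 were called higher (median 1.04). The paper states that obesity alters glucose and lipid metabolism from the terms it found enriched.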

The gene expressions of LGR5, Axin2, Oat, Cyp7a1, and Rdh9 as well as those of other marker genes in the pericentral zone, such as Cyp1a2 (0.42-fold, *P* < 0.01), Rnase4 (0.30-fold, *P* < 0.01), Rdh9 (0.68-fold, *P* < 0.01), and Avpr1 (0.12-fold, *P* < 0.01), were decreased, while the marker gene in the periportal zone, Aldh1b1 (1.65-fold, *P* < 0.01), was increased in obese mice as compared to lean mice (S7A–S7C Fig and S2 Table). 

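Of the 14 named marker genes that passed the filter, 8 differed between lean control mice and obese control mice, 5 higher and 3 lower in obesity, and 8 adjusted over the list alone. Rnase4 fell from 630 ± 64.2 to 192 ± 23.4 normalized counts (SD, n = 4 each; 0.304-fold, log2 fold change -1.71, standard error 0.10, limma adjusted p = 7.9e-07). Cyp1a2 fell from 702 ± 63.4 to 293 ± 36.4 (SD, n = 4 each; 0.417-fold, limma adjusted p = 4.1e-06), and Rdh9 from 73.4 ± 12.0 to 49.6 ± 9.43 (0.675-fold, limma adjusted p = 0.00822). Avpr1a was below the filter, but its 12.6 ± 2.95 normalized counts in lean control mice and 1.51 ± 0.279 in obese control mice (SD, n = 4 each; 0.120-fold) did not overlap (exact permutation p = 0.0286), and without a filter it was called (limma adjusted p = 9.5e-07). Aldh1b1 rose from 68.2 ± 9.55 to 113 ± 13.9 (SD, n = 4 each; 1.65-fold, limma adjusted p = 4.6e-04). Hsd17b13, another periportal marker, was 1.20-fold higher (limma adjusted p = 0.0226) and was no longer called with quantile normalization (limma adjusted p = 0.0738) or without lean control mouse 1 or 3 or obese control mouse 7 (limma adjusted p = 0.0552, 0.0525 and 0.0528).

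Other pericentral markers were higher in the obese control mice. Oat rose from 831 ± 256 to 1825 ± 332 (SD, n = 4 each; 2.20-fold, limma adjusted p = 0.00109), Gstm3 from 49.7 ± 8.06 to 405 ± 72.9 (limma adjusted p = 1.9e-07) and Cyp2a4 from 5.44 ± 6.83 to 187 ± 57.6 (34.4-fold, limma adjusted p = 3.5e-05), with no overlap in any of them. Cyp7a1, at 363 ± 140 and 368 ± 45.9 (SD, n = 4 each; 1.01-fold), did not differ detectably (limma adjusted p = 0.742, exact permutation p = 0.943). Nor did Axin2 (0.981-fold, limma adjusted p = 0.973, exact permutation p = 1) or Lgr5, which was below the filter in this comparison (0.819-fold, exact permutation p = 0.314). The periportal genes Arg1 (0.870-fold, limma adjusted p = 0.139), Gls2 (0.911-fold, 0.490), Sds (0.935-fold, 0.847) and Cyp2f2 (1.03-fold, 0.787) all overlapped between lean and obese mice.

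**Figure D5:**
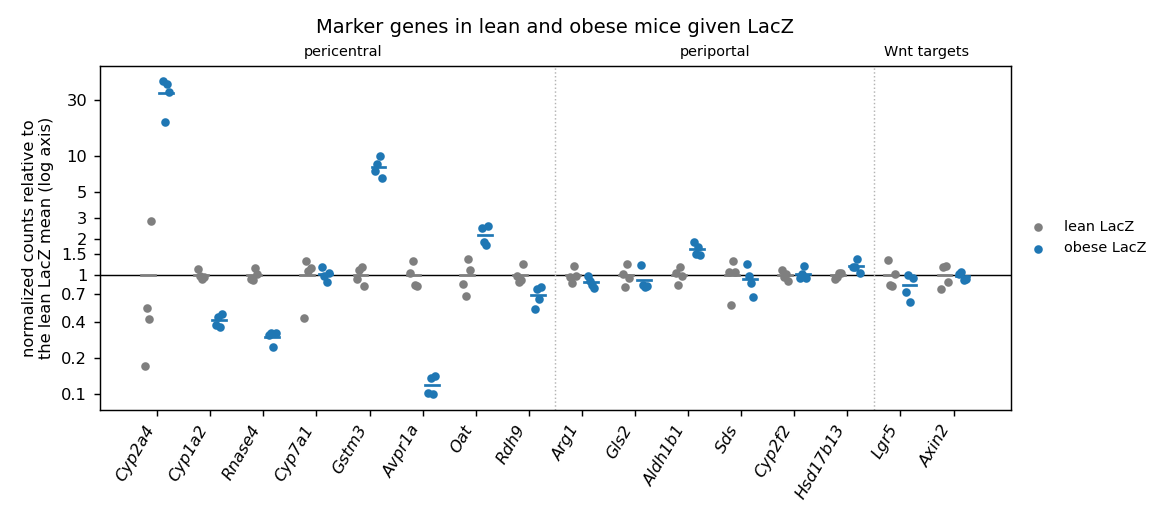
Normalized counts of 16 marker genes in each mouse given LacZ adenovirus, relative to the mean of the lean mice (vertical axis, logarithmic), by zone or as Wnt targets; points are mice (n = 4 per group) and short lines are group means. Obese mice lie at 0.417-fold for Cyp1a2 and 0.304-fold for Rnase4, at 34.4-fold for Cyp2a4, and overlap with lean mice in Sds, Cyp2f2, Lgr5 and Axin2.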

Considering the data obtained from models of hepatic Rspo3 induction in obese mice (S4D–S4F Fig and S1 Table), these results show obesity to influence the spatially regulated expression patterns of marker genes in the pericentral and periportal zones of the liver. This pathophysiological phenomenon was suggested to be partially reversed by hepatic Rspo3 induction in these obese mice.

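The zonation sets outside the paper's list were tested between lean and obese control mice in the same way. Periportal hepatocyte genes were lower in the obese control mice, with a mean log2 fold change of -0.54 over 21 genes (limma camera, adjusted p = 0.0108). Of these genes 18 fell and 3 rose, and 12 falls and all 3 rises were called, the latter in Fbp1 (1.65-fold), Gldc (1.78-fold) and Uroc1 (1.48-fold). Pericentral hepatocyte genes had a mean of 0.43 (median 0.15, adjusted p = 0.141; called higher by limma's fry, adjusted p = 0.0258), with 9 genes called higher, led by Rhbg (5.26-fold), and 5 called lower, such as Cyp2e1 (0.750-fold) and Cyp2c37 (0.617-fold). The Wnt/beta-catenin feedback genes averaged -0.40 (adjusted p = 0.248; called lower by fry, adjusted p = 0.0129), with Notum at 0.475-fold (limma adjusted p = 1.4e-04) and Znrf3 at 0.714-fold (limma adjusted p = 0.00324). The paper concludes from its marker genes in both comparisons that obesity influences their spatially regulated expression.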

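To compare the effect of Rspo3 with that of obesity across genes, the 3966 genes that differed between lean and obese control mice and were tested in both comparisons were followed. With Rspo3, 64.3% of them changed in the direction opposite to obesity. Both comparisons use the same 4 obese control mice, whose chance values alone bring opposite signs. In 100 simulated groups without any effect of Rspo3, compared with these control mice, 57.3% of the genes were opposite on average (55.6% to 59.1%), so the observed share lay above all of them. When the real changes with Rspo3 were dealt out among the genes at random, the share was 53.3% (51.0% to 55.2%). Of the 2014 genes raised by obesity, 73.2% were lower with Rspo3, against 56.5% (53.7% to 58.8%) in the groups without effect and 59.2% (56.5% to 62.4%) with the changes dealt out. Of the 1952 genes lowered by obesity, 55.1% were higher with Rspo3, against 58.2% (55.4% to 60.8%) without effect and 47.1% (44.5% to 50.3%) with the changes dealt out. These 2 shares depend on the normalization and on the filter. They were 64.1% and 61.0% with quantile normalization, and 83.6% and 35.8% at means of at least 100 normalized counts. Where each comparison used its own obese control mice, in the 6 ways of dividing them, the opposite share was 60.1% to 66.1%, against means of 49.9% to 50.4% and at most 52.4% without effect. Among the 357 genes changed by a log2 fold change of at least 1 in obesity it was 61.9%, within the range without effect (50.9% to 63.5%). The size of the change followed the same order less closely: across genes, which are not independent replicates, Pearson's r of the log2 fold changes was -0.135 against -0.132 without effect, and Spearman's rho was -0.279 against -0.167. Over 8121 genes, the root mean square log2 difference between group means was 0.602 for lean against obese control mice, 0.730 for lean control against obese Rspo3-mice and 0.460 for obese control against obese Rspo3-mice. On the basis of its marker genes the paper proposes a partial reversal.

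**Figure D6:**
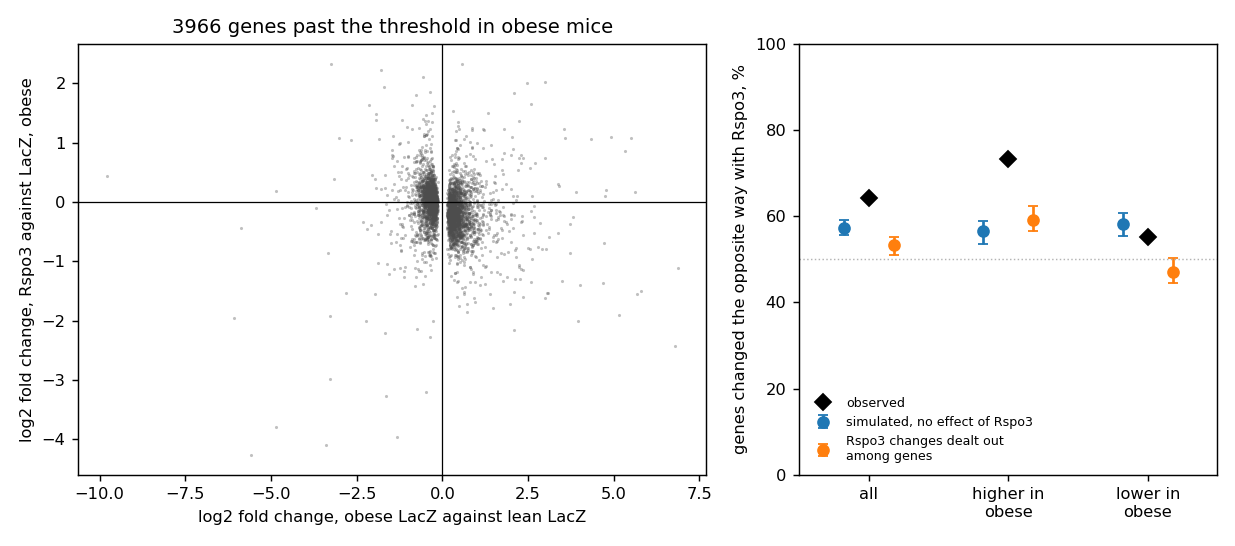
Left, log2 fold change with Rspo3 in obese mice (vertical axis) against that of obese over lean mice given LacZ (horizontal axis) for 3966 genes, 1 point per gene. Right, percent of genes that changed the opposite way with Rspo3, for all genes and for those raised or lowered in obesity (diamonds), beside the mean and range (points, bars) of 100 simulated groups with no effect and of 100 draws of the changes dealt out among genes; all genes lie at 64.3% against 57.3% with no effect.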

To investigate whether hepatic Rspo3 induction alters endogenous or exogenous Rspo3 localization in the liver on day 23 after adenovirus administration, we compared the staining patterns between Rspo3 IF, as a marker of endogenous plus exogenous Rspo3, and adenovirus-derived ZsGreen1 fluorescence, as a marker of exogenous Rspo3. Surprisingly, the results indicated much more adenovirus-derived Rspo3 to be present locally in the pericentral zones, leading to the expansion of Rspo3-positive hepatocytes, including endogenous or exogenous Rspo3, toward the periportal zones, as compared to those of control mice (S4G Fig). On the other hand, hepatic Rspo3 induction increased Ki67 IF intensity and Ki67 mRNA levels at this time point as compared to control mice (S4H and S4I Fig), observations compatible with those of previous reports describing Rspo3 as having cell proliferative capacity [14,18].

Metabolome analysis revealed hepatic Rspo3 induction as dramatically changing metabolic profiles, indicating that Rspo3 suppresses hepatic gluconeogenesis and increases glycolysis, glycogenesis, and synthesis of AAs (S8 and S9 Figs). 

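Gene sets of metabolic processes were also compared between the obese Rspo3-mice and the obese control mice by limma's camera. Cholesterol synthesis genes were higher with Rspo3, with a mean log2 fold change of 0.79 (adjusted p = 7.5e-08), and all 21 members rose, 18 of them at an adjusted p-value under 0.05. Fatty acid oxidation genes were lower, with a mean of -0.41 (adjusted p = 0.00164), but with quantile normalization the mean was -0.14 (adjusted p = 0.278). The sets for glycogen metabolism (-0.01, adjusted p = 0.625), phosphatidylcholine synthesis (-0.09, adjusted p = 0.564) and fatty acid synthesis (0.21, adjusted p = 0.363) were not called as a whole. Of their called members, 4 rose and 4 fell for glycogen metabolism, 3 rose and 4 fell for fatty acid synthesis, and all 5 fell for phosphatidylcholine synthesis, a set that fry called lower (adjusted p = 0.00795). Among the 9 genes of glucose and lipid metabolism that the paper names, 8 were tested and 4 were differentially expressed; adjusted over the list alone there were 5, with Fasn added. This list, too, was partly picked by the study from these libraries.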

RNA-sequence analysis also revealed that hepatic Rspo3 induction dramatically influenced several metabolic processes including glucose and lipid metabolism, as demonstrated by GO studies (S10 Fig). Under these conditions, hepatic Rspo3 induction significantly decreased fasting blood glucose and insulin levels (Fig 3B), while decreasing PEPCK expression and increasing GK expression (Fig 3C), indicating down-regulation of hepatic gluconeogenesis and up-regulation of glycolysis, respectively, results compatible with those of metabolome and RNA-sequence (PEPCK 0.66-fold, *P* < 0.01, and GK 1.54-fold, *P* < 0.01) analyses (S9 and S11 Figs). 

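In the RNA-sequence data, Pck1, which encodes PEPCK, was 2329 ± 231 normalized counts in the obese control mice and 1532 ± 184 in the obese Rspo3-mice (SD, n = 4 each). This 0.658-fold decrease had a log2 fold change of -0.61 (standard error 0.10, limma adjusted p = 6.8e-04). Every obese Rspo3-mouse was below every obese control mouse (exact permutation p = 0.0286), and the call held with each mouse left out. Other gluconeogenesis genes had a mean log2 fold change of -0.31 over 8 genes, 6 of them lower (camera, adjusted p = 0.0801; called lower by fry, adjusted p = 2.6e-04), and by camera the set came under the threshold only without obese Rspo3-mouse 2 (adjusted p = 0.0366) among the fits that left out 1 mouse. Its 4 called genes were all lower, such as Mdh1 (0.650-fold) and Pcx (0.729-fold), while G6pc, at 0.892-fold, was not called (limma adjusted p = 0.129). Over the 13 other glycolysis genes the mean was -0.05 (camera, adjusted p = 0.625). Hk2 (2.71-fold) and Gpi1 (1.30-fold) rose, whereas genes such as Pklr (0.675-fold), Pgk1 (0.724-fold), Pgam1 (0.847-fold) and Slc2a2 (0.765-fold) fell. The paper reasons from the fall of PEPCK, with its metabolome, to lower gluconeogenesis.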

The examination of insulin signaling demonstrated hepatic Rspo3 induction to up-regulate insulin-stimulated serine473 phosphorylation of Akt in the livers of ob/ob mice (Fig 3D), which was also observed in another genetically obese (KK-Ay) mouse model (S12A Fig). Hepatic Rspo3 induction decreased Foxo1 expression in the nucleus (0.39-fold, *P* < 0.01) with no change of its expression in the cytoplasm of hepatocytes (Fig 3E). This restoration of hepatic insulin signaling resulted in increased Foxo1 exclusion out of the nucleus and decreased PDK4 expression in the cytoplasm of hepatocytes (0.59-fold, *P* < 0.01) (Fig 3E), leading to decreased hepatic gluconeogenesis [19] and increased hepatic glucose utilization in the TCA cycle [20], respectively. In support of the current research findings, previous studies demonstrated that insulin inhibits Foxo1 and allows β-catenin to bind the Wnt signaling pathway effector TCF7L2, leading to down-regulation of PEPCK expression and thereby decreasing hepatic gluconeogenesis in the postprandial state [21].

Although hepatic Rspo3 induction up-regulated the expressions of SREBP1c and FASN (Fig 3F) as well as those of FASN (1.51-fold, *P* < 0.01) and other lipogenic genes examined by RNA-sequence analysis (S11 Fig), without changing PPARγ expression (Fig 3F), and slightly increased liver weight (Fig 3G), histological analysis of HE and Oil red-O stained specimens revealed the size and number of lipid droplets to be decreased in Rspo3-mice (Fig 3H), observations compatible with the decreased hepatic triglyceride (TG) contents in obese Rspo3 mice (Fig 3I). 

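Fasn was 2156 ± 864 normalized counts in the obese control mice and 3247 ± 725 in the obese Rspo3-mice (SD, n = 4 each), or 1.51-fold. Its log2 fold change of 0.65 (standard error 0.26) was not past the threshold over all genes (limma adjusted p = 0.0562), and the groups overlapped (exact permutation p = 0.114). It was called with quantile normalization (limma adjusted p = 0.00998) and without obese control mouse 3 (limma adjusted p = 0.0105). Srebf1, the gene of SREBP1c, was 392 ± 122 and 318 ± 59.8 (SD, n = 4 each; 0.811-fold, limma adjusted p = 0.297, exact permutation p = 0.314). Pparg was 37.7 ± 2.70 and 32.7 ± 4.50 (SD, n = 4 each; 0.866-fold, limma adjusted p = 0.0996, exact permutation p = 0.114), so neither gene was called. Other lipogenic genes went both ways. Scd2, Fads1 (1.59-fold, limma adjusted p = 0.00752) and Fads2 (1.75-fold, limma adjusted p = 0.00282) were higher with Rspo3. Thrsp (0.612-fold), Mlxipl (0.720-fold), Dgat2 (0.687-fold) and Mcat were lower, and Acly (1.22-fold) and Acaca (1.13-fold) were not called.

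**Figure D7:**
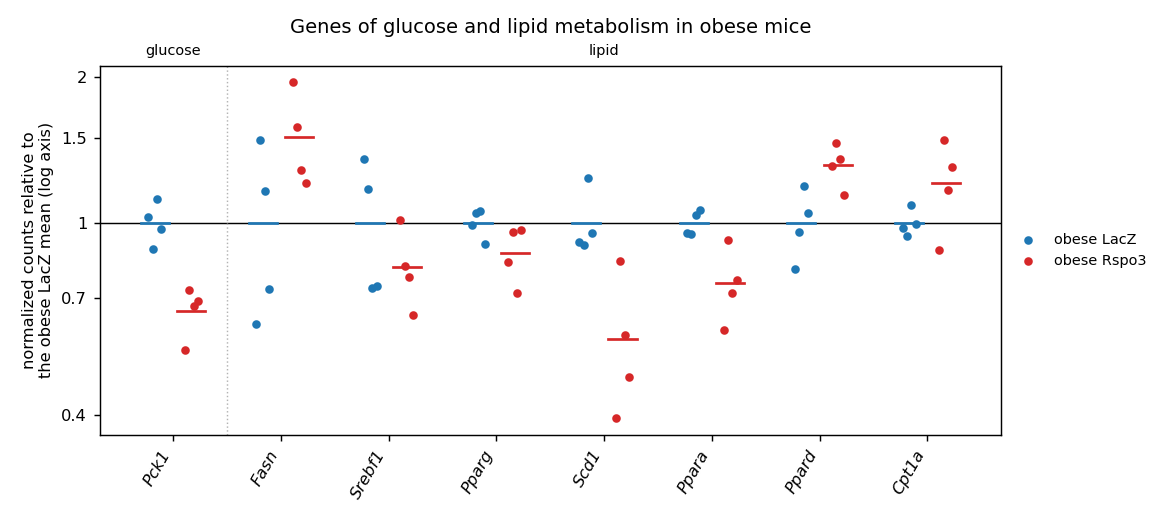
Normalized counts of 8 genes of glucose and lipid metabolism in each obese mouse, relative to the mean of the obese mice given LacZ adenovirus (vertical axis, logarithmic); points are mice (n = 4 per group) and short lines are group means. Pck1 separates the groups at 0.658-fold, whereas Fasn, Srebf1, Pparg and Cpt1a overlap.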

Interestingly, RNA-sequence analysis revealed that hepatic expressions of PPARδ (1.31-fold, *P* < 0.05), which regulates the de novo lipogenic pathway in the liver and fatty acid utilization in skeletal muscle [22], and Cpt1a (1.21-fold, *P* < 0.05), which regulates fatty acid oxidation and mitochondrial biogenesis in the liver [23], were elevated in obese Rspo3-mice (S11 Fig). 

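Ppard was 7.28 ± 1.18 normalized counts in the obese control mice and 9.58 ± 0.967 in the obese Rspo3-mice (SD, n = 4 each), or 1.32-fold, and lay below the filter. The groups overlapped (exact permutation p = 0.0571), and it was called without a filter (limma adjusted p = 0.0462). Cpt1a was 590 ± 37.6 and 714 ± 150 (SD, n = 4 each; 1.21-fold, log2 fold change 0.25, standard error 0.13), with an overlap between the groups (limma adjusted p = 0.144, exact permutation p = 0.200). Quantile normalization (limma adjusted p = 0.00189), DESeq2 (adjusted p = 0.0336) and leaving out obese Rspo3-mouse 2 (limma adjusted p = 0.00447) each brought Cpt1a under the threshold. Ppara decreased from 746 ± 44.5 to 559 ± 99.4 (SD, n = 4 each; 0.750-fold, limma adjusted p = 0.00838), but not with quantile normalization (limma adjusted p = 0.537). Of the 21 other genes of fatty acid oxidation, 16 were called lower, such as Cyp4a10 (0.369-fold), and 1, Hadhb (1.13-fold), was called higher.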

Previous studies demonstrated that Wnt/β-catenin signaling serves as an upstream regulator for PPARδ expression [24] and drives fatty acid oxidation in dendritic cells by up-regulating Cpt1a expression [25]. This observation was followed by confirmation of elevations of mRNA expressions of PPARδ and Cpt1a, but not of PPARα (Fig 3J), as well as protein expressions of PPARδ (1.99-fold, *P* < 0.01) and Cpt1a (2.39-fold, *P* < 0.05), in obese Rspo3-mice (Fig 3K), partially accounting for the amelioration of obesity-related hepatic steatosis. In addition, according to RNA-sequence analysis, hepatic expression of SCD1, a lipogenic enzyme catalyzing the synthesis of monounsaturated fatty acids such as oleate and palmitoleate, was decreased (0.57-fold, *P* < 0.01) (S11 Fig), and this was followed by confirmation of decreased SCD1 expression in obese Rspo3-mice (Fig 3F). 

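Scd1 was the most abundant of the lipogenic genes examined, at 53902 ± 8663 normalized counts in the obese control mice and 30912 ± 10259 in the obese Rspo3-mice (SD, n = 4 each). The 0.573-fold decrease had a log2 fold change of -0.85 (standard error 0.23, limma adjusted p = 0.0118), without overlap between the groups (exact permutation p = 0.0286). With each mouse left out it stayed between -1.04 and -0.68. The size of the decrease depends on the normalization: with quantile normalization the log2 fold change was -0.18 (limma adjusted p = 0.418). Quantile normalization sets each value by its rank, which leaves little room for change in a gene this abundant. Its smaller value therefore does not decide whether the decrease is real. Without a filter the call was lost as well (limma adjusted p = 0.0669), at an unchanged log2 fold change of -0.85. Of the 50-base stretches of Scd1, 4.66% are shared with Scd2 and other Scd genes.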

As previously reported, SCD1 deficiency increased fatty acid oxidation through AMPK activation and protected against fatty liver development induced by high-fat diet feeding [26], suggesting that decreased SCD1 expressions might have contributed to the amelioration of fatty liver findings in obese Rspo3-mice. Thus, hepatic Rspo3 induction, also in obese mice, was demonstrated to dramatically alter the types of gene expressions in the liver (shown in Fig 3C, 3F, and 3J), some of which were still present on day 23 after adenovirus administration (S12B Fig).

Furthermore, periodic acid–Schiff (PAS) staining results suggested that hepatic Rspo3 expression increased glycogen storage in the liver (Fig 3H). Thus, we calculated hepatic glycogen contents, which indicated that hepatic glycogen storage was increased in obese Rspo3-mice (Fig 3L), a phenomenon consistent with the profile obtained from metabolome analysis. In detail, metabolome analysis revealed the glucose-6-phosphate (G6P) level to be increased (1.8-fold, *P* < 0.01) and the conversion of G6P to glucose-1-phosphate (G1P), the first step of the glycogen synthesis pathway in the liver, was also up-regulated (1.2-fold, *P* < 0.05) in obese Rspo3-mice, followed by an increase in UDP-glucose synthesis (1.7-fold, *P* < 0.01) from G1P, the next step of this pathway (S8 and S9 Figs). Based on these results, we can reasonably speculate that hepatic Rspo3 induction locally diminishes obesity-related fatty liver progression by balancing the degrees of lipogenesis, lipid oxidation, and glucose utilization (gluconeogenesis, glycolysis, and glycogenesis) in the liver (S12C Fig).

Interestingly, hepatic Rspo3 induction suppressed obesity-induced body weight gain for 7 and 23 days with decreased cumulative food intakes for 7 and 14 days after adenoviral treatment (Fig 3M and 3N). Therefore, Rspo3, locally in the liver, functions as a key molecule suppressing the progression of obesity-related fatty liver, and possesses an inherent ability to influence the systemic management of body composition, leading to maintenance of glucose metabolism at the whole-body level.

### Rspo3 ameliorates the systemic glucose metabolism and body composition abnormalities in obese mice

As for glucose metabolism, hepatic Rspo3 induction decreased fasting blood glucose and serum insulin levels (Fig 3B), observations consistent with both decreased expression of PEPCK and increased expression of GK in the liver (Fig 3C). Glucose tolerance and insulin tolerance tests indicated that hepatic Rspo3 induction improved obesity-induced glucose intolerance and insulin resistance, respectively, in ob/ob mice (Fig 4A and 4B), observations also made in DIO and KK-Ay mice (S13A–S13C Fig). These improvements of glucose tolerance by hepatic Rspo3 induction were also observed in obese mice on day 20 after adenovirus administration (S13D and S13E Fig), with the beneficial effects persisting for 20 days. Specifically, the examination of insulin signaling demonstrated that hepatic Rspo3 induction up-regulated insulin-stimulated tyrosine phosphorylation of the insulin receptor (IR) or serine473 phosphorylation of Akt in remote organs, such as skeletal muscle and epididymal WAT (Fig 4C), as well as in the livers (Fig 3D), of ob/ob mice. Improvements of insulin signaling in remote organs were also more evident in KK-Ay mice (S13F Fig). These results indicated that hepatic Rspo3 induction improved obesity-induced insulin resistance throughout the body, leading to amelioration of diabetes.

**Fig 4:**
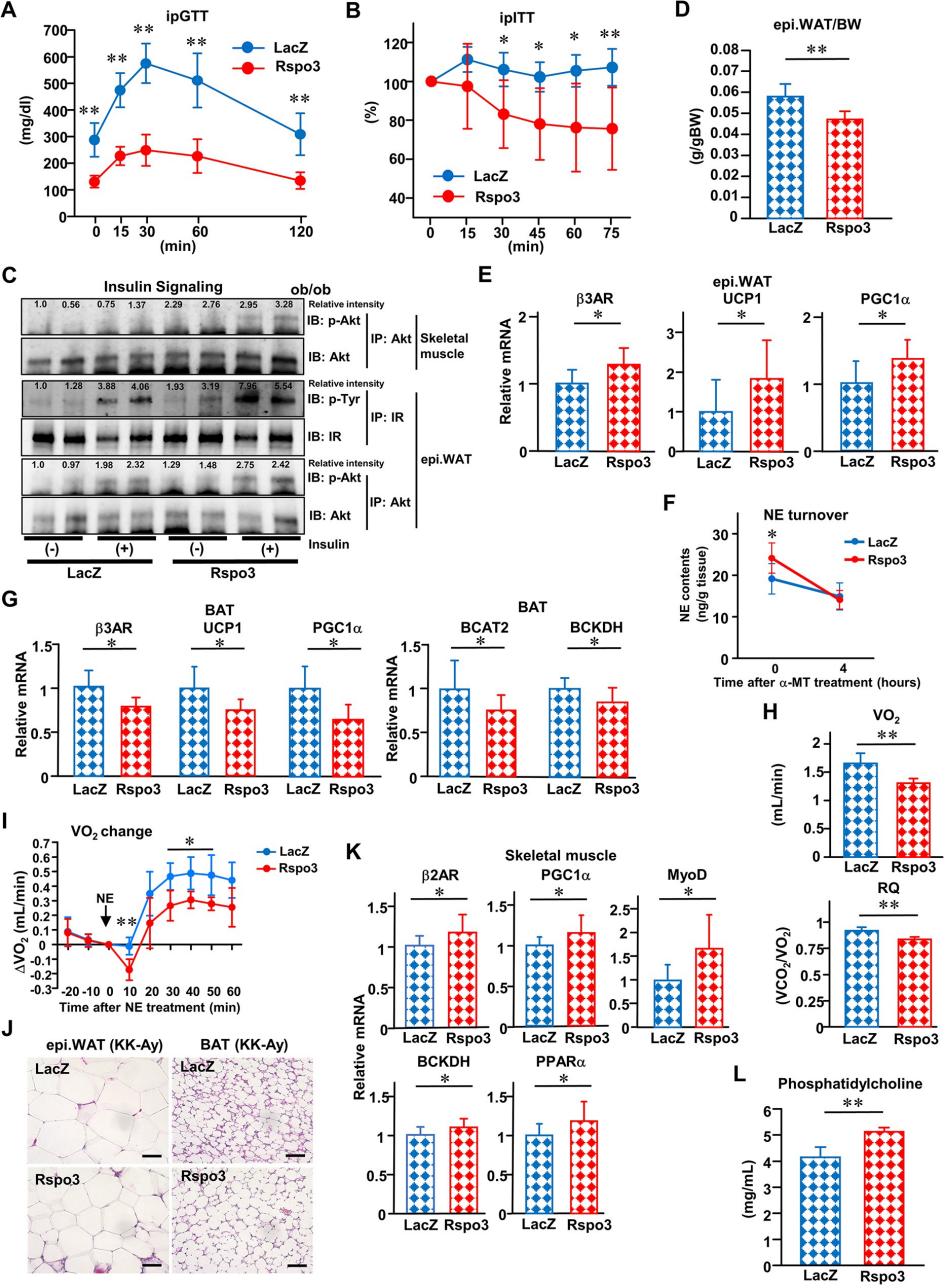
Rspo3 ameliorates the systemic glucose metabolism and body composition abnormalities in obese mice. **(A–L)** Rspo3 (red bars and circles) or LacZ (blue bars and circles) adenovirus was administered to standard diet-fed ob/ob or KK-Ay mice. **(A)** Glucose tolerance and **(B)** insulin tolerance tests were performed on day 7 after adenovirus administration (*n* = 5–7). **(C)** Insulin-stimulated serine473 phosphorylation of Akt protein in skeletal muscle (hindlimb muscles) and WAT were immunoblotted with anti-phospho-Akt (Ser473) antibody, or just the antibody against Akt. Insulin-stimulated tyrosine phosphorylation of IR protein in WAT was immunoblotted with anti-phospho-Tyrosine antibody, or just the antibody against IR. The relative intensities (the ratios of p-Akt/Akt or p-Try/IR protein volume) were indicated in the p-Akt or p-Tyr panels, respectively. **(D)** Epididymal WAT weight (*n* = 5–7) and **(E)** β3AR, UCP1, and PGC1α expressions in epididymal WAT (β3AR; *n* = 6–7, UCP1; *n* = 12–13, PGC1α; *n* = 7) were examined on day 7 after adenovirus administration. **(F)** NE turnover in WAT of KK-Ay mice (*n* = 6–8) was performed on day 4 after adenovirus administration. **(G)** β3AR, UCP1, PGC1α, BCAT2, and BCKDH mRNA expressions in BAT (β3AR; *n* = 7, UCP1, PGC1α; *n* = 6–7, BCAT2, BCKDH; *n* = 12–14) were examined on day 7 after adenovirus administration. **(H)** VO_2_ and RQ (*n* = 4–5) were measured on day 4 after adenovirus administration. **(I)** NE-induced VO_2_ changes of KK-Ay mice (*n* = 4–6) were measured on day 3 after adenovirus administration. **(J)** Representative histological analysis images of epididymal WAT and BAT (HE staining); **(K)** β2AR, PGC1α, MyoD, BCKDH, and PPARα mRNA expressions in skeletal muscle (β2AR, PGC1α, BCKDH, PPARα; *n* = 12–13, MyoD; *n* = 7); and **(L)** circulating phosphatidylcholine levels (*n* = 7) were examined on day 7 after adenovirus administration. The scale bars indicate 50 μm. The data underlying the graphs shown in the figure can be found in **S1 Data**. Data are presented as means ± SD. *P < 0.05, **P < 0.01 by the unpaired *t* test. a-MT; a-methyl-D,L-p-tyrosine, methyl ester, hydrochloride; b2AR, b2-adrenergic receptor; b3AR, b3-adrenergic receptor; BAT, brown adipose tissue; BCAT2, branched-chain AA aminotransferase 2; BCKDH, branched-chain ketoacid dehydrogenase; HE, hematoxylin eosin; IR, insulin receptor; NE, norepinephrine; PPAR, peroxisome proliferator-activated receptor; RQ, respiratory quotient; Rspo3, R-spondin3; WAT, white adipose tissue.

Next, we examined whether hepatic Rspo3 expression has any effects on obesity-induced derangements of body composition including adipose tissue and skeletal muscle. Hepatic Rspo3 induction suppressed body weight gain (Fig 3M) as well as reducing epididymal WAT weight (Fig 4D) with increased β3AR, UCP1, and PGC1α expressions (Fig 4E), suggesting increased sympathetic nerve activity to WAT thereby raising WAT-derived thermogenesis, i.e., promotion of the transition from white to beige adipocytes [27,28]. This observation was also supported by the results of norepinephrine (NE) turnover experiments, which revealed that hepatic Rspo3 induction increased the rate of the NE decrease in epididymal WAT after treatment with α-MT, a catecholamine synthesis inhibitor, suggesting the up-regulation of sympathetic stimulation to WAT with resultant increases of both NE production and turnover (Fig 4F). In contrast, β3AR, UCP1, and PGC1α expressions in BAT were all decreased in obese Rspo3-mice (Fig 4G). As indicated by a previous report showing branched-chain AA (BCAA) metabolism to be necessary for BAT-derived thermogenesis [29], BAT gene expressions of BCAA-catabolizing enzymes such as branched-chain AA aminotransferase 2 (BCAT2) and branched-chain ketoacid dehydrogenase (BCKDH) were decreased in obese Rspo3-mice (Fig 4G). Next, to examine the neural activity in the rostral raphe pallidus nucleus (rRPa), containing the putative sympathetic premotor neurons responsible for thermogenesis in BAT, we performed c-fos IF analysis of the rRPa sections of the brains of these obese mice. The IF results indicated that hepatic Rspo3 induction significantly decreases c-fos IF intensity in these areas, suggesting the suppression of sympathetic activity to BAT (S14 Fig).

Furthermore, to explore whether hepatic Rspo3 induction in obese mice exerts an influence on whole-body energy expenditure, we examined VO_2_ and RQ, demonstrating decreased VO_2_ and decreased RQ in obese Rspo3 mice (Fig 4H). In addition, we examined whether there are any influences on VO_2_ after NE treatment in obese Rspo3 mice, and obtained evidence indicating that hepatic Rspo3 induction decreases the degree of NE-induced VO_2_ elevation (Fig 4I). Obesity induced endogenous UCP1 expression in BAT and WAT in murine models (S15A and S15B Fig), resulting in increased resting VO_2_ as compared to that of lean mice (S15C Fig). While adipocyte size in epididymal WAT was reduced, adipocytes in BAT were enlarged in obese Rspo3-mice, and this was most clearly observed in KK-Ay mice (Fig 4J). These results suggested that Rspo3 induction in the setting of obesity restores the hyperactivated metabolic rates of BAT-derived adaptive thermogenesis against the development of obesity, while it might be possible to activate WAT-derived thermogenesis. According to these effects, hepatic Rspo3 induction in obese states alters the balance of energy source use shifting toward utilization of lipids to a greater degree than carbohydrates, leading to maintenance of whole-body metabolism.

Hepatic Rspo3 induction increased β2-adrenergic receptor (β2AR) and resultant PGC1α expressions in skeletal muscle (Fig 4K) [30], thereby suggesting the restoration of adrenergic signaling, and skeletal muscle quality [31], which had been impaired in the setting of obesity. It also increased MyoD expression in skeletal muscle (Fig 4K), thereby suggesting the restoration of skeletal muscle remodeling and myogenesis [32], impaired in the setting of obesity. As described in a previous report indicating skeletal muscle PGC1α to regulate BCAA metabolism [33], skeletal muscle expression of BCAA-catabolizing enzymes such as BCKDH was increased in obese Rspo3-mice (Fig 4K). These results suggested that hepatic Rspo3 induction regulates the metabolism of BCAAs in remote organs such as skeletal muscle, thereby increasing the effective utilization of BCAAs, which results in maintenance of the physiological functions of skeletal muscle [34]. In addition, hepatic Rspo3 induction also increased PPARα expression in skeletal muscle (Fig 4K), leading to up-regulation of muscle lipid utilization and oxidation by cooperating with PGC1α [35]. A lipid-mediated inter-organ communication system linking the liver and skeletal muscle was previously identified, in which circulating fatty acids such as phosphatidylcholine (18:0/18:1), synthesized via the hepatic PPARδ-dependent de novo lipogenic pathway in the postprandial state, are utilized in skeletal muscle through its PPARα [22]. According to the results obtained by metabolome analysis, hepatic Rspo3 induction increased the levels of choline (1.8-fold, *P* < 0.01) and phosphorylcholine (2.3-fold, *P* < 0.01) or ethanolamine phosphate (2.8-fold, *P* < 0.01) (S8 and S9 Figs), which are substrates for phosphatidylcholine synthesis through the Kennedy (CDP-choline) pathway or the methylation (phosphatidylethanolamine N-methyltransferase (PEMT)) pathway, respectively [36]. These results suggested that hepatic Rspo3 induction increases phosphatidylcholine synthesis in the liver, actually leading to the up-regulation of circulating phosphatidylcholine levels in obese Rspo3 mice (1.24-fold as compared to control mice) (Fig 4L). This raises the possibility that the inter-organ communication system operating under the hepatic PPARδ-phosphatidylcholine-muscle PPARα axis is involved, to a limited extent, in the ameliorations of both fatty liver and reduced skeletal muscle quality in obese Rspo3-mice. Therefore, these results indicated that hepatic Rspo3 induction improved the obesity-associated body composition imbalance between adipose tissue and skeletal muscle, leading to amelioration of the systemic metabolic disturbance.

### A neuronal inter-organ communication system is involved in Rspo3-induced remote effects

Next, we focused on the mechanism underlying this inter-organ communication system, in which hepatic Rspo3 induction in obesity improves glucose metabolism and alters body composition by diminishing obesity-related enlargement of WAT and by restoring sustained stimulation of adaptive thermogenesis (UCP1 elevation in BAT) in obesity. To address whether afferent neuronal signals from the liver are involved in these effects, we performed selective hepatic vagotomy (HV) [37] on an obese murine model (KK-Ay mice). There was no difference of body weight gain after sham or HV operations between sham operation (SO)-LacZ and HV-LacZ mice (S16A Fig), indicating that HV alone does not influence body composition, while HV nullified the body weight reduction obtained in response to hepatic Rspo3 induction. As for food intake, hepatic Rspo3 induction decreases the intakes of obese mice following either sham or HV operations (S16B Fig), indicating that HV alone does not influence the Rspo3-derived inhibitory effect on feeding. In obese Rspo3-mice, hepatic expression of Rspo3 and Rspo3-induced liver weight gains were unaffected by HV (Figs 5A and S16C). Hepatic expressions of genes associated with glucose metabolism such as PEPCK and GK (Fig 5B) as well as lipid metabolic enzymes such as FASN and PPARδ (Fig 5C) were essentially unaffected by HV. Rspo3-induced changes in the expressions of genes, such as LGR5, Axin2, Hsd17, and Cyp2f2, were also unaffected by HV (S16D and S16E Fig). In addition, Rspo3-induced alterations of Rspo3 IF pattern in the liver were unaffected by HV (S16F Fig). Under these conditions, HV almost completely blocked Rspo3-induced β3AR, UCP1 and PGC1α expression increases (Fig 5D) as well as Rspo3-induced WAT weight decrease and the reduction of white adipocyte size observed in SO-Rspo3 mice (Fig 5E and 5F). In addition, HV almost completely blocked Rspo3-induced β3AR, UCP1 and PGC1α expression decreases in BAT and the enlargement of brown adipocyte size observed in SO-Rspo3 mice (Fig 5G and 5H). As for BCAA metabolism, HV also almost completely blocked Rspo3-induced BCAT2 and BCKDH expression decreases in BAT (S16G Fig). Focusing on the NE contents in adipose tissues, HV almost completely blocked Rspo3-induced increases in the NE contents of WAT as well as the Rspo3-induced decrease in the NE contents of BAT (Fig 5I). Furthermore, HV almost completely blocked Rspo3-induced PGC1α and PPARα expression increases in skeletal muscle (Fig 5J). These results indicate a neuronal inter-organ communication system consisting of the hepatic vagus and sympathetic nerves to be involved in remote effects on adipose tissues and skeletal muscle, i.e., alterations of body composition, observed in Rspo3 mice.

**Fig 5:**
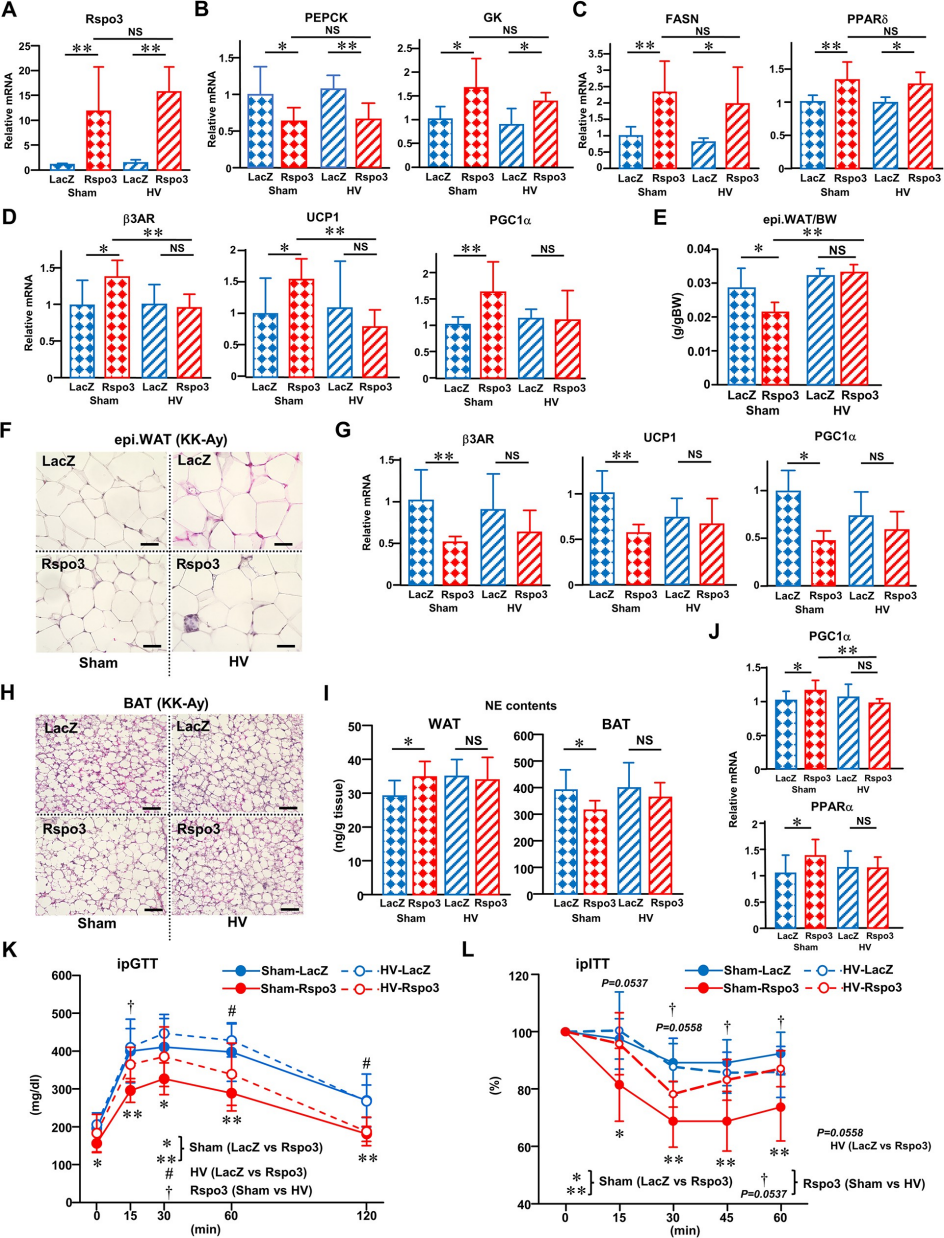
A neuronal inter-organ communication system is involved in Rspo3-induced remote effects. **(A–L)** Selective HV or a sham operation (Sham) was performed 7 days prior to the adenovirus administration. Rspo3 (red bars and circles) or LacZ (blue bars and circles) adenovirus was administered to these mice. **(A)** Hepatic Rspo3 expression (*n* = 5–8), **(B)** hepatic PEPCK and GK expressions (*n* = 5–8), and **(C)** hepatic FASN and PPARδ expressions (*n* = 5–8) were examined on day 7 after adenovirus administration. **(D)** β3AR, UCP1, and PGC1α mRNA expressions in epididymal WAT (*n* = 6–7), **(E)** epididymal WAT weight (*n* = 4–6), **(F)** representative histological analysis images of epididymal WAT (HE staining), **(G)** β3AR, UCP1, and PGC1α mRNA expressions in BAT (β3AR, UCP1; *n* = 5–8, PGC1α; *n* = 10–14), **(H)** representative histological analysis images of BAT (HE staining), **(I)** NE contents in WAT and BAT (*n* = 6–7), and **(J)** PGC1α and PPARα mRNA expressions in skeletal muscle (*n* = 7–11) were obtained 7 days after adenovirus administration. The scale bars indicate 50 μm. **(K)** Glucose tolerance and **(L)** insulin tolerance tests were both performed on day 7 after adenovirus administration (*n* = 5–14). The data underlying the graphs shown in the figure can be found in **S1 Data**. Data are presented as means ± SD. *P < 0.05, **P < 0.01, #*P* < 0.05, †*P* < 0.05 by the unpaired *t* test. b3AR, b3-adrenergic receptor; BAT, brown adipose tissue; FASN, fatty acid synthetase; GK, glucokinase; HE, hematoxylin eosin; HV, hepatic vagotomy; NE, norepinephrine; PEPCK, phosphoenolpyruvate carboxykinase; PPAR, peroxisome proliferator-activated receptor; Rspo3, R-spondin3; WAT, white adipose tissue.

Next, to examine whether HV influences Rspo3-induced improvement of glucose intolerance and insulin resistance in obese KK-Ay mice, we performed glucose tolerance and insulin tolerance tests. In SO mice, Rspo3 induction ameliorated glucose intolerance and insulin resistance in obese mice, but these improvements were partially blocked by HV (Fig 5K and 5L). These results suggested hepatic Rspo3 induction to ameliorate glucose intolerance and insulin resistance via the combination of decreased gluconeogenesis and increased glycolysis locally in the liver and/or improved peripheral insulin sensitivity systemically. While the former mechanisms do not require inter-organ communication mediated by the afferent vagus and efferent sympathetic nerves, the latter does.

### Suppression of Rspo3 leads to metabolic derangements promoting obesity development

Next, we examined whether suppression of hepatic Rspo3 exerted any effects on glucose metabolism and body composition. We generated tamoxifen-induced liver-specific Rspo3 knockout mice (iLiRspo3KO mice) by crossing serum albumin promoter-CreER mice and Rspo3-floxed mice obtained employing CRISPR/CAS9 genome editing technology (S17 Fig). Tamoxifen administration at a low dose to these mice decreased hepatic Rspo3 expression by almost 20%, followed by a much greater degree of decrease in Rspo3 protein levels (by almost 48%) (Fig 6A). RNA-Scope revealed that Rspo3-positive signals are also decreased in iLiRspo3KO mice (by 13%) (S18A Fig) though to a milder degree than indicated by the results of quantitative RT-PCR (Fig 6A). Suppression of hepatic Rspo3 to this degree changed neither cumulative food intake nor body weight gain for the 1-week period from day 28 or 4, respectively, after tamoxifen administration (S18B Fig). Under these conditions, hepatic GK expression was locally decreased but hepatic PEPCK expression was unchanged in iLiRspo3KO mice (Fig 6B) with no change in liver weight (S18C Fig). In addition, while hepatic LGR5, a downstream target of the Rspo3/Wnt signaling pathway, as well as Oat, Rdh9, and Cyp7a1, markers of genes in the pericentral zone, were decreased, while hepatic Cyp2f2, a marker of genes in the periportal zone, tended to be increased (S18D and S18E Fig). Suppression of Rspo3 exacerbated glucose intolerance and decreased insulin sensitivity in normal chow-fed iLiRspo3KO mice (Fig 6C and 6D), with these non-beneficial effects persisting 2 months after tamoxifen administration (S18F Fig). The examination of insulin signaling demonstrated that suppression of Rspo3 down-regulated insulin-stimulated serine473 phosphorylation of Akt in remote organs, such as skeletal muscle and epididymal WAT, as well as in the livers of iLiRspo3KO mice (Fig 6E).

**Fig 6:**
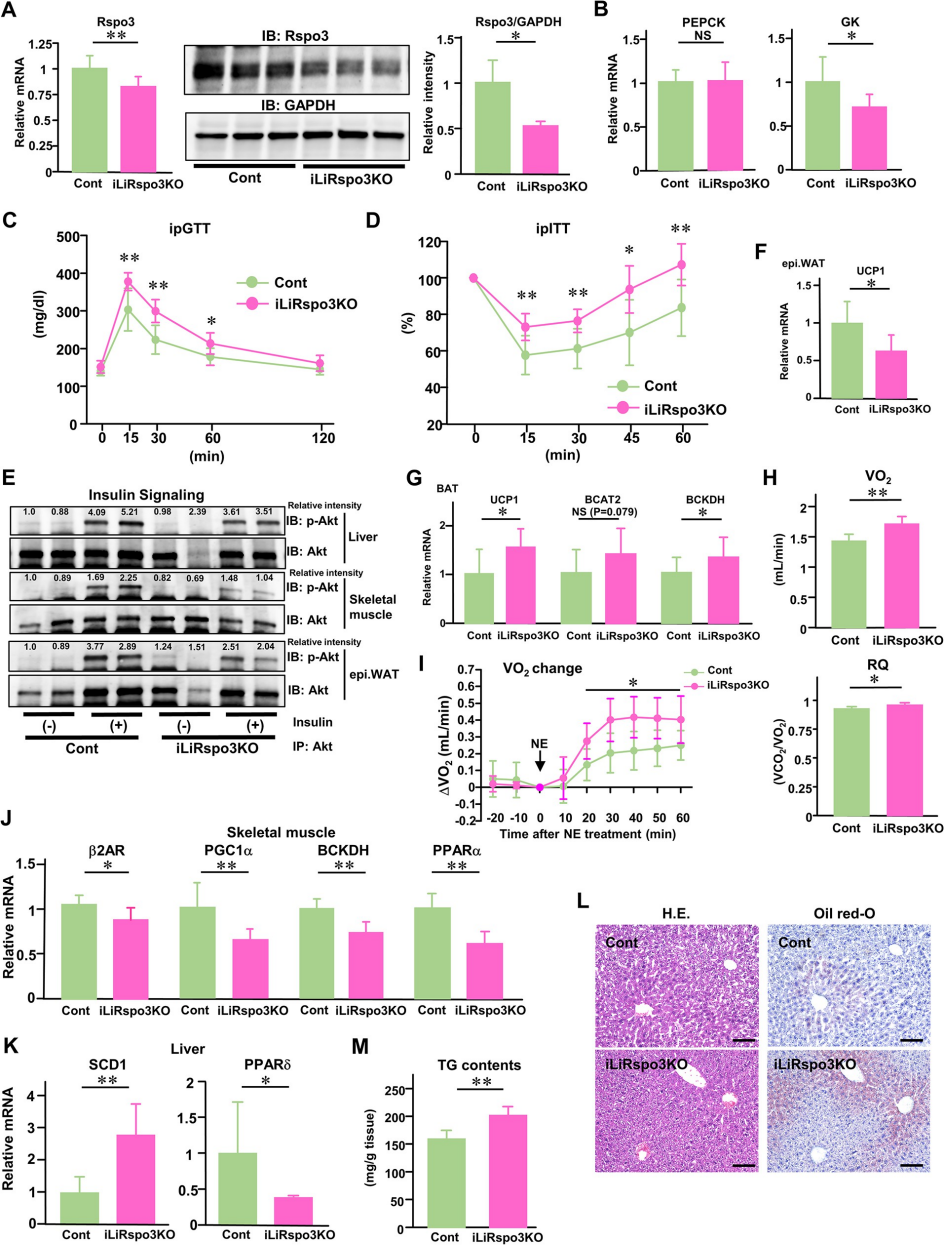
Suppression of Rspo3 leads to metabolic derangements promoting obesity development. **(A–M)** Data from iLiRspo3KO mice (pink bars and circles) and control mice (bright green bars and circles) are presented. **(A)** Hepatic Rspo3 mRNA expression (*n* = 7–8) and immunoblotting of liver extracts with anti-Rspo3 and anti-GAPDH antibodies and the relative intensities (the ratios of Rspo3/GAPDH protein volume), **(B)** hepatic PEPCK and GK mRNA expressions were examined on day 13 after tamoxifen (40 μg/g body weight) administration (*n* = 7–9). **(C)** Glucose tolerance and **(D)** insulin tolerance tests were performed on day 7 after tamoxifen (40 μg/g body weight) administration (*n* = 7–8). **(E)** Insulin-stimulated serine473 phosphorylation of Akt protein in the liver, skeletal muscle and WAT were immunoblotted with anti-phospho-Akt (Ser473) antibody, or just the antibody against Akt. The relative intensities (the ratios of p-Akt/Akt protein volume) were indicated in the p-Akt panels. **(F)** UCP1 mRNA expression in epididymal WAT (*n* = 7), **(G)** UCP1, BCAT2 and BCKDH mRNA expressions in BAT (UCP1; *n* = 6–7, BCAT2, BCKDH; *n* = 11–12), **(H)** VO2 and RQ (*n* = 4–7), **(I)** NE-induced VO_2_ changes (*n* = 4–8), and **(J)** β2AR, PGC1α, BCKDH, and PPARα mRNA expressions in skeletal muscle were examined on day 13 after tamoxifen (40 μg/g body weight) administration (β2AR; *n* = 14–16, PGC1α, BCKDH, PPARα; *n* = 7–8). **(K)** Hepatic SCD1 and PPARδ mRNA expressions (*n* = 6–8), **(L)** representative histological analysis images of the liver, HE staining and Oil red-O staining, and **(M)** hepatic TG contents (*n* = 7–9) were examined on day 2 after tamoxifen (120 μg/g body weight) administration. The scale bars indicate 100 μm. The data underlying the graphs shown in the figure can be found in **S1 Data**. Data are presented as means ± SD. *P < 0.05, **P < 0.01 by the unpaired *t* test. b2AR, b2-adrenergic receptor; BCAT2, branched-chain AA aminotransferase 2; BCKDH, branched-chain ketoacid dehydrogenase; GK, glucokinase; HE, hematoxylin eosin; NE, norepinephrine; PEPCK, phosphoenolpyruvate carboxykinase; PPAR, peroxisome proliferator-activated receptor; RQ, respiratory quotient; Rspo3, R-spondin3; SCD1, stearoyl CoA desaturase 1; TG, triglyceride; WAT, white adipose tissue.

As for remote organs, UCP1 expression in WAT was decreased (Fig 6F) with no change in WAT weight (S18G Fig), and UCP1 expression in BAT was increased (Fig 6G). BCAA-catabolizing enzyme (BCKDH) in BAT was also increased in these iLiRspo3KO mice (Fig 6G). These observations are consistent with the results showing suppression of Rspo3 to increase VO_2_ and to slightly increase RQ, leading to up-regulation of whole-body energy expenditure (Fig 6H), a phenomenon with consequences opposite those observed in obese Rspo3-mice (Fig 4H). We examined whether suppression of Rspo3 impacts NE-induced VO_2_ change, and obtained results indicating that hepatic Rspo3 suppression increases the VO_2_ elevation in response to NE treatment (Fig 6I). In addition, β2AR and PGC1α expressions in skeletal muscle were decreased, which in turn decreased skeletal muscle expression of BCKDH (Fig 6J). Suppression of hepatic Rspo3 down-regulates BCAA metabolism in skeletal muscle, thereby diminishing the effective utilization of BCAAs, which results in deterioration of the capacity to maintain skeletal muscle functions [34]. Skeletal muscle expression of PPARα was also decreased in these mice (Fig 6J), a phenomenon with consequences opposite those observed in obese Rspo3-mice (Fig 4K). Therefore, suppression of hepatic Rspo3 is associated with obesity-induced insulin resistance, systemically, as well as diabetes and changes in body compositions including the distributions of adipose tissue and skeletal muscle.

Next, tamoxifen administration at a moderate dose to these mice decreased hepatic Rspo3 expression, by almost 40% (S18H Fig), as well as the number of Rspo3-positive hepatocytes in the pericentral zone (S18I Fig). Under these conditions, while hepatic LGR5 and Axin2, markers of the downstream target of the Rspo3/Wnt signaling pathway, and Cyp7a1, a marker of genes in the pericentral zone, were decreased, hepatic Cyp2f2, a marker of genes in the periportal zone, was increased (S18J Fig). Suppression of Rspo3 increased hepatic SCD1 expression, while decreasing hepatic PPARδ expression (Fig 6K), a phenomenon with consequences opposite those observed in obese Rspo3-mice (Fig 3F and 3J). These results raise the possibility that the inter-organ communication system operating under the control of the hepatic PPARδ-to-muscle PPARα axis is negatively regulated, resulting in decreased fatty acid utilization in skeletal muscle. In addition, suppression of Rspo3 increased lipid droplets, as revealed by Oil red-O staining and calculated TG contents of the liver in normal chow-fed iLiRspo3KO mice, indicating the progression of fatty liver change (Fig 6L and 6M). These results demonstrate a reduction in hepatic Rspo3 expression of only 20% to 40% to exacerbate obesity-associated features, suggesting that Rspo3 may be a key player contributing to the regulation of both hepatic metabolic zonation and systemic glucose metabolism, as well as body composition, via inter-organ communication systems.

## Discussion

Metabolic homeostasis of nutrients, in mammals, is maintained via inter-organ communications, which are mediated by humoral secreted factors, the autonomic nervous system and the vascular system, constructing a myriad of networks linking remote organs in the body [38]. Several organs secrete an array of bioactive polypeptides, such as adipokines [39], hepatokines [40], and myokines [41], into the circulation, contributing to maintenance of systemic metabolism. As with these humoral factors, global research attention is now being focused on the roles of neuronal communication systems in this inter-tissue metabolic coordination [42–45]. As for the significance of the blood vascular system [46], suppression of endothelial inflammation or ER stress improves obesity-induced insulin resistance, leading to lifespan prolongation [47,48]. Therefore, most organs in the body function as metabolic sensors for a variety of nutrients and as production sites for many of the important signals, regarding nutritional status, which are transmitted to other organs via humoral factors, neuronal or vascular systems.

Conducting studies under the broad umbrella of global basic sciences, we have identified an inter-organ communication system mediated by a neuronal network originating in the liver and have proposed that this system plays an important role in the maintenance of homeostatic metabolism [38]. In detail, neuronal signals from the liver were recently identified as regulating basal metabolic rates [37], increasing pancreatic β cell mass [49,50], and contributing to obesity-related hypertension [51]. However, in the present age of satiation, obesity develops and disturbs this metabolic homeostasis, resulting in pathophysiological states such as diabetes and metabolic syndrome [52], which are among the highest priority problems, in terms of social and medical economics, faced by the modern world.

In this study, we focused on the spatiotemporal sensing and interacting mechanism(s) of metabolic zonation in the liver. Hepatic landmark genes of metabolism for the different lobular zones were previously determined by both laser microdissection [53] and spatiotemporal transcriptomics studies [54–56]. Thus, metabolic features, under the control of these spatially restricted gene expressions, are considered to be positional markers of the different zones. As for the mechanism(s) underlying this metabolic zonation, the Wnt/β-catenin signaling pathway is a master regulator for gene expressions of the pericentral metabolic enzymes according to the results of studies showing a pericentral-portal gradient in the activity of this signaling pathway [11,57]. This activity gradient is formed by both Wnt and Rspo ligands expressed around central veins and sinusoidal endothelial cells [13,14,58]. However, the precise mechanisms mediating the zonated expression pattern of these ligands and constructing the activity gradient of their downstream signaling pathway has yet to be clarified.

We next investigated the role of Rspo3, a key molecule modulating hepatic zonation via the Wnt/β-catenin signaling pathway [4], by regulating its expression throughout the liver, resulting in the identification of a new inter-organ “neuronal” communication system functioning to maintain metabolic homeostasis. Furthermore, we have strived to elucidate both the pathophysiological significance and the mechanism(s) by which this inter-organ communication system is disturbed during obesity development, thereby contributing to the exacerbation of obesity-associated features.

First, hepatic Rspo3 expression was shown to be enhanced and to converge around central veins in response to feeding as compared to the fasting state (i.e., spatiotemporal characteristics of Rspo3), while being attenuated in obesity, reflecting the physiological and pathophysiological significance of Rspo3.

Second, hepatic Rspo3 induction ameliorates obesity-associated features, such as fatty liver change, diabetes, and insulin resistance including those impacting remote organs. Locally in the liver, hepatic Rspo3 induction, reconstituting metabolic zonation, revealed a novel inter-nutrient mechanism by which the balance between lipid and glucose metabolism is maintained, thereby playing an important role in suppressing obesity-related fatty liver progression (S12C Fig). Outside the liver, hepatic Rspo3 induction ameliorated reduced skeletal muscle quality in obesity by restoring insulin signaling and up-regulating muscle PPARα expression and muscle fatty acid utilization. These remote effects of Rspo3 on skeletal lipid utilization through PPARα suggest the possible involvement of the neuronal communication operating under the hepatic vagus as well as non-neuronal communication operating under the hepatic PPARδ-phosphatidylcholine-muscle PPARα axis [22]. This complicated inter-organ system has been considered to play a significant role in maintaining metabolic homeostasis mainly in the postprandial state, which is compatible with the finding that hepatic Rspo3 converges in the pericentral zones after feeding and exerts several metabolic functions, as described in the present report. In addition, hepatic Rspo3 induction diminished enlargement of WAT in obese mice, while it restored sustained stimulation of BAT-mediated adaptive thermogenesis against obesity development. These remote effects on different adipose tissues were almost completely nullified by selective dissection of the hepatic vagal nerve. The remote effect in WAT is similar to the phenomenon mediated by neuronal signals originating in hepatic PPARγ expression, which modifies white adipocyte characteristics and regulates energy metabolism [37]. However, the finding that hepatic PPARγ expression was changed in lean Rspo3-mice but not necessarily in obese Rspo3-mice suggests the existence of a neuronal mechanism, different from that originating in hepatic PPARγ, which functions in the maintenance of WAT metabolism. The remote effect in BAT is similar to the so-called energy-saving machinery mediated by neuronal signals originating in hepatic GK expression, down-regulating thermogenesis-related genes in BAT, i.e., BAT thermogenic physiology [59]. On the contrary, as observed in the setting of obesity, decreases in hepatic Rspo3 expression and its function contribute to reducing the stimulation signal delivered to WAT-derived thermogenesis, resulting in WAT enlargement, while it contributes to producing that delivered to BAT-derived adaptive thermogenesis against obesity development, a phenomenon which precisely reflects the pathophysiology of obesity. As previously reported, BAT-enriched adipokine (Adissp) serves as a major upstream signaling component especially in inguinal WAT thermogenesis, but not either BAT or epididymal WAT thermogenesis, and improves glucose homeostasis, suggesting the significance of a mechanism that distinguishes and balances thermogenesis derived from different regions of adipose tissues [60]. Our present results raise the possibility that reconstitution of hepatic metabolic zonation by Rspo3 induction in obesity, with increased WAT-derived thermogenesis and reversal of overstimulated BAT-derived thermogenesis, may lead to balancing and redistribution of thermogenesis derived from different adipose tissues such as WAT and BAT. Thus, interpretation of the complex results obtained in this study points to the involvement of a newly-identified “neuronal” inter-organ communication system arising from the control of hepatic metabolic zonation by Rspo3 in the maintenance of thermogenic homeostasis, which differs between adipose tissues such as WAT and BAT, highlighting the novel and diverse roles of neuronal signals transmitted by the hepatic vagal nerve.

Third, selective knockdown of hepatic Rspo3 exacerbates diabetes and fatty liver change, and then decreases insulin sensitivity in remote organs such as skeletal muscle and adipose tissue as well as in the liver. Again, down-regulation of hepatic Rspo3 changes the expressions of genes relevant to adipose tissue and skeletal muscle, i.e., genes related to thermogenesis as well as those related to myogenesis, mitochondrial biogenesis, and lipid utilization, respectively, leading to deterioration of body composition and organ quality.

Taking the present results into consideration, the Rspo3-induced reconstitution of hepatic metabolic zonation, which is disturbed in obesity, plays an important role in regulating local hepatic and systemic metabolism of nutrients and may restore the systemic composition of adipose tissues while improving skeletal muscle quality, by producing a newly identified complicated inter-organ communication system. On the other hand, prolonged obesity disturbs the physiological and metabolic functions originating in the control of hepatic metabolic zonation by Rspo3, leading to the progression of obesity-associated features such as glucose intolerance, insulin resistance, fatty liver, and deterioration of organ quality (Figs 7 and S19).

**Fig 7:**
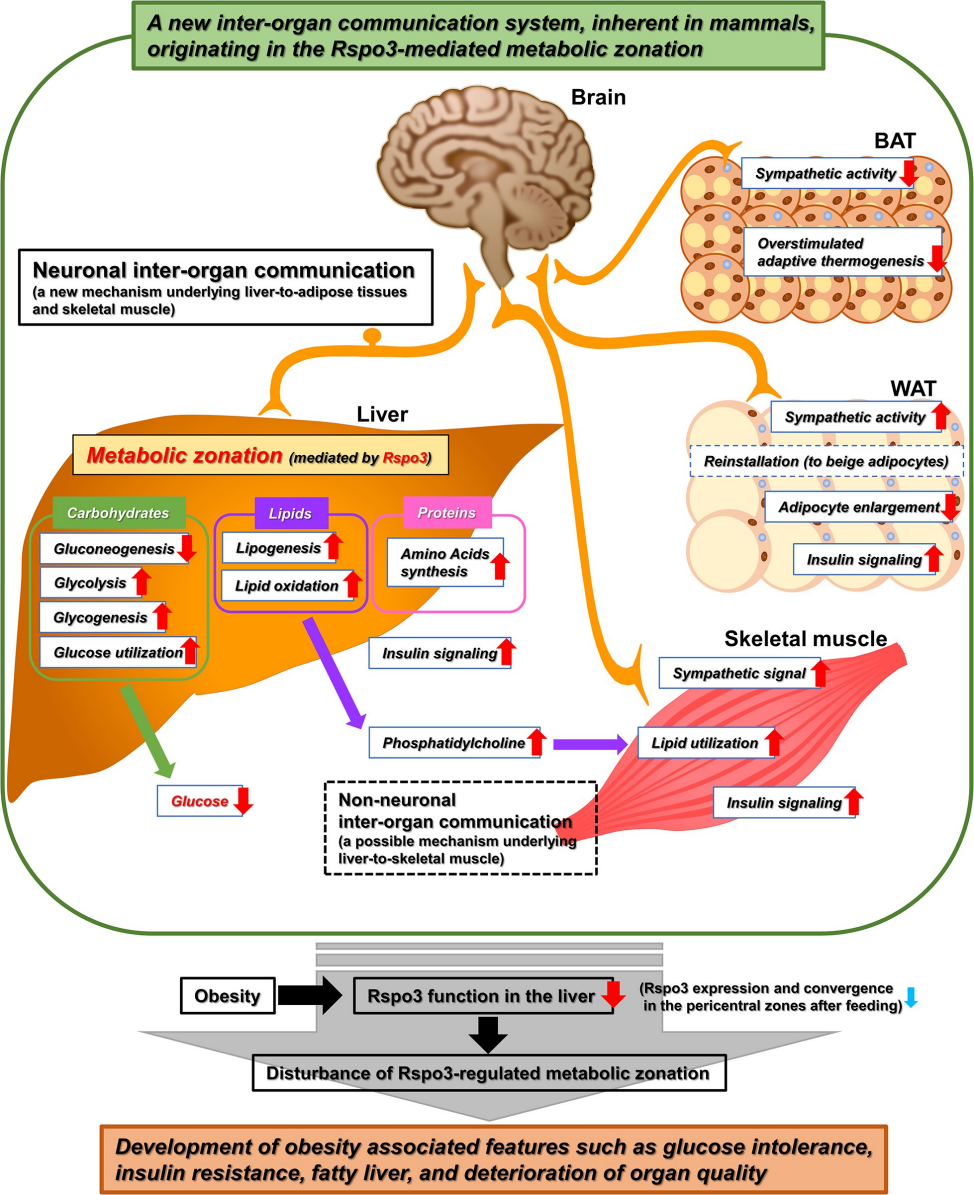
The scheme of a newly identified inter-organ communication system. Hepatic metabolic zonation mediated by Rspo3 plays an important role in maintaining metabolism in remote organs, such as adipose tissues and skeletal muscles, as well as locally in the liver through the inter-organ coordination consisting of neuronal and non-neuronal communication. However, in the setting of obesity, the impaired Rspo3 function in the liver leads to the disturbance of this Rspo3-mediated physiological inter-organ mechanism, paradoxically resulting in progression of pathophysiological features such as glucose intolerance, insulin resistance, fatty liver, and deterioration of organ quality. BAT, brown adipose tissue; Rspo3, R-spondin3; WAT, white adipose tissue.

A recent study, focusing on liver regeneration, implicated the proliferation signals from hepatocytes in the mid-lobular zones in the repopulation and regeneration of hepatocytes in the neighboring pericentral and periportal zones [61]. Namely, hepatocytes in these different lobular zones, which have distinct characteristics in liver regeneration [62] or metabolism (described in the present study), interact to construct novel inter-cellular or inter-organ communication systems, respectively, contributing to the maintenance of both liver and whole-body homeostasis.

However, a limitation of this study is that we did not strictly examine whether hepatic Rspo3 induction in obesity has effects more prolonged than those observed up to 23 days after adenovirus administration. The detailed mechanism, by which modulation of hepatic Rspo3 expression exerts long-term effects on whole-body metabolism and body composition, via an inter-organ communication system, awaits elucidation and merits further investigation.

In the currently aging society, with rising rates of diabetes, metabolic syndrome and sarcopenia, medical interventions designed to “extend healthy life expectancy” are urgently needed [63]. Recently, new technical tools targeting neuronal inter-organ communication have been developed. The first involves stimulating the hepatoportal nerve plexus with focused ultrasound to restore glucose homeostasis in diabetic animals [64]. The second innovation is stimulating parasympathetic nerves to pancreatic β cells with an optogenetic signal to increase insulin secretion, a strategy applicable to diabetic patients [65]. If an innovative technology to selectively stimulate hepatic Rspo3 or its interacting vagal nerves can be developed, it may open novel avenues to accessing this newly identified inter-organ communication system derived from modulation of hepatic Rspo3-mediated metabolic zonation. Therefore, targeting Rspo3 is very important for achieving therapeutic innovations and applications for patients suffering from diabetes, obesity, and obesity-associated diseases. Such medical breakthroughs are eagerly awaited by the public.

## Materials and methods

### Animals

Animal studies were conducted in accordance with Teikyo University institutional guidelines. All experimental protocols had been approved by the Institutional Animal Care and Use Committee of the Teikyo University Environmental & Safety Committee (Teikyo University Ethics Committee for Animal Experiments) and assigned numbers as 18–037, 18–038, and 18–040. Male C57BL/6J and C57BL/6J-Lep^ob/ob^ (ob/ob) mice were purchased from Japan SLC, Inc. (Shizuoka, Japan). C57BL/6J-DIO mice were obtained by 4-week feeding of a high-fat diet (HFD-60, with total calories provided by 62.2% lipids, 19.6% carbohydrates, and 18.2% proteins) (Oriental Yeast Co., Ltd., Tokyo, Japan) beginning at 5 weeks of age. Male KK-Ay mice were purchased from CLEA Japan, Inc. (Tokyo, Japan). Rspo3 floxed mice (Rspo3^flox/flox^) with a C57BL/6 background were created by means of CRISPR/CAS9 technology at the Institute of Laboratory Animals, Tokyo Women’s Medical University (Tokyo, Japan), as previously described [66,67]. The CAS9 endonuclease used in this study is EnGen Cas9 NLS, S. pyogenes (#M0646T, New England Biolabs, Ipswich, Massachusetts, United States of America). The CRISPR RNA (crRNA), trans-activating CRISPR RNA (tracrRNA), and single-strand oligo donor DNA (ssODN) were created by Fasmac Co., Ltd. (Kanagawa, Japan). These sequences are described in **S1 Text**. The loxP sites were inserted both up- and down-stream from the first exon of the Rspo3 genome using CRISPR/CAS9. The serum albumin promoter-CreERT2 (SA-CreER) mice were obtained from Tohoku University (Miyagi, Japan) [68]. To obtain tamoxifen-inducible liver-specific Rspo3 knockout (iLiRspo3KO) mice, we crossed SA-CreER mice and Rspo3^flox/flox^ mice. At 9 weeks of age, male SA-CreER; Rspo3^flox/flox^ mice and male Rspo3^flox/flox^ mice, as controls, were injected intraperitoneally with tamoxifen (#T5648, Sigma, St. Louis, Missouri, USA), at the low dose of 40 μg/g body weight, dissolved in corn oil (#C8267, Sigma) every 24 h for 4 consecutive days (total dose of 160 μg/g body weight). These mice were analyzed 7 and 13 days after 4 tamoxifen administrations. At the moderate dose of 120 μg/g body weight, tamoxifen was injected intraperitoneally to 6-week-old male SA-CreER; Rspo3^flox/flox^ mice and control mice every 24 h for 3 consecutive days (total dose of 360 μg/g body weight). These mice were analyzed 2 days after 3 tamoxifen administrations. All of these animals were housed in an air-conditioned environment, with a 12-h light-dark cycle. Only male mice were used for these experiments.

### Preparation of recombinant adenoviruses

Recombinant adenovirus, containing the murine R-spondin3 (Rspo3) under the control of the CMV promoter, was prepared using the Adeno-X Adenoviral System 3 (#632267, Takara Bio Inc., Otsu, Japan). Rspo3 fragments for constructing the adenovector are described in **S1 Text**. Recombinant adenovirus containing the bacterial β-galactosidase gene was used as a control [69]. Recombinant adenoviruses were propagated in HEK293 cells and purified employing cesium chloride gradient ultracentrifugation [70]. Titers of these viruses were determined by endpoint cytopathic effect assay.

### Administration of recombinant adenoviruses

Recombinant adenoviruses were injected into the tail veins of either standard chow-fed 8-week-old male C57BL/6J, ob/ob, and KK-Ay mice or high fat-fed 8-week-old DIO mice at a dose of 5.0 × 10^7^ plaque forming units as previously reported [37].

### Immunoblotting

Tissue samples were homogenized in ice-cold RIPA Lysis buffer containing 1×RIPA Lysis buffer, 2 mM phenylmethylsulfonyl fluoride, 1 mM sodium orthovanadate, and protease inhibitor cocktail at a 1:100 dilution (#sc-24948A, Santa Cruz Biotechnology, Inc., Santa Cruz, California, USA). Tissue homogenates were centrifuged and the supernatants including tissue protein extracts (20 μg total protein) were boiled in Laemmli buffer containing 10 mM dithiothreitol, then subjected to SDS-polyacrylamide gel electrophoresis (SDS-PAGE) employing the Trans-Blot Turbo Transfer System (Bio-Rad Laboratories, Inc., Hercules, California, USA). The liver samples were immunoblotted with antibodies including anti-Rspo3 antibody (#32155, GeneTex, Inc., Alton Pkwy Irvine, California, USA), anti-PDK4 antibody (#12949, Proteintech Group, Inc., Rosemont, Illinois, USA), anti-PPARδ antibody (#74076, Cell Signaling Technology, Inc., Danvers, Massachusetts, USA), anti-Cpt1a antibody (#114337, GeneTex, Inc.), and anti-GAPDH antibody (#5174, Cell Signaling Technology, Inc.), as previously reported. The immunoblots using antibodies obtained from GeneTex, Inc., Proteintech Group, Inc., and Cell Signaling Technology, Inc. were routinely performed at a 1:2,000 dilution in Can Get Signal (#NKB-101, TOYOBO, Osaka, Japan), followed by secondary antibodies (ECL Anti-Rabbit IgG, horseradish peroxidase (HRP)-linked Whole Antibody (from donkey)) (#NA934V, GE Healthcare, Buckinghamshire, United Kingdom) at a 1:5,000 dilution. The immunoblots were visualized with an ECL Prime Western Blotting System (#GERPN2232, Merck KGaA, Darmstadt, Germany).

### Immunoblotting of nuclei

The nuclear fraction was isolated as described in the protocol of Schreiber and colleagues [71] with slight modifications. Tissue samples were homogenized in ice-cold buffer (pH 7.9) containing 10 mM HEPES, 1.5 mM MgCl2, 10 mM KCL, 0.5 mM DTT, 0.05% NP-40, and protease inhibitor (cOmplete ULTRA, mini, EASYpack (#05892970001, Merck KGaA)). Tissue homogenates were centrifuged and the pellets including nuclear protein extracts were dissolved in buffer containing 5 mM HEPES, 1.5 mM MgCl2, 0.2 mM EDTA, 0.5 mM DTT, 26% glycerol, and 0.3 M NaCl. Dissolved pellets were centrifuged and the supernatants were boiled in Laemmli buffer containing 10 mM dithiothreitol, then subjected to SDS-PAGE employing the Trans-Blot Turbo Transfer System (Bio-Rad Laboratories, Inc.). The nuclear samples from the liver were immunoblotted with antibodies including anti-Foxo1 antibody (#18592-1-AP, Proteintech Group, Inc.) and anti-HDAC1 antibody (#2062, Cell Signaling Technology, Inc.), as previously reported. The immunoblots using antibodies obtained from Proteintech Group, Inc. and Cell Signaling Technology were routinely performed at a 1:2,000 dilution with Can Get Signal (TOYOBO), followed by secondary antibodies (ECL Anti-Rabbit IgG, HRP-linked Whole Antibody) (#NA934V, GE Healthcare) at a 1:5,000 dilution. The immunoblots were visualized with an ECL Prime Western Blotting System (Merck KGaA).

### Blood analysis

Blood glucose levels were measured using the glucose analyzer GLUTESTMINT (SANWA KAGAKU KENKYUSHO CO., LTD., Nagoya, Japan) and serum insulin levels were assayed with the Insulin ELISA Kit (#M1102, Morinaga Institute of Biological Science, Inc., Kanagawa, Japan). Blood Rspo3 levels were measured with the R-Spondin-3 PicoKine ELISA Kit (#EK1525, Boster Biological Technology, Pleasanton, California, USA). Blood phosphatidylcholine levels were measured with the Phosphatidylcholine Assay Kit (#Ab83377, Abcam plc., Cambridge, UK).

### Histological analysis

Liver tissue, WAT, and BAT were removed and fixed in 10% formalin and embedded in OCT compounds, then subjected to the bio-tissue freezing slicing method (Leica CM1520 cryostat, Leica Biosystems, Nussloch, Germany). Tissue sections were stained with HE, Oil red-O, and PAS. The images of these stained samples were obtained with an all-in-one Fluorescence Microscope (BZ-X800, KEYENCE, Osaka, Japan) and analyzed using the BZ-X Analyzer software (KEYENCE).

### Fluorescent immunostaining analysis of the liver

For formalin fixation, the liver was removed and fixed in 10% formalin. For reperfusion fixation, mice anesthetized with medetomidine (0.3 mg/kg), midazolam (4 mg/kg), and butorphanol tartrate (5 mg/kg) were perfused transcardially with 4% paraformaldehyde (PFA), and then the liver was removed and fixed in 4% PFA. These liver samples were embedded in OCT compounds, then subjected to the bio-tissue freezing slicing method (Leica Biosystems). Five-μm-thick sections were immunostained with anti-Rspo3 polyclonal rabbit antibody (#32155, GeneTex, Inc.) at a 1:100 dilution as the primary antibody and Cy3 affinity pure donkey anti-rabbit IgG (#711-165-152, Jackson ImmunoResearch Laboratories, Inc., West Grove, Pennsylvania, USA) at a 1:200 dilution as the secondary antibody. In addition, liver sections were immunostained with anti-HNF4α polyclonal rabbit antibody (#bs-3828R, BIOSS Inc., Woburn, Massachusetts, USA), and anti-CK19 polyclonal rabbit antibody (#14965-1-AP, Proteintech Group, Inc.) at a 1:100 dilution [72], and anti-Ki67 rabbit monoclonal antibody (#12202S, Cell Signaling Technology, Inc.) at a 1:200 dilution as the primary antibodies and Cy3 affinity pure donkey anti-rabbit IgG (#711-165-152, Jackson ImmunoResearch Laboratories, Inc.) at a 1:200 dilution as the secondary antibody. Liver sections were immunostained with anti-CD31 rat antibody (#550274, BD Bioscience, Franklin Lakes, New Jersey, USA) at a 1:20 dilution as the primary antibody and Goat Anti-Rat IgG (Cy5) (#ab6565, Abcam plc.) at a 1:100 dilution as the secondary antibody. The nuclei of hepatocytes were visualized with Cellstain DAPI solution (#D523, DOJINDO LABORATORIES, Kumamoto, Japan). The images of these immunostained samples were obtained with an inverted confocal laser scanning microscope (Zeiss Super-Resolution Microscope LSM880 with AiryScan, Carl Zeiss, Oberkochen, Germany) and analyzed using the ZEISS ZEN and Imaris software (Carl Zeiss). The intensity of Rspo3 immunofluorescence was measured on 4 lines, each 20 μm from blood vessel walls along the lines at right angles centered on the hepatic central veins obtained at random, according to the manufacturer’s instructions.

### Fluorescent immunostaining analysis of rRPa of the brain

For formalin fixation, the brain was removed and fixed in 10% formalin. These brain samples were embedded in OCT compounds, then subjected to the bio-tissue freezing slicing method (Leica Biosystems). Ten-μm-thick sections were immunostained with anti-c-fos monoclonal rabbit antibody (#2250S, Cell Signaling Technology, Inc.) at a 1:500 dilution as the primary antibody and Cy3 affinity pure donkey anti-rabbit IgG (#711-165-152, Jackson ImmunoResearch Laboratories, Inc.) at a 1:200 dilution as the secondary antibody. The images of these immunostained samples were obtained with an all-in-one Fluorescence Microscope (BZ-X800, KEYENCE) and analyzed using BZ-X Analyzer software (KEYENCE).

### RNA-Scope (in situ hybridization)

The liver was removed and fixed in 10% formalin and embedded in OCT compounds, then subjected to the bio-tissue freezing slicing method (Leica Biosystems). Five-μm-thick liver sections were subjected to the hybridization of RNAscope-specific probes. Three probes against mouse Rspo3 (RNAscope Probe-Mm-Rspo3, #402011), mouse Ppib (RNAscope Positive Control Probe-Mm-Ppib, #313911), and DapB (RNAscope Negative Control Probe-DapB, #310043) were prepared employing Advanced Cell Diagnostics, Inc. (Newark, California, USA). We used the single-plex RNAscope assay according to the User Manual of RNAscope 2.5 HD Reagent Kit-Brown (#322300), in which Rspo3-positive signals (as dots) are detected with DAB [73]. Quantification of Rspo3-positive signals in the liver sections is provided by counting the numbers of dots according to the manufacturer’s instructions for the BZ-X Analyzer software (KEYENCE).

### Glucose and insulin tolerance tests

Glucose and insulin tolerance tests were performed 5 to 20 days after adenovirus administration or 7 days to 2 months after 4 tamoxifen administrations, as previously described [37]. Insulin (0.15 U/kg of body weight for lean mice and 0.25 U/kg of body weight for obese and SA-CreER; Rspo3^flox/flox^ mice) was injected into the intraperitoneal space.

### Immunoprecipitation

Mice fasted 16 h were injected with 200 μl of normal saline, with or without 10 U/kg body weight of insulin, via the tail vein. The liver, hindlimb muscle, and epididymal WAT were removed 300 s later and then homogenized in ice-cold RIPA Lysis buffer containing 1×RIPA Lysis buffer, 2 mM phenylmethylsulfonyl fluoride, 1 mM sodium orthovanadate, and a protease inhibitor cocktail at a 1:100 dilution (#sc-24948A, Santa Cruz Biotechnology, Inc.). The tissue homogenates were centrifuged and the supernatants including tissue proteins were used for immunoprecipitation with 5 μl of anti-Akt antibody (#9272, Cell Signaling Technology, Inc.) or anti-insulin receptor antibody (#3025, Cell Signaling Technology, Inc.), coupled with nProtein A-Sepharose 4 Fast Flow (#GE17-5280-01, Merck KGaA). Next, the samples immunoprecipitated with anti-Akt antibody were subjected to SDS-PAGE and then immunoblotted using anti-phospho-Akt (Ser473) antibody (#4060, Cell Signaling Technology, Inc.) or anti-Akt antibody at a 1:3,000 dilution in Can Get Signal (TOYOBO), followed by secondary antibodies (ECL Anti-Rabbit IgG, HRP-linked Whole Antibody) (#NA934V, GE Healthcare) at a 1:10,000 dilution, as previously described [37]. The samples immunoprecipitated with anti-insulin receptor antibody were immunoblotted using anti-phospho-Tyrosine antibody (#9411, Cell Signaling Technology, Inc.) or anti-insulin receptor antibody at a 1:3,000 dilution, as described above.

### Hepatic glycogen content

Frozen livers were homogenized, and glycogen contents were measured using a Glycogen Colorimetric/Fluorometric Assay Kit (#646–100, BioVision, Inc., Milpitas, California, USA), as previously described [74].

### Hepatic TG content

Hepatic TG contents were measured as previously described [37]. Frozen livers were homogenized in the buffer (137 mmol/L NaCl, 20 mmol/L Tris, pH 7.5, 1 mmol/L MgCl_2_, 1 mmol/L CaCl_2_, and 10% glycerol), followed by extraction with chloroform: methanol (2:1, vol:vol), drying, and resuspension in isopropanol. TG contents were measured using a LabAssay Triglyceride (#632–50991, FUJIFILM Wako, Osaka, Japan).

### Adipose NE contents

Adipose tissues were rapidly removed and weighed. Tissue samples were homogenized in 0.4 M perchloric acid and were centrifuged. Supernatant norepinephrine levels were measured commercially by SRL (Tokyo, Japan) [75].

### NE turnover

NE turnover was measured on the basis of the decrease in adipose tissue NE contents after the inhibition of catecholamine biosynthesis with α-methyl-D,L-p-tyrosine, methyl ester, hydrochloride (α-MT) (#sc-219470, Santa Cruz Biotechnology, Inc.). At 0 and 4 h after α-MT injection (200 mg/kg, i.p.), the mice were sacrificed by cervical dislocation and adipose tissues were rapidly removed and weighed. Tissue samples were homogenized in 0.4 M perchloric acid and then centrifuged. Supernatant NE levels were measured commercially by SRL (Tokyo, Japan) [75].

### Whole-body oxygen consumption and respiratory quotient (RQ)

Whole-body oxygen consumption and RQ were measured by an indirect calorimetric method using the Oxymax system (Equal 4 Chamber/Small Subject System), equipped with a four-chamber airtight metabolic cage, and the data obtained with this system were analyzed using CLAMS software (Columbus Instruments, Columbus, Ohio, USA). Mice, in non-anesthetized states, were acclimated to the individual metabolic cages for 1 day prior to the experiment. Volumes of oxygen consumed (VO_2_) and carbon dioxide produced (VCO_2_) for each metabolic cage were collected every 10 min for 2 days, with room air as a reference. The RQ was calculated by dividing the VCO_2_ by the VO_2_, used to estimate the contribution of fats and carbohydrates to whole-body energy metabolism in vivo.

### NE-induced whole-body oxygen consumption

For measurement of whole-body O_2_ consumption after stimulation with NE, the mice were anesthetized with medetomidine, midazolam, and butorphanol tartrate, and VO_2_ measurements were conducted for 30 min to obtain basal values. Mice were then briefly removed from the calorimetry chamber, injected intraperitoneally with 1 mg/kg body weight of L-norepinephrine hydrochloride (#74480, Merck KGaA), and returned to the chamber, followed by VO_2_ measurement for another 60 min.

### Quantitative RT-PCR–based gene expressions

Total RNAs from the liver, WAT and BAT, and skeletal muscle were purified with miRNeasy Mini Kits (#217004, QIAGEN, Valencia, California, USA). cDNAs were synthesized from total RNA of several tissues with both RNasin Ribonuclease inhibitor (#N2111, Promega Corporation, Madison, Wisconsin, USA) and M-MLV-Reverse-Transcriptase-RNase-H-Minus (#M5301, Promega Corporation). Quantitative RT-PCR was performed by Taqman analysis (Thermo Fisher Scientific, Waltham, Massachusetts, USA) with a real time PCR quantitative system or a Syber Green System, THUNDERBIRD SYBR qPCR Mix (#QPS-201, TOYOBO CO., LTD., Osaka, Japan) with MyGo Pro Real Time PCR (IT-IS Life Science Ltd, Joyce House, Ireland). The relative amount of mRNA was calculated with GAPDH mRNA as the invariant control [76]. The Taqman probes and PCR primers used in this study are presented in **S1 Text**.

### RNA-sequencing of hepatic tissues

RNA-sequence analyses were performed commercially by Cell Innovator Co., Ltd. (Fukuoka, Japan) [77]. GO term analysis was performed by using the web-accessible program DAVID (Database for Annotation, Visualization, and Integrated Discovery), which integrates functional genomic annotations. KEGG pathway analysis was also performed employing the DAVID program.

### Metabolomics of hepatic tissues

Metabolomic analysis was performed commercially by Human Metabolome Technologies, Inc. (Yamagata, Japan) [78].

### Hepatic vagotomy

Selective HV was performed as previously described [52]. After being anesthetized with an intraperitoneal injection containing a mixture of medetomidine (0.3 mg/kg), midazolam (4 mg/kg), and butorphanol tartrate (5 mg/kg), a laparotomy incision was made on the ventral midline and the abdominal muscle wall was opened with a second incision. The gastrohepatic ligament was severed using fine forceps, and the stomach was gently retracted, revealing the descending ventral esophagus and the ventral subdiaphragmatic vagal trunk. The hepatic branch of this vagal trunk was then transected using fine forceps or surgical scissors.

### Quantification and statistical analysis

The individual numerical values underlying the graphs and heatmaps shown in the figures can be found in **S1 Data**. The representative results derived from multiple experiments were displayed. All data are expressed as means ± SD. The statistical significance of differences was assessed employing the unpaired *t* test.

## Supporting information

S1 Fig Azan-staining and immunofluorescence analysis. Representative image of Azan-staining and representative immunofluorescence analysis image with anti-Rspo3 antibody and DAPI staining, of pericentral and periportal zones in the liver. The scale bars indicate 100 μm. (The scale bar in whole picture of the liver specimen indicates 1 mm.)
(TIF)

S2 Fig Immunofluorescence analysis of lean and obese mice. Representative immunofluorescence analysis image with anti-Rspo3 antibody and DAPI staining of pericentral and periportal zones in the liver. The scale bars indicate 100 μm.
(TIF)

S3 Fig Hepatic gene profiles induced by Rspo3 in lean mice. **(A–H)** Rspo3 (red bars and circles) or LacZ (blue bars and circles) adenovirus was administered to standard diet-fed control mice. **(A)** Rspo3 mRNA expression in WAT, BAT, and skeletal muscle were examined on day 7 after adenovirus administration (WAT, skeletal muscle; *n* = 5, BAT; *n* = 9–10). **(B)** Hepatic LGR5 and Axin2 mRNA expressions (*n* = 6–7), **(C)** hepatic Oat, Cyp7a1, and Rdh9 mRNA expressions (*n* = 7), **(D)** hepatic Hsd17 and Cyp2f2 mRNA expressions (*n* = 6–7) were examined on day 7 after adenovirus administration. **(E)** Hepatic Ki67 mRNA expressions were examined on day 7 (*n* = 7) and day 23 (*n* = 5) after adenovirus administration. **(F)** Hepatic gene expressions associated with glucose and lipid metabolism were examined on day 23 (*n* = 5) after adenovirus administration. **(G)** Glucose tolerance and **(H)** insulin tolerance (*n* = 5) tests were performed on day 20 and day 19 after adenovirus administration, respectively. The data underlying the graphs shown in the figure can be found in **S1 Data**. Data are presented as means ± SD. *P < 0.05, **P < 0.01 by the unpaired *t* test.
(TIF)

S4 Fig Hepatic gene profiles induced by Rspo3 in obese mice. **(A–I)** Rspo3 (red bars) or LacZ (blue bars) adenovirus was administered to standard diet-fed ob/ob mice. **(A)** Rspo3 mRNA expression in WAT, BAT, and skeletal muscle were examined on day 7 after adenovirus administration (*n* = 10–12). **(B)** Representative RNA-Scope analysis images of the liver in obese Rspo3 mice with specific Rspo3 probe. The numbers of Rspo3-positive signals (dots) were measured randomly (2 areas per mice, *n* = 3). **(C)** Circulating Rspo3 levels were measured on day 3 (*n* = 6) and 7 (fast, *n* = 13–14, fed, *n* = 7) after adenovirus administration. **(D)** Hepatic LGR5 and Axin2 mRNA expressions (*n* = 6); **(E)** hepatic Oat, Cyp7a1, and Rdh9 mRNA expressions (*n* = 5–6); **(F)** hepatic Hsd17 and Cyp2f2 mRNA expressions (*n* = 6) were examined on day 7 after adenovirus administration. **(G)** Representative immunofluorescence analysis images of the liver in obese Rspo3 mice with anti-Rspo3 antibody and DAPI staining, followed by fluorescence analysis of ZsGreen1, and **(H)** representative immunofluorescence analysis images of the liver in obese Rspo3 mice with anti-Ki67 antibody and DAPI staining, followed by fluorescence analysis of ZsGreen1, and **(I)** hepatic Ki67 mRNA expressions (*n* = 4–5) were examined on day 23 after adenovirus administration. The scale bars indicate 100 μm. The data underlying the graphs shown in the figure can be found in **S1 Data**. Data are presented as means ± SD. **P < 0.01 by the unpaired *t* test.
(TIF)

S5 Fig Gene ontology (GO) analysis of RNA-sequence of the liver. RNA-sequence analysis was performed by using mRNA sample of the liver from lean mice and obese (ob/ob) mice (*n* = 4), followed by GO analysis. The data underlying the graphs shown in the figure can be found in **S1 Data**.
(TIF)

S6 Fig KEGG pathway analysis of RNA-sequence of the liver. RNA-sequence analysis was performed by using mRNA sample of the liver from lean mice and obese (ob/ob) mice (*n* = 4), followed by KEGG pathway analysis. The data underlying the graphs shown in the figure can be found in **S1 Data**.
(TIF)

S7 Fig Obesity alters hepatic gene expressions associated with Wnt signaling pathway and those of the pericentral or periportal zones. Lean (purple bars) or ob/ob (yellow bars) mice were used. **(A)** Hepatic gene expressions associated with Wnt signaling pathway, **(B)** those of the pericentral zones, and **(C)** those of the periportal zones (*n* = 5) were examined by quantitative RT-PCR. The data underlying the graphs shown in the figure can be found in **S1 Data**. Data are presented as means ± SD. **P < 0.01 by the unpaired *t* test.
(TIF)

S8 Fig Heatmap of metabolome analysis of the liver. Rspo3 or LacZ adenovirus was administered to standard diet-fed ob/ob mice. Metabolome analysis was performed by using the liver (*n* = 4). The data underlying the heatmap shown in the figure can be found in **S1 Data**.
(TIF)

S9 Fig Metabolome analysis of the liver. Rspo3 (red bars) or LacZ (blue bars) adenovirus was administered to standard diet-fed ob/ob mice. Metabolome analysis was performed by using the liver (*n* = 4) and graphs were obtained from relative areas. The data underlying the graphs shown in the figure can be found in **S1 Data**. Data are presented as means ± SD. *P < 0.05, **P < 0.01 by the unpaired *t* test.
(TIF)

S10 Fig Gene ontology (GO) analysis of RNA-sequence of the liver. Rspo3 or LacZ adenovirus was administered to standard diet-fed ob/ob mice. RNA-sequence analysis was performed by using mRNA sample of the liver (*n* = 4), followed by GO analysis. The data underlying the graphs shown in the figure can be found in **S1 Data**.
(TIF)

S11 Fig RNA-sequence analysis of the liver. Rspo3 or LacZ adenovirus was administered to standard diet-fed ob/ob mice. RNA-sequence analysis was performed by using mRNA sample of the liver (*n* = 4). Heatmaps of genes with glucose and lipid metabolic processes were presented. The data underlying the heatmaps shown in the figure can be found in **S1 Data**.

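In GRCm38 with GENCODE M21, Pck1 (ENSMUSG00000027513) lies on chromosome 2 from 173153048 to 173159273. The lipogenic genes Fasn (ENSMUSG00000025153) and Srebf1 (ENSMUSG00000020538) are on chromosome 11, from 120805846 to 120824547 and from 60199089 to 60222581, and Srebf1 overlaps Rai1 on the other strand. Scd1 (ENSMUSG00000037071) and Cpt1a (ENSMUSG00000024900) are on chromosome 19, from 44394455 to 44407879 and from 3322334 to 3385733. Ppara (ENSMUSG00000022383) is on chromosome 15 from 85734983 to 85802819, Ppard (ENSMUSG00000002250) on chromosome 17 from 28232700 to 28301474 and Pparg (ENSMUSG00000000440) on chromosome 6 from 115360951 to 115490399. Apart from Scd1, no 50-base stretch of these genes' longest transcripts is found in another annotated transcript.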

(TIF)

S12 Fig Rspo3 locally alters obesity-related features in the liver of obese mice. **(A)** Insulin-stimulated serine473 phosphorylation of Akt protein in liver is presented. Immunoblotting with anti-phospho-Akt (Ser473) and Akt antibodies. The relative intensities (the ratios of p-Akt/Akt protein volume) were indicated in the p-Akt panel. **(B)** Hepatic gene expressions associated with glucose and lipid metabolism were examined on day 23 (*n* = 4–5) after adenovirus administration. **(C)** The scheme of a hypothesis was presented that hepatic metabolic homeostasis is maintained with a balance between glucose and lipid. The data underlying the graphs shown in the figure can be found in **S1 Data**. Data are presented as means ± SD. *P < 0.05, **P < 0.01 by the unpaired *t* test.
(TIF)

S13 Fig Rspo3 improves obesity-related insulin resistance. **(A–F)** Rspo3 (red circles) or LacZ (blue circles) adenovirus was administered to diet-induced obese **(A** and **B)** (*n* = 6), standard diet-fed KK-Ay **(C)** mice (*n* = 6) and standard diet-fed ob/ob **(D** and **E)** mice (*n* = 5). **(A** and **C)** Glucose tolerance and **(B)** insulin tolerance tests were performed on day 7 after adenovirus administration. **(D)** Glucose tolerance and **(E)** insulin tolerance tests were performed on day 20 and day 16 after adenovirus administration, respectively (*n* = 5). **(F)** Insulin-stimulated serine473 phosphorylation of Akt protein in skeletal muscle (hindlimb muscles) and WAT were immunoblotted with anti-phospho-Akt (Ser473) antibody, or the individual antibody. The relative intensities (the ratios of p-Akt/Akt protein volume) were indicated in the p-Akt panels. The data underlying the graphs shown in the figure can be found in **S1 Data**. Data are presented as means ± SD. *P < 0.05, **P < 0.01 by the unpaired *t* test.
(TIF)

S14 Fig Rspo3 decreases c-fos IF intensity in rRPa. Rspo3 or LacZ adenovirus was administered to standard diet-fed KK-Ay mice. Representative images of HE staining and representative immunofluorescence analysis images of rRPa with anti-c-fos antibody and DAPI staining on day 10 after adenovirus administration. The scale bars indicate 100 μm.
(TIF)

S15 Fig Obesity increases adaptive thermogenesis. **(A** and **C)** Lean (purple bars) or ob/ob (yellow bars) mice were used. **(B)** Lean (purple bars) or KK-Ay (yellow bars) mice were used. **(A)** Endogenous UCP1 mRNA expressions in BAT (*n* = 7) and epididymal WAT (*n* = 5), and **(C)** VO2 and RQ (*n* = 4–5) were examined in lean and ob/ob mice. **(B)** Endogenous UCP1 mRNA expressions in BAT (*n* = 7) and epididymal WAT (*n* = 6–7) were examined in lean and KK-Ay mice. The data underlying the graphs shown in the figure can be found in **S1 Data**. Data are presented as means ± SD. *P < 0.05, **P < 0.01 by the unpaired *t* test.
(TIF)

S16 Fig HV does not influence hepatic gene profiles but brocks BAT gene profiles, induced by hepatic Rspo3 induction. **(A–G)** Selective hepatic vagotomy (HV) and sham operation (Sham) were performed 7 days prior to the adenovirus administration (Rspo3; red bars and LacZ; blue bars). **(A)** Body weight gain and **(B)** food intake in either SO-LacZ or HV-LacZ mice were examined (*n* = 7–8). **(C)** Liver weight (*n* = 5–8), **(D)** hepatic LGR5 and Axin2 expressions (*n* = 5–8), **(E)** hepatic Hsd17 and Cyp2f2 expressions (*n* = 5–8), **(F)** representative immunofluorescence analysis images of the liver in SO- or HV-KK-Ay Rspo3 mice with anti-Rspo3 antibody and DAPI staining, and **(G)** BCAT2 and BCKDH expressions in BAT (*n* = 6–8) were examined on day 7 after adenovirus administration. The scale bars indicate 100 μm. The data underlying the graphs shown in the figure can be found in **S1 Data**. Data are presented as means ± SD. *P < 0.05, **P < 0.01 by the unpaired *t* test.
(TIF)

S17 Fig Construction of iLiRspo3KO mice. The scheme of methods was presented that iLiRspo3KO mice and control mice were created by both CRISPR/CAS9 and Cre-loxP technologies.
(TIF)

S18 Fig Hepatic gene profiles and metabolic profiles of iLiRspo3KO mice. **(A–H** and **J)** iLiRspo3KO mice (pink bars and circles) or control mice (bright green bars and circles) were presented. **(A)** Representative RNA-Scope analysis images of the liver in iLiRspo3KO mice with specific Rspo3 probe. The numbers of Rspo3-positive signals (dots) were measured randomly. **(B)** Food intake (*n* = 6) and body weight gain (*n* = 7–9) for 1 week from day 28 or day 4 after tamoxifen administration, respectively. **(C)** Liver weights were measured (*n* = 8–9), **(D)** hepatic LGR5, and Axin2, **(E)** Cyp7a1, Rdh9, Oat, and Cyp2f2 mRNA expressions (*n* = 7–8), and **(G)** epididymal WAT weight (*n* = 8–9) were examined on day 13 after tamoxifen (40 μg/g body weight) administration. **(F)** Glucose tolerance and insulin tolerance tests were performed almost 2 months (*n* = 6–7) after tamoxifen (40 μg/g body weight) administration. **(H)** Hepatic Rspo3 expression was examined on day 2 after tamoxifen (120 μg/g body weight) administration (*n* = 7–8). **(I)** Representative immunofluorescence analysis images of the pericentral zone in the liver with anti-Rspo3 antibody and DAPI staining. **(J)** Hepatic LGR5, β-catenin, Axin2, Cyp7a1, and Cyp2f2 mRNA expressions were examined on day 2 after tamoxifen (120 μg/g body weight) administration (*n* = 6–8). The scale bars indicate 50 μm. The data underlying the graphs shown in the figure can be found in **S1 Data**. Data are presented as means ± SD. *P < 0.05, **P < 0.01 by the unpaired *t* test.
(TIF)

S19 Fig The scheme of a newly identified inter-organ communication system.

S1 Table RNA-Sequence analysis of hepatic metabolic genes in the pericentral zones (PC genes) or those in the periportal zones (PP genes).

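The genes are listed by symbol in the deposited data, and their positions are given here for GRCm38 with GENCODE M21, while the authors' own build is not named in the paper's text. Of the pericentral genes, Cyp2a4 (ENSMUSG00000074254) lies on chromosome 7 from 26307169 to 26315088 and Cyp1a2 (ENSMUSG00000032310) on chromosome 9 from 57676937 to 57683703. Rnase4 (ENSMUSG00000021876) is on chromosome 14 from 51091077 to 51106151, Cyp7a1 (ENSMUSG00000028240) on chromosome 4 from 6265612 to 6275633 and Gstm3 (ENSMUSG00000004038) on chromosome 3 from 107963696 to 107969283. Avpr1a (ENSMUSG00000020123), which the paper writes as Avpr1, is on chromosome 10 from 122448499 to 122453452. Among the periportal genes, Arg1 (ENSMUSG00000019987) occupies 24915221 to 24927484 and Gls2 (ENSMUSG00000044005) 128194457 to 128210004 of chromosome 10, Aldh1b1 (ENSMUSG00000035561) 45799022 to 45804604 of chromosome 4, and Sds (ENSMUSG00000029597) 120476526 to 120483932 of chromosome 5. All are annotated as protein-coding. Gls2 and Sds each overlap a gene on the other strand, Spryd4 and Plbd2, and the paper's text does not state whether the counting used the strand.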

S2 Table RNA-Sequence analysis of hepatic metabolic genes in the pericentral zones (PC genes) or those in the periportal zones (PP genes).

S1 Raw Images Western blot sets used in the article.

S1 Data Raw data supporting Figs 1–6, S3–S13, S15, S16, and S18.

S1 Text Supporting information about probe, primer, and sequences.

## Abbreviations

AA: amino acid
b2AR: b2-adrenergic receptor
b3AR: b3-adrenergic receptor
BAT: brown adipose tissue
BCAA: branched-chain amino acid
BCAT2: branched-chain AA aminotransferase 2
BCKDH: branched-chain ketoacid dehydrogenase
Cpt1a: carnitine palmitoyltransferase 1a
Cyp2f2: cytochrome P450 2f2
Cyp7a1: cholesterol 7alpha-hydroxylase
FASN: fatty acid synthetase
G1P: glucose-1-phosphate
G6P: glucose-6-phosphate
GK: glucokinase
GO: gene ontology
HE: hematoxylin eosin
HNF4a: Hepatocyte nuclear factor 4a
HRP: horseradish peroxidase
Hsd17: hydroxysteroid 17-beta dehydrogenase
HV: hepatic vagotomy
IF: immunofluorescence
IR: insulin receptor
ISH: in situ hybridization
NE: norepinephrine
Oat: ornithine aminotransferase
PAS: periodic acid–Schiff
PEPCK: phosphoenolpyruvate carboxykinase
PFA: paraformaldehyde
PPAR: peroxisome proliferator-activated receptor
Rdh9: retinol dehydrogenase9
RQ: respiratory quotient
rRPa: rostral raphe pallidus nucleus
Rspo3: R-spondin3
SCD1: stearoyl CoA desaturase 1
SO: sham operation
SREBP1c: sterol regulatory element-binding protein 1c
TG: triglyceride
WAT: white adipose tissue

# Supplementary material for: Rspo3-mediated metabolic liver zonation regulates systemic glucose metabolism and body mass in mice
**Source:** PLoS Biol. 2025 Jan 24;23(1):e3002955. doi: 10.1371/journal.pbio.3002955
**Supplement:** S1 Raw Images

**Fig 1B**

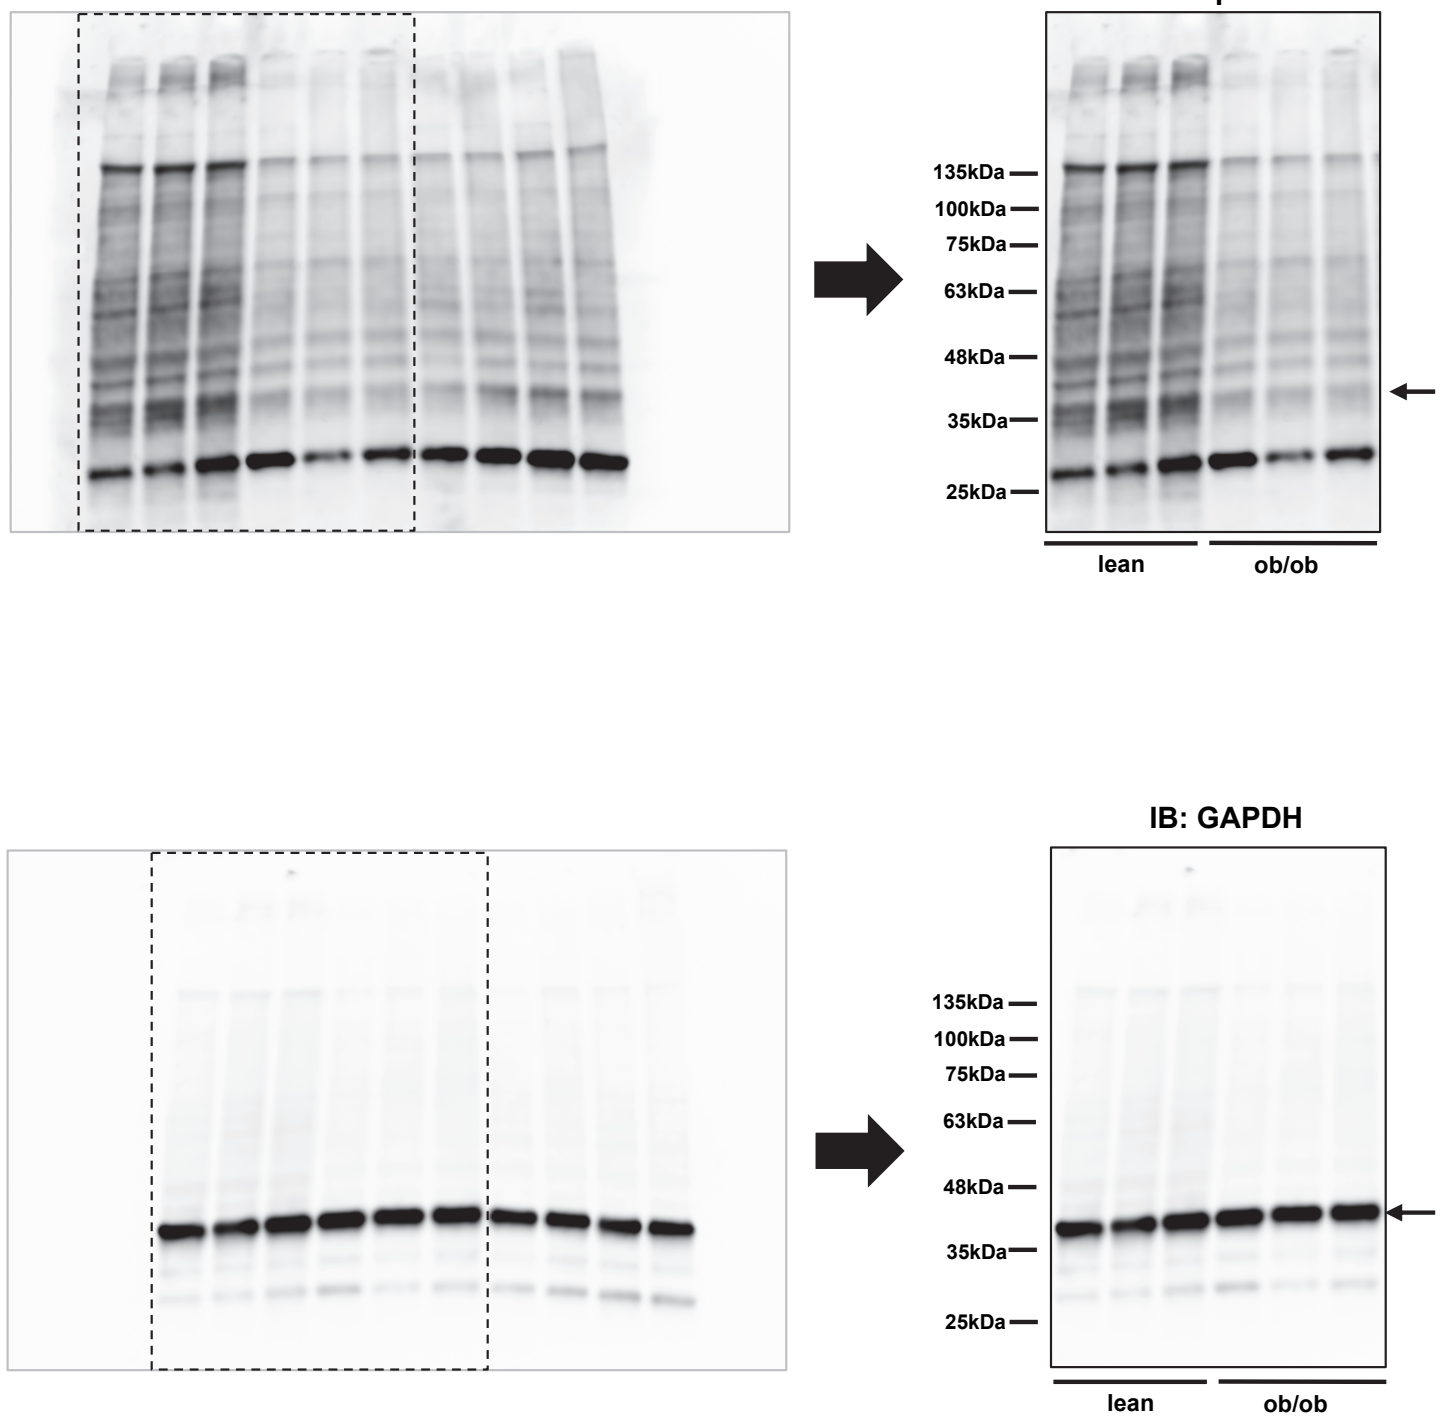

**Supplemental Western Blot 1.** Full western blots in Fig 1B

**Fig 2A**

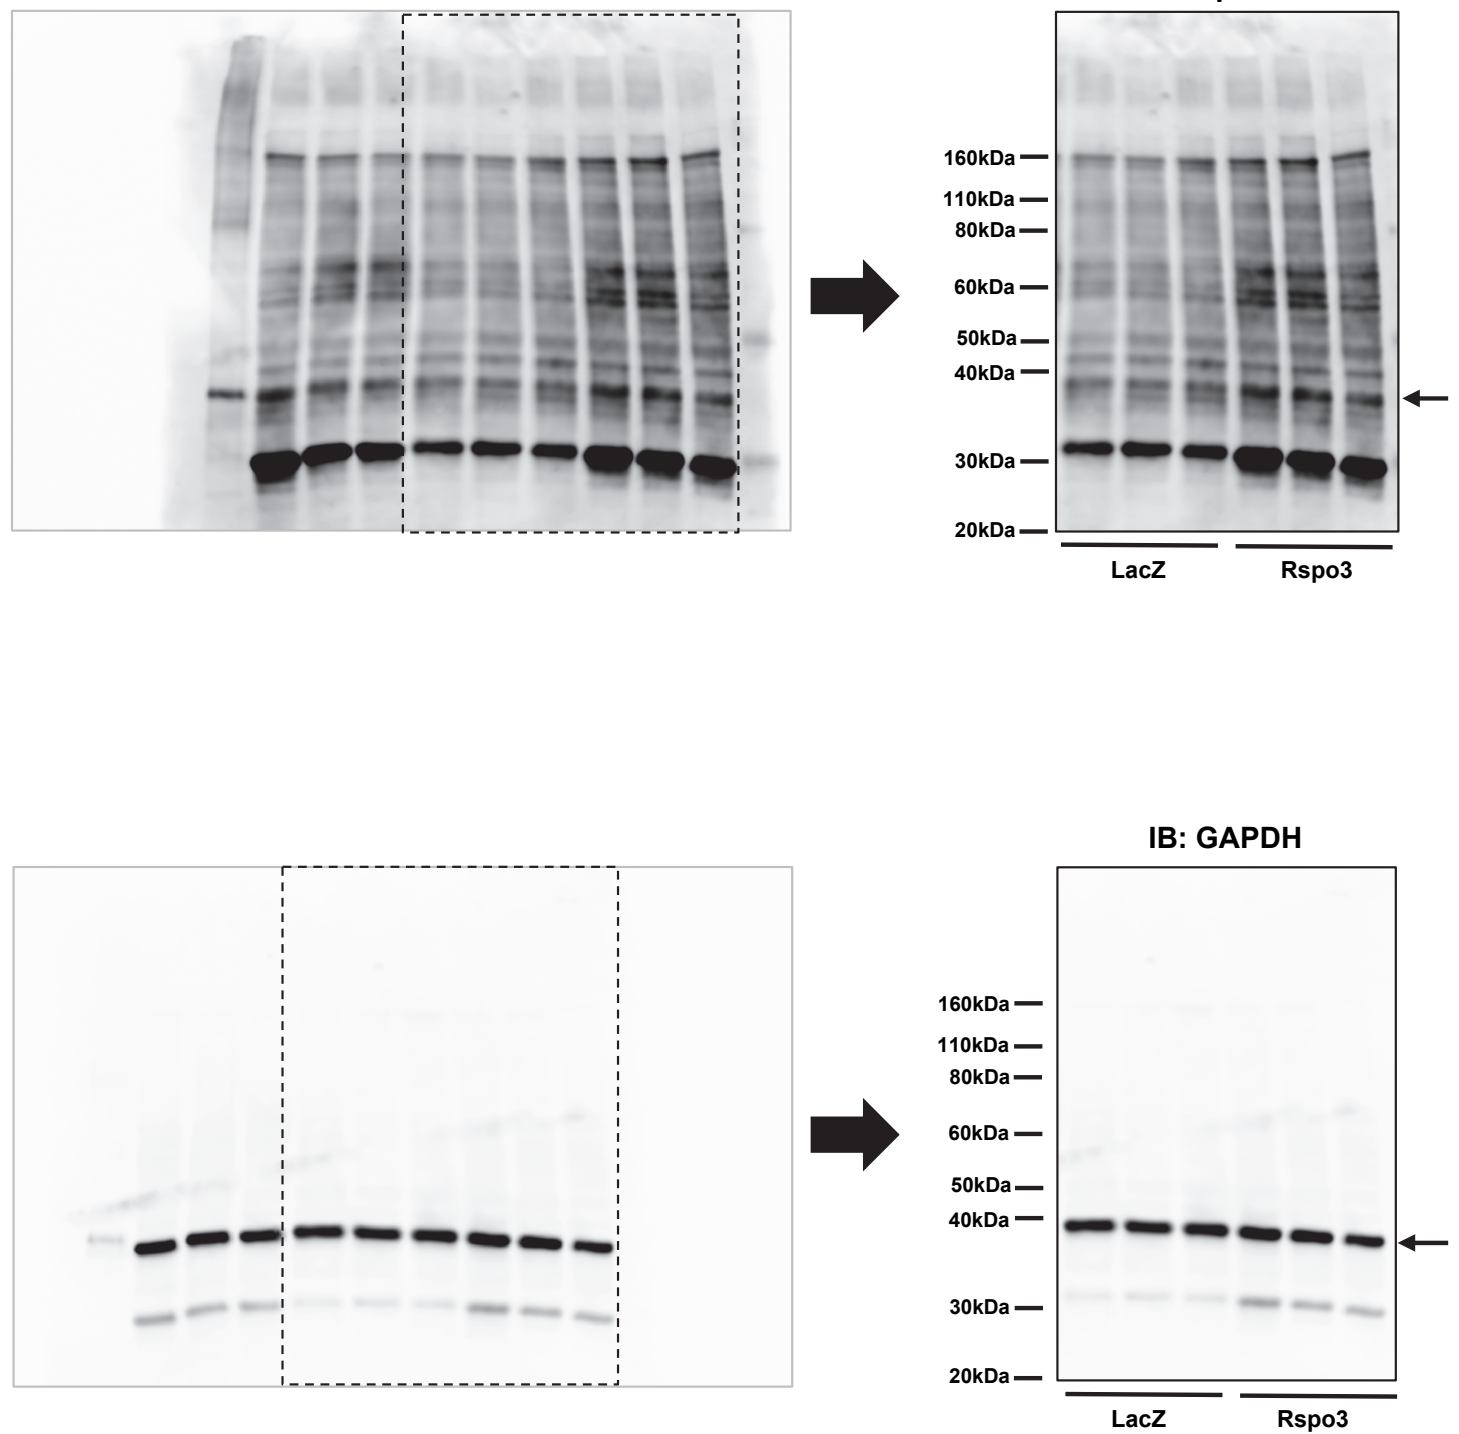

**Supplemental Western Blot 2.** Full western blots in Fig 2A

Fig 3A

**SWB 3. (Kenji Uno)**

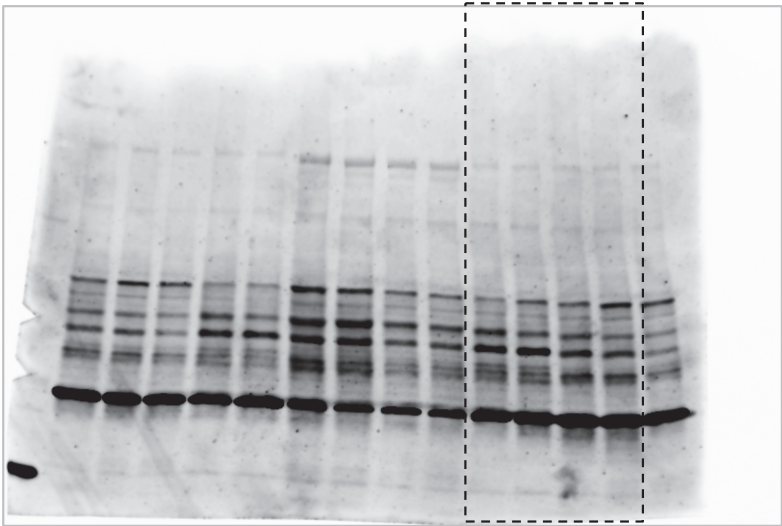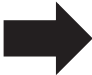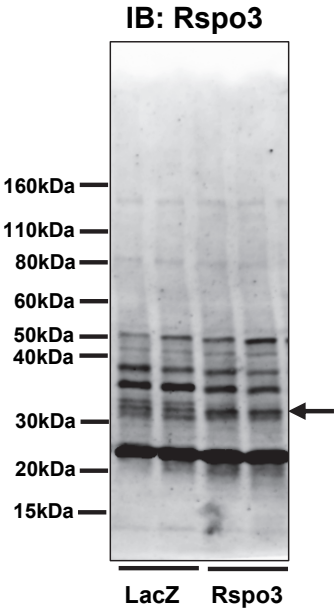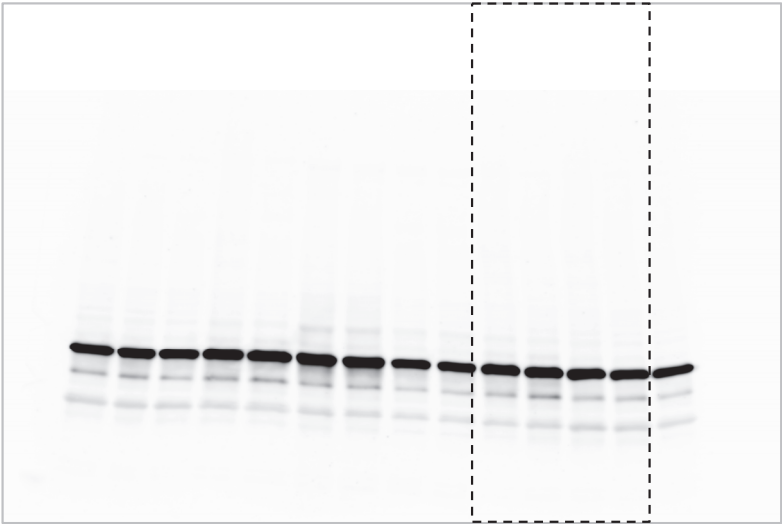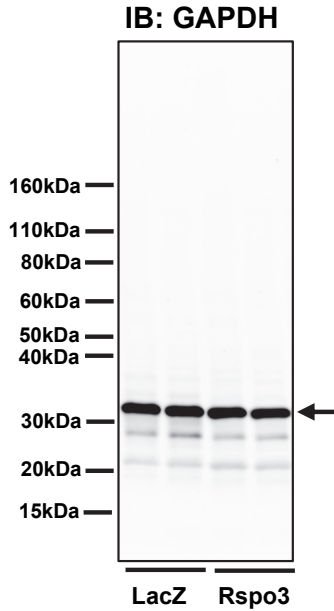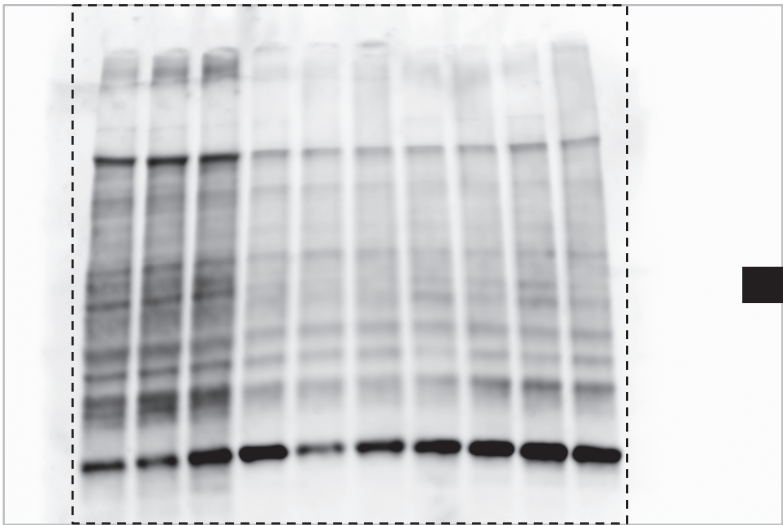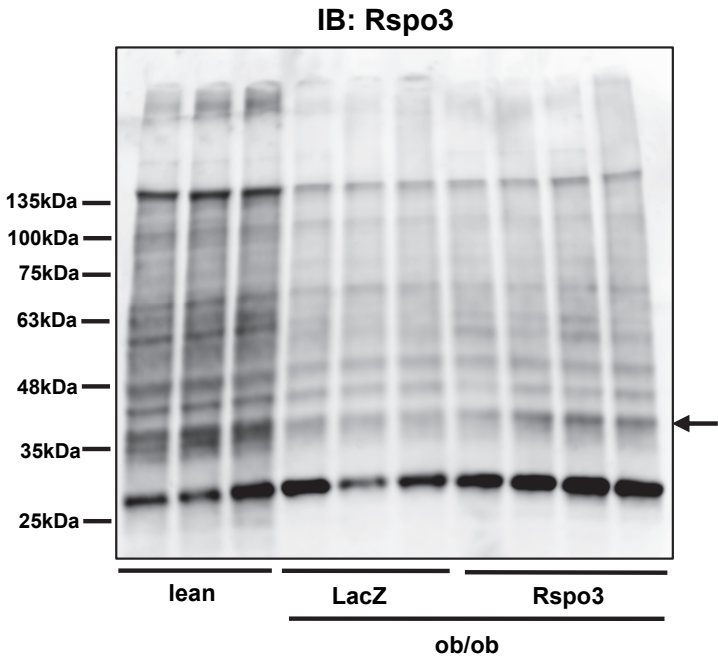

**Supplemental Western Blot 3.** Full western blots in Fig 3A

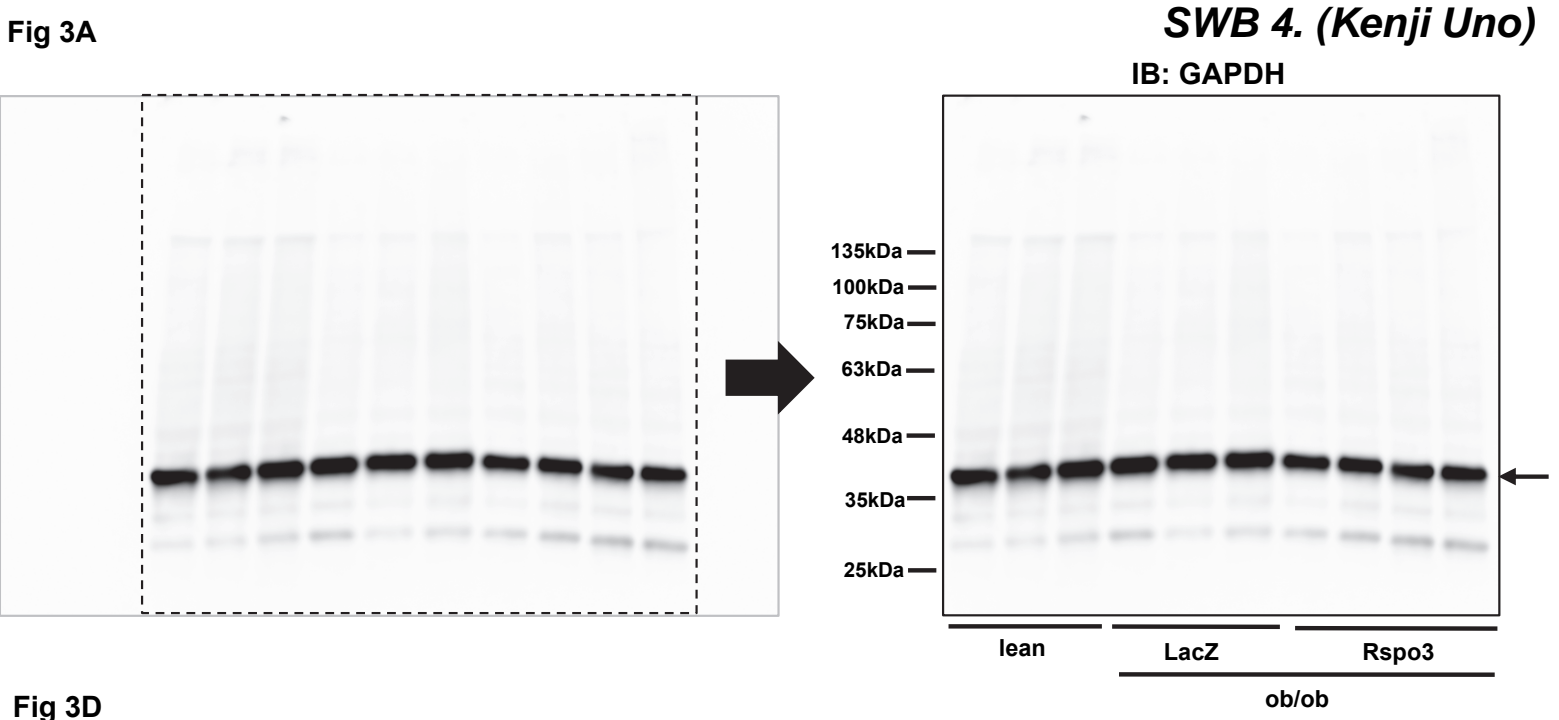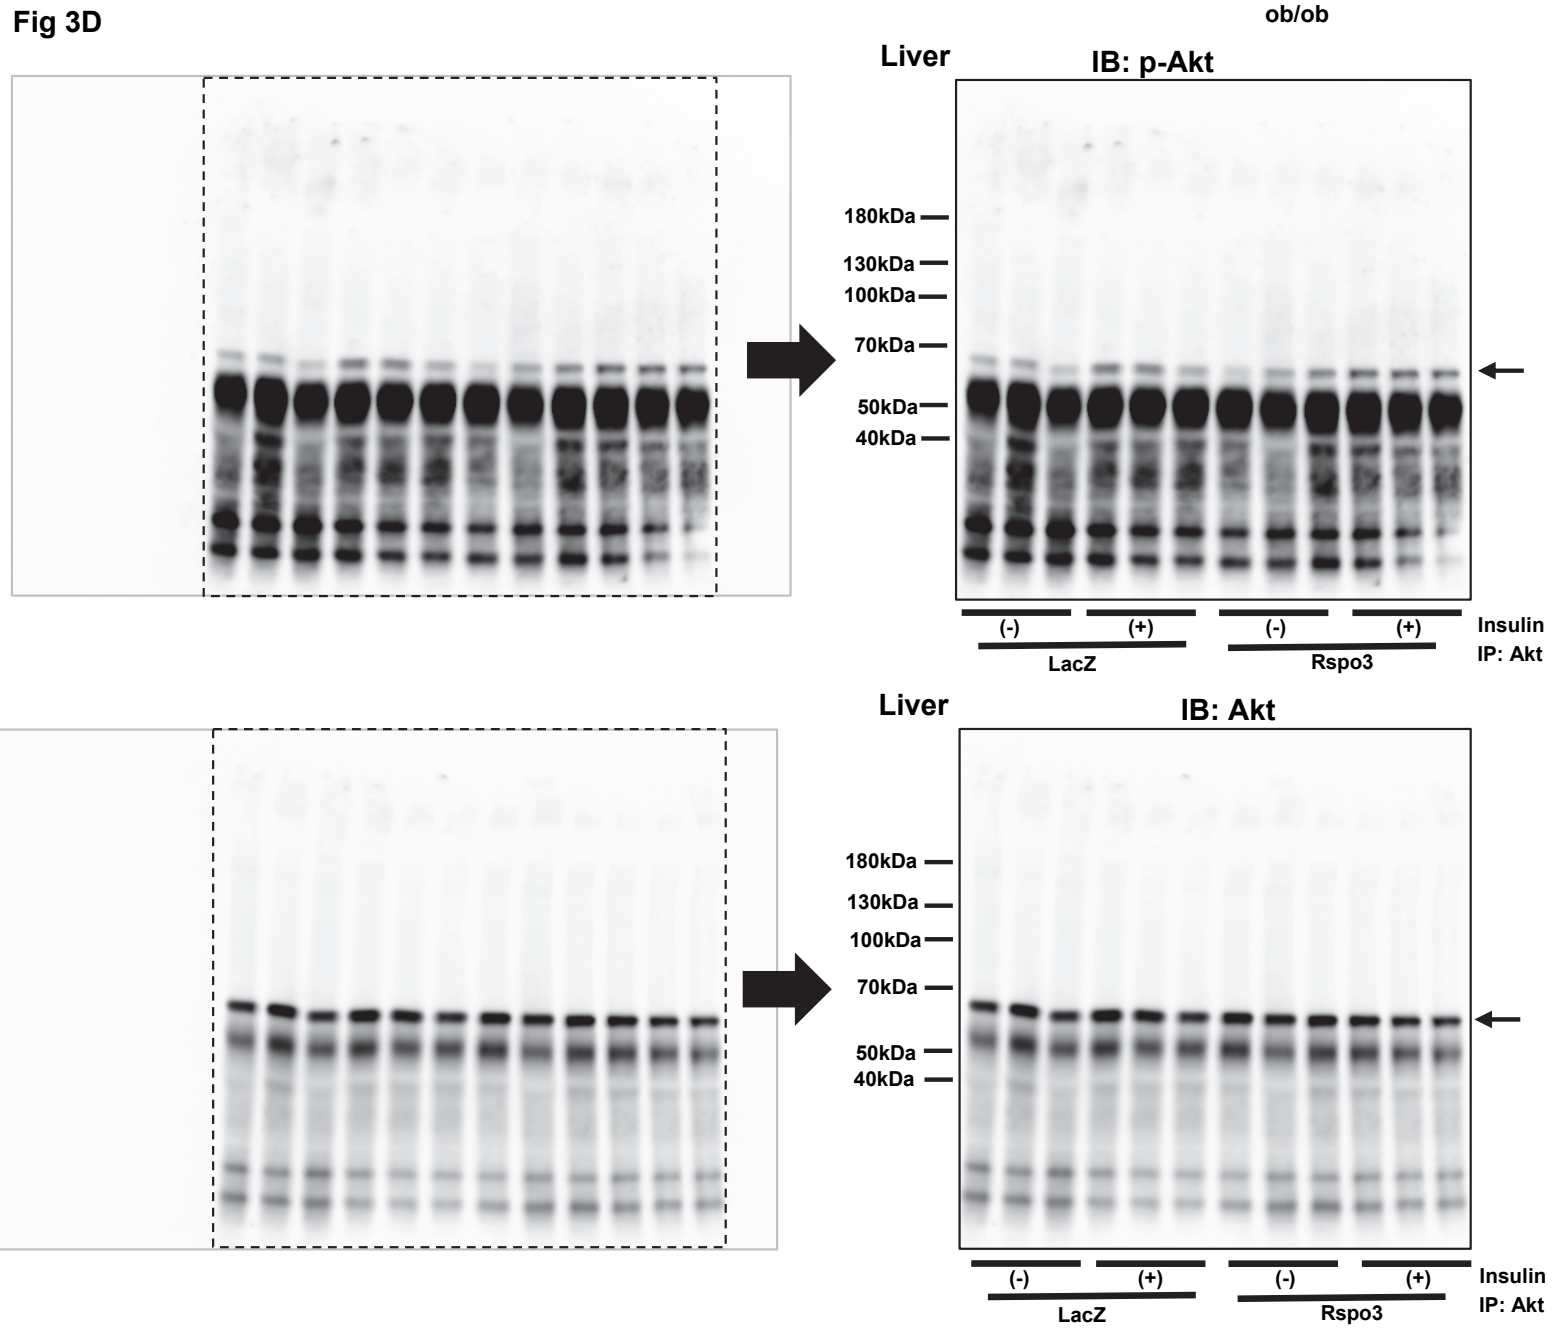

**Supplemental Western Blot 4.** Full western blots in Fig 3A and 3D

Fig 3E

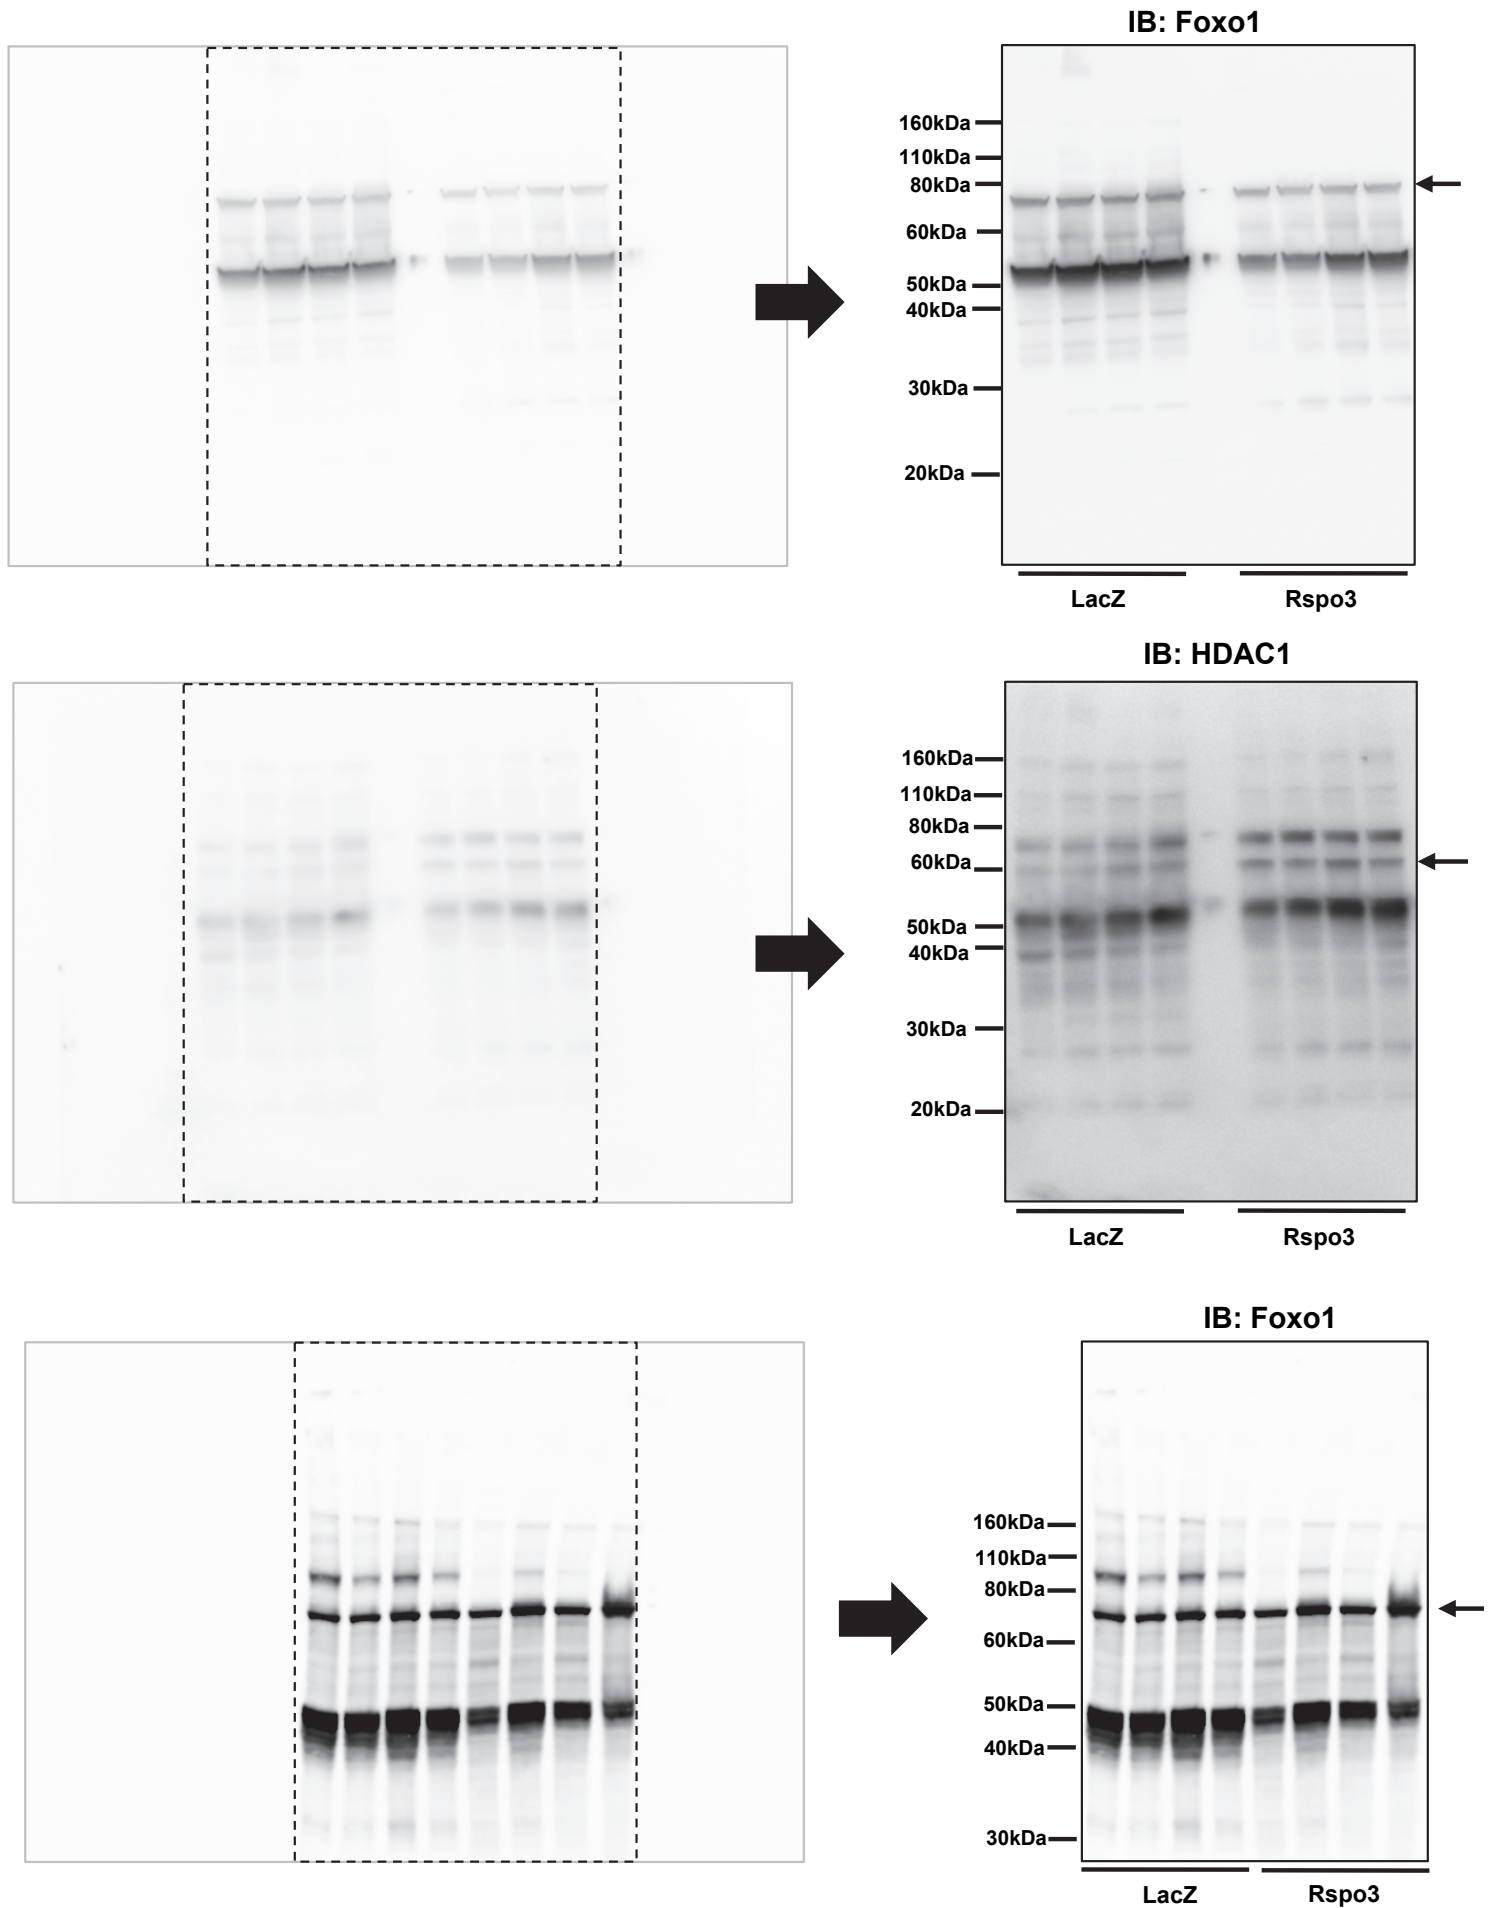

Supplemental Western Blot 5. Full western blots in Fig 3E

Fig 3E

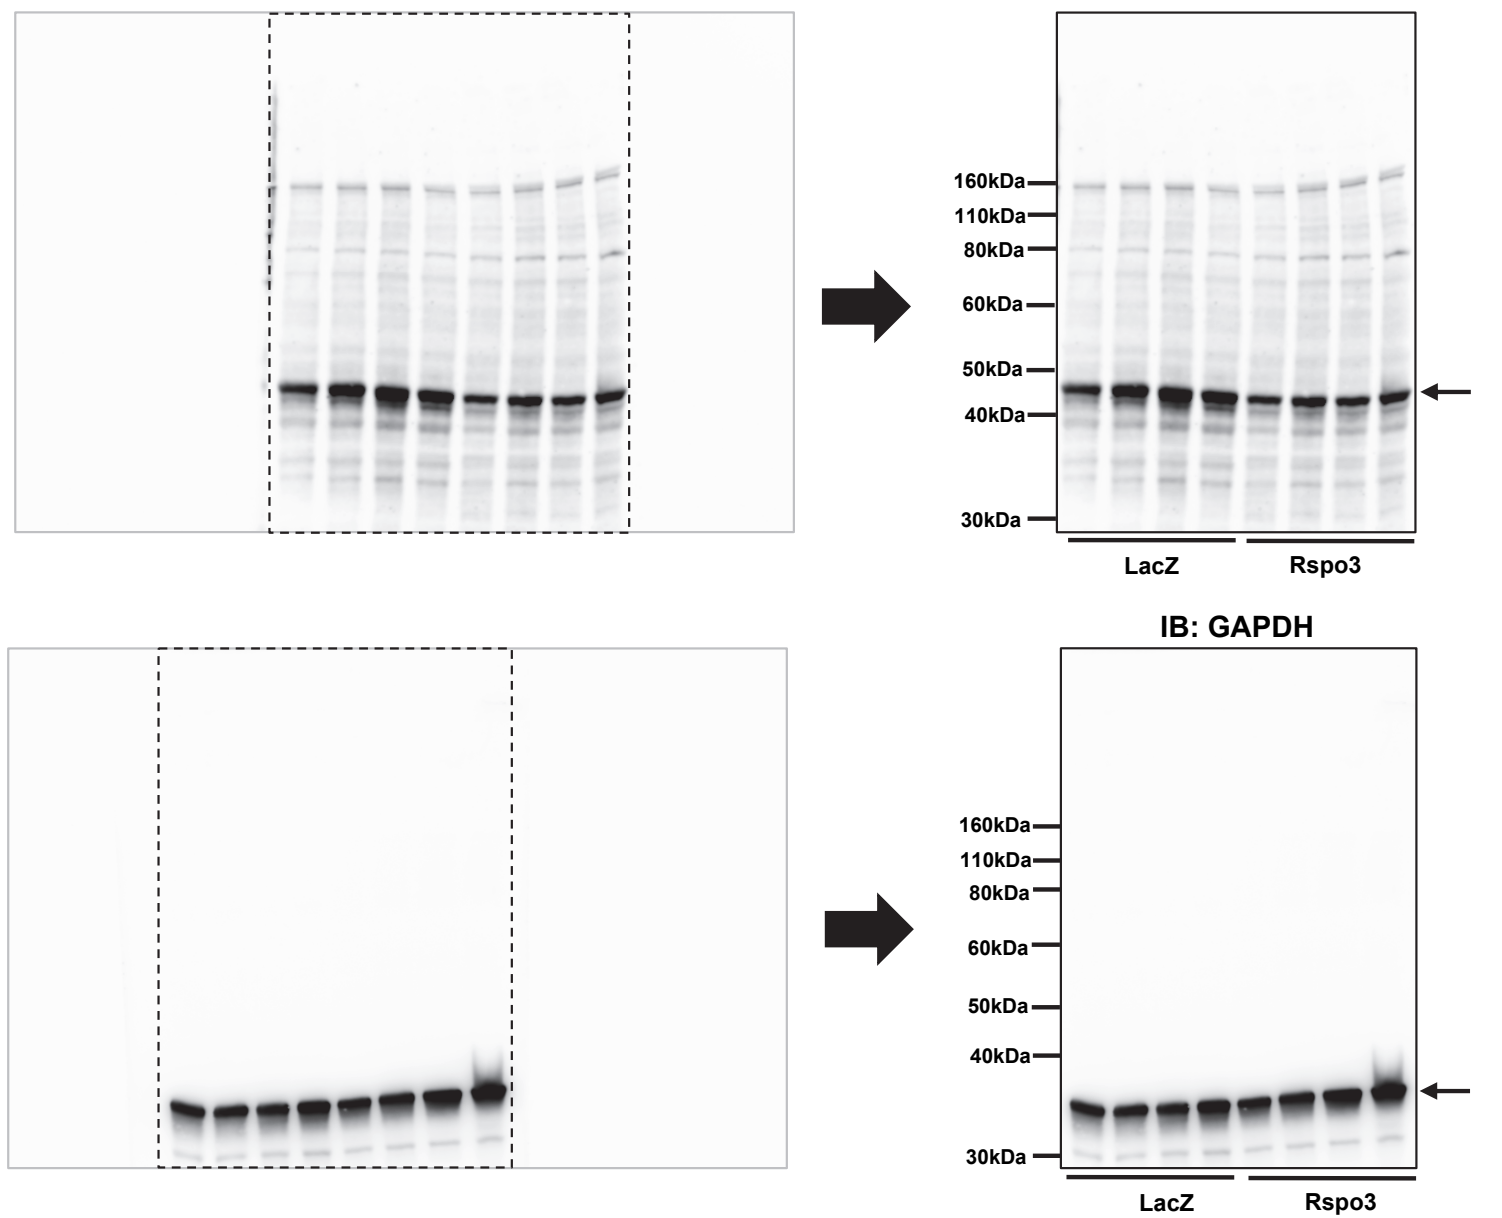

Fig 3K

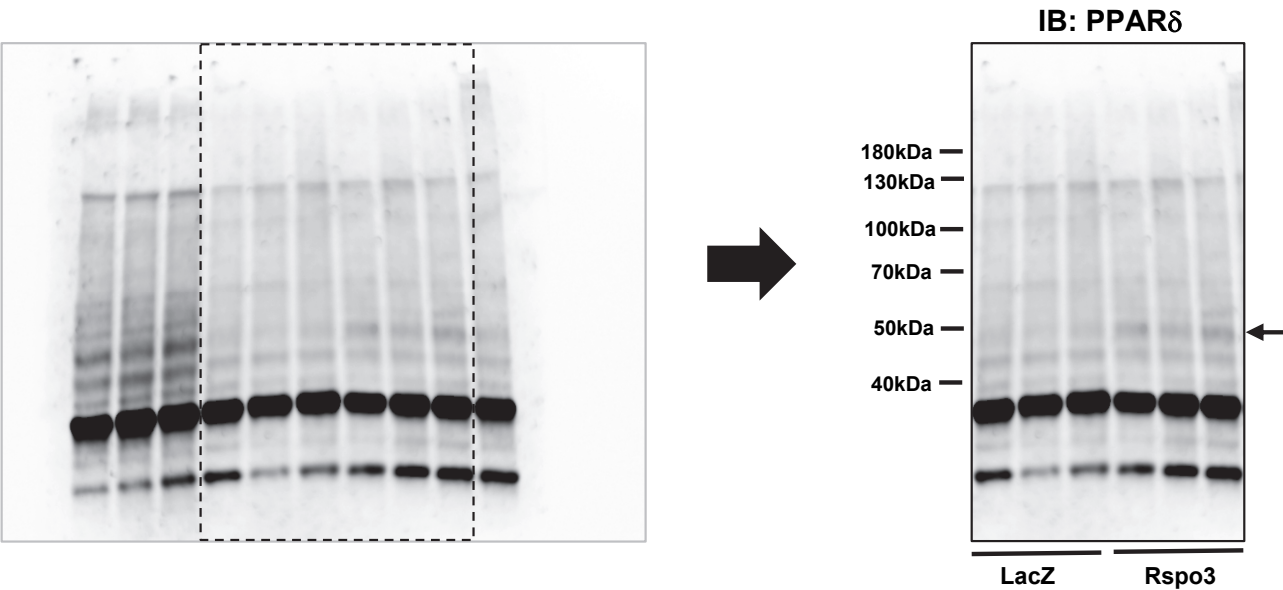

**Supplemental Western Blot 6.** Full western blots in Fig 3E and 3K

Fig 3K

SWB 7. (Kenji Uno)

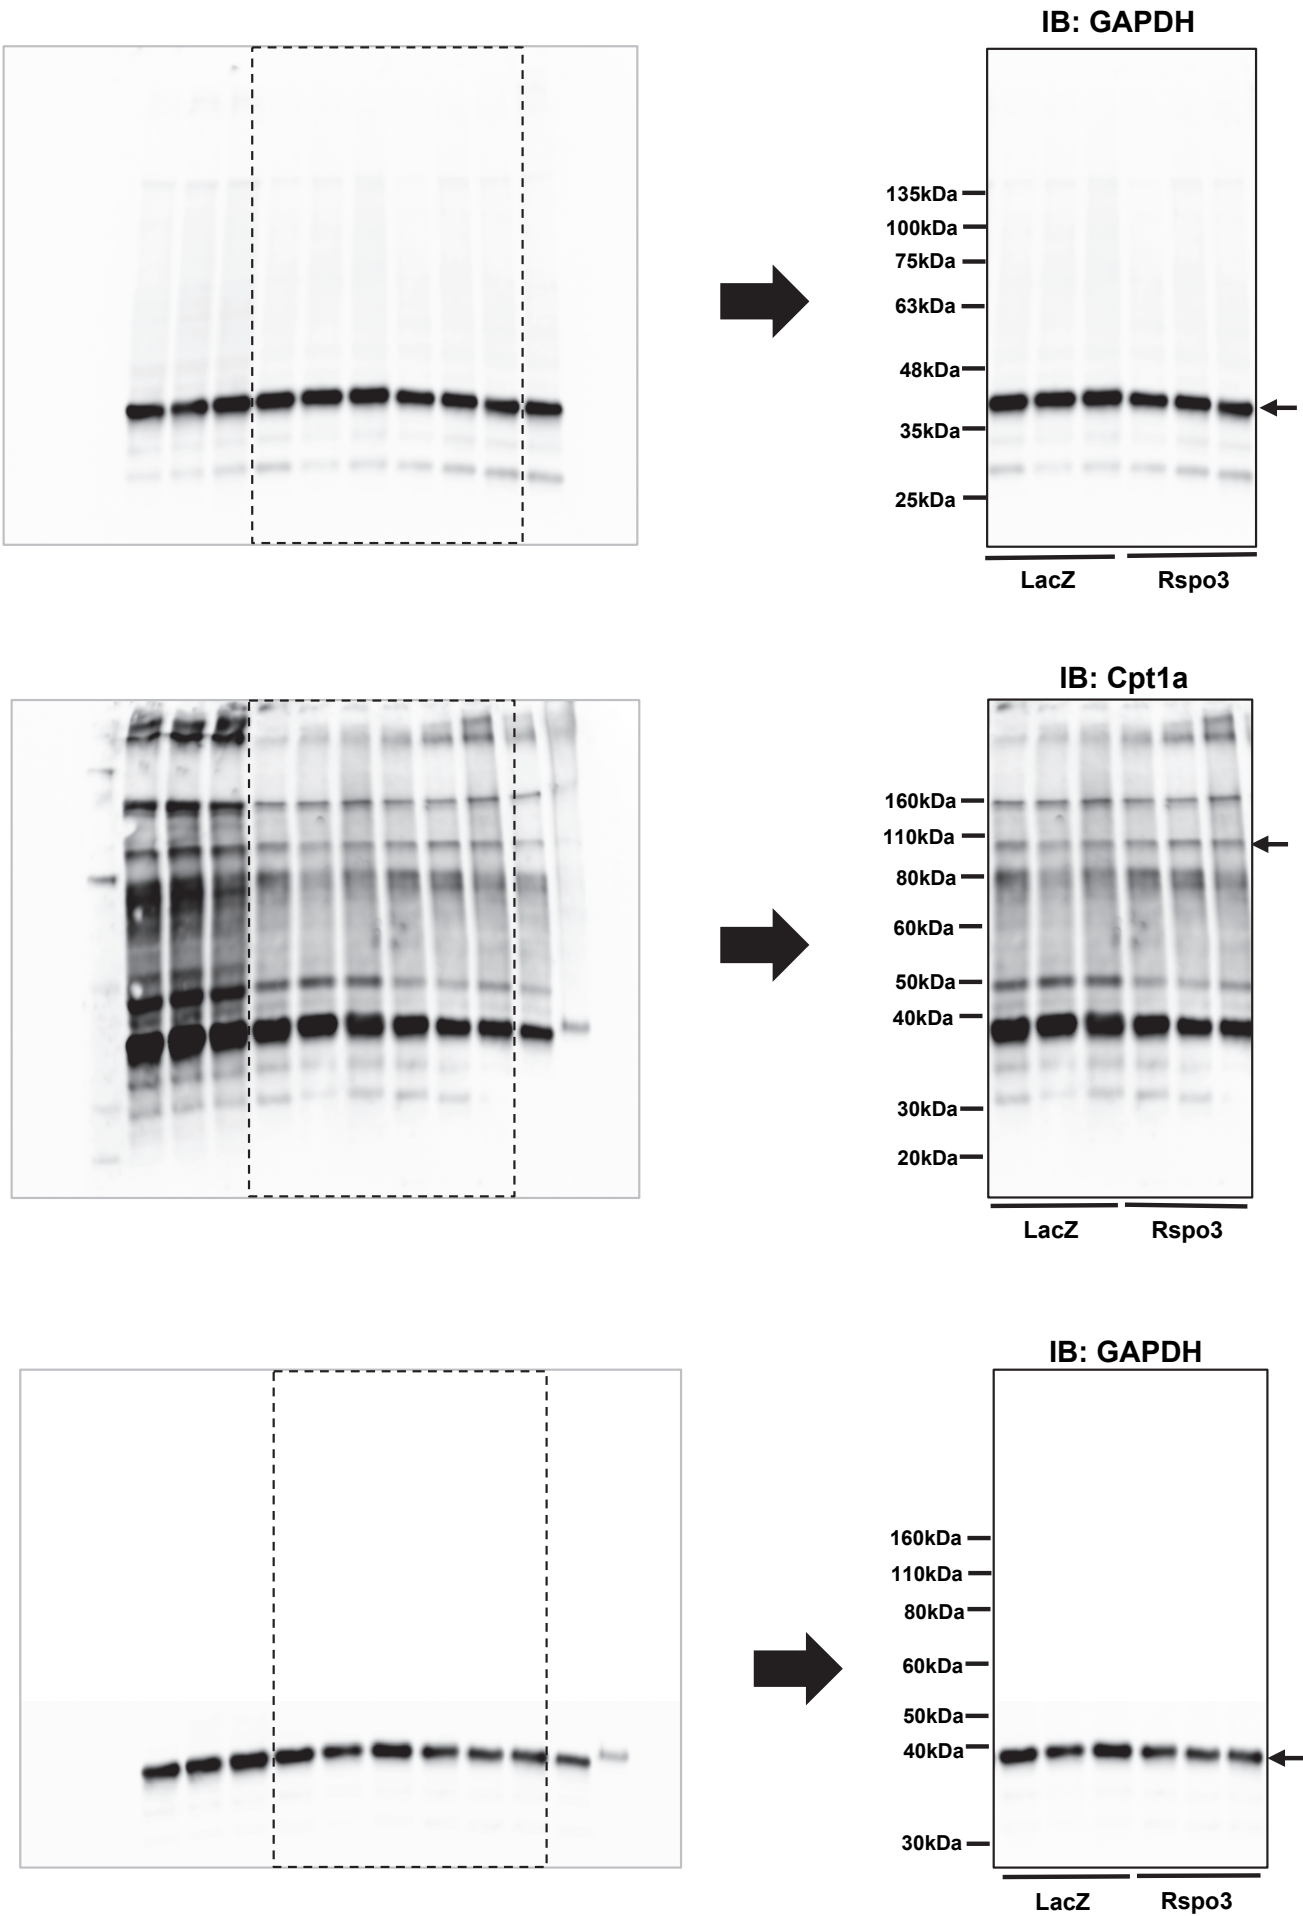

Supplemental Western Blot 7. Full western blots in Fig 3K

Fig 4C

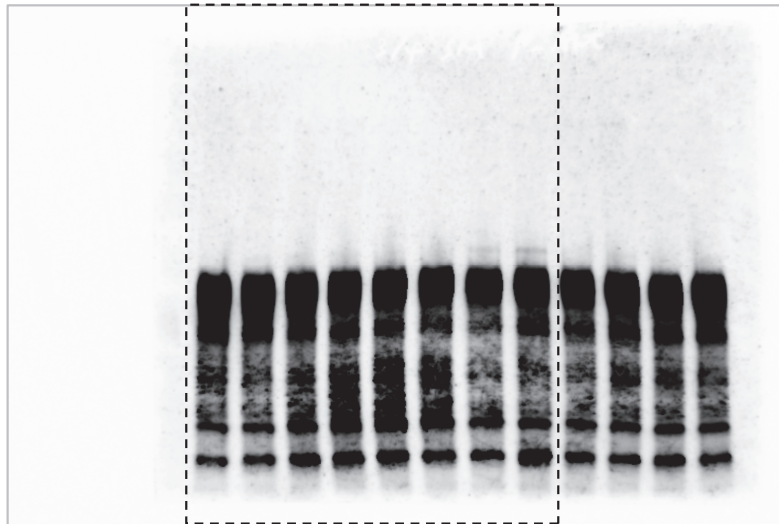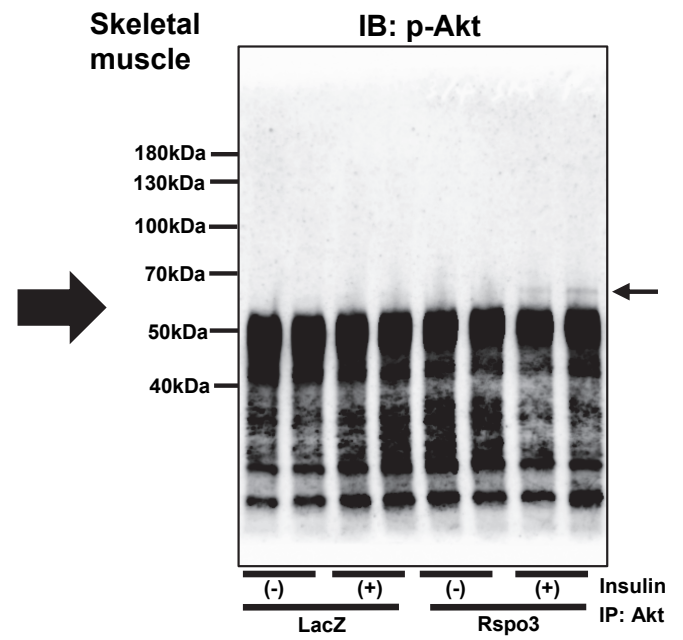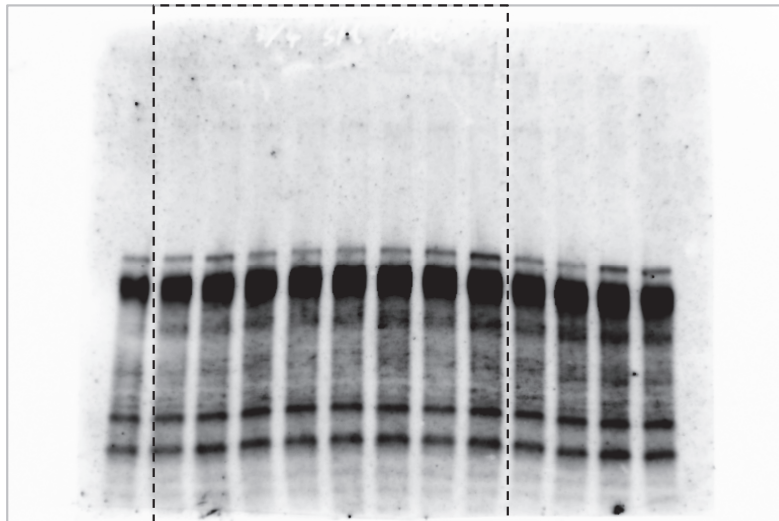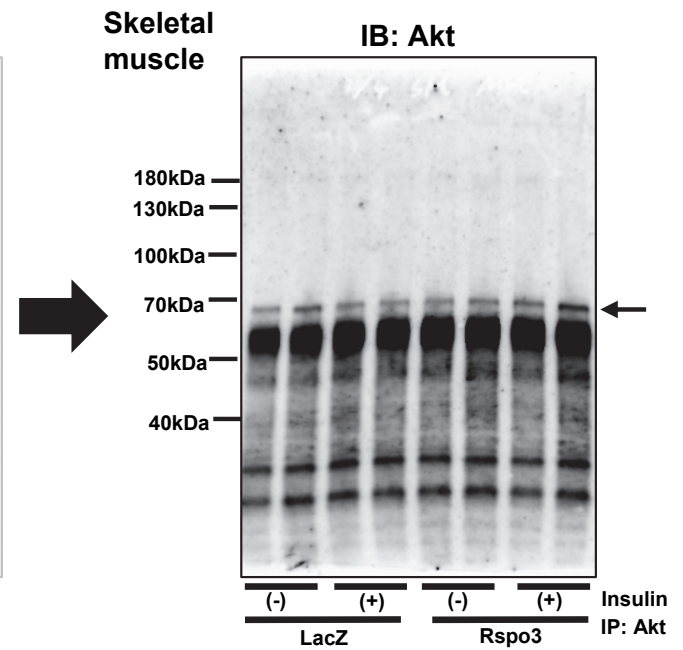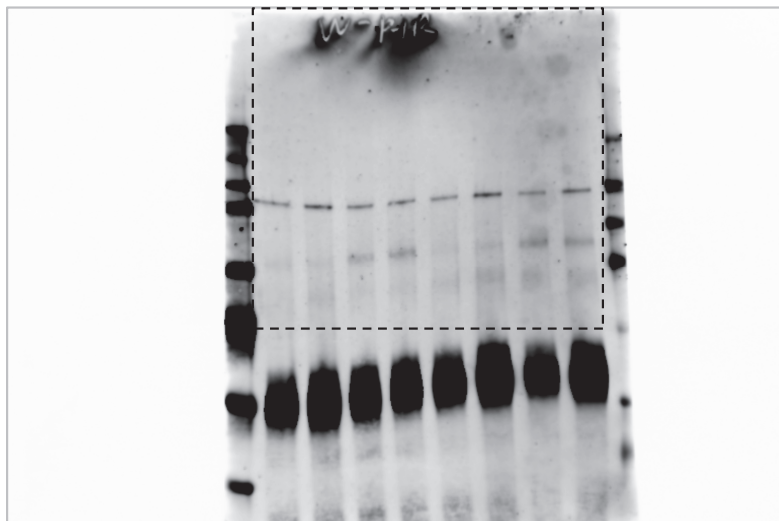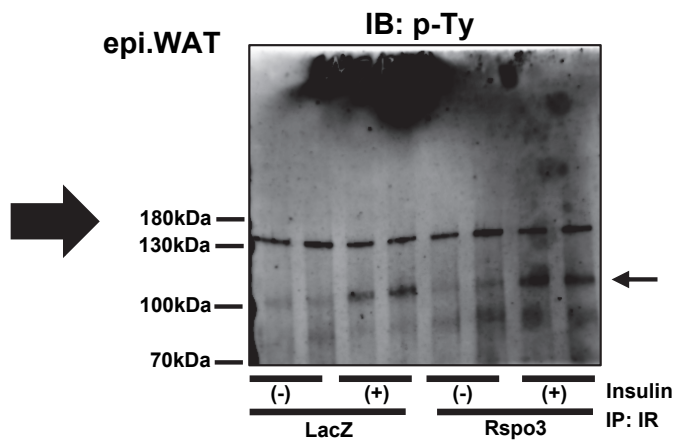

Supplemental Western Blot 8. Full western blots in Fig 4C

Fig 4C

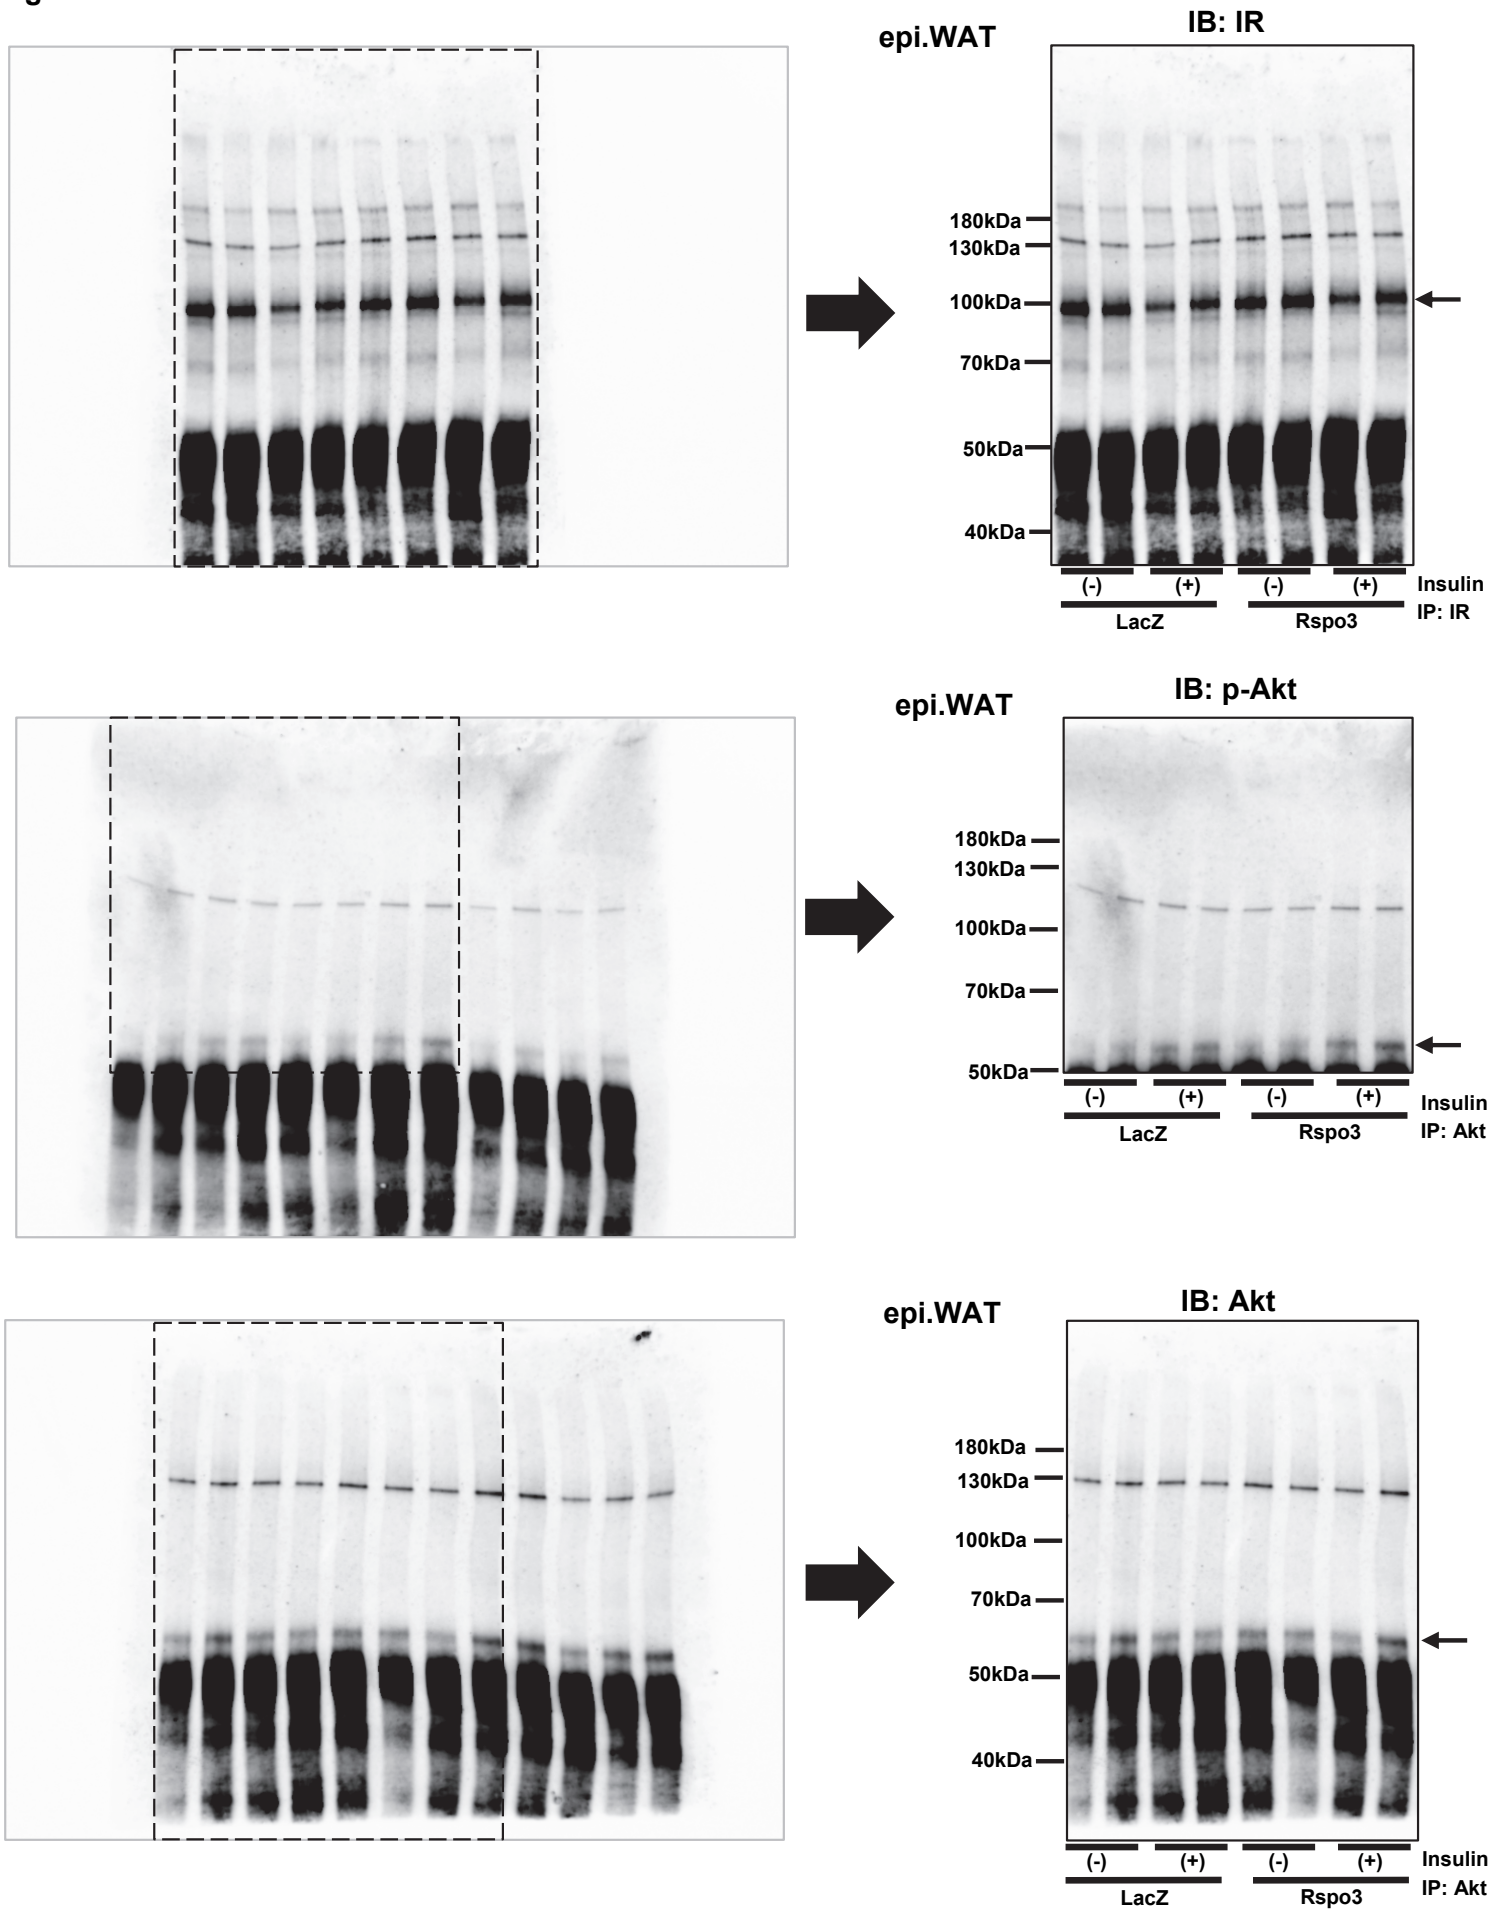

Supplemental Western Blot 9. Full western blots in Fig 4C

Fig 6A

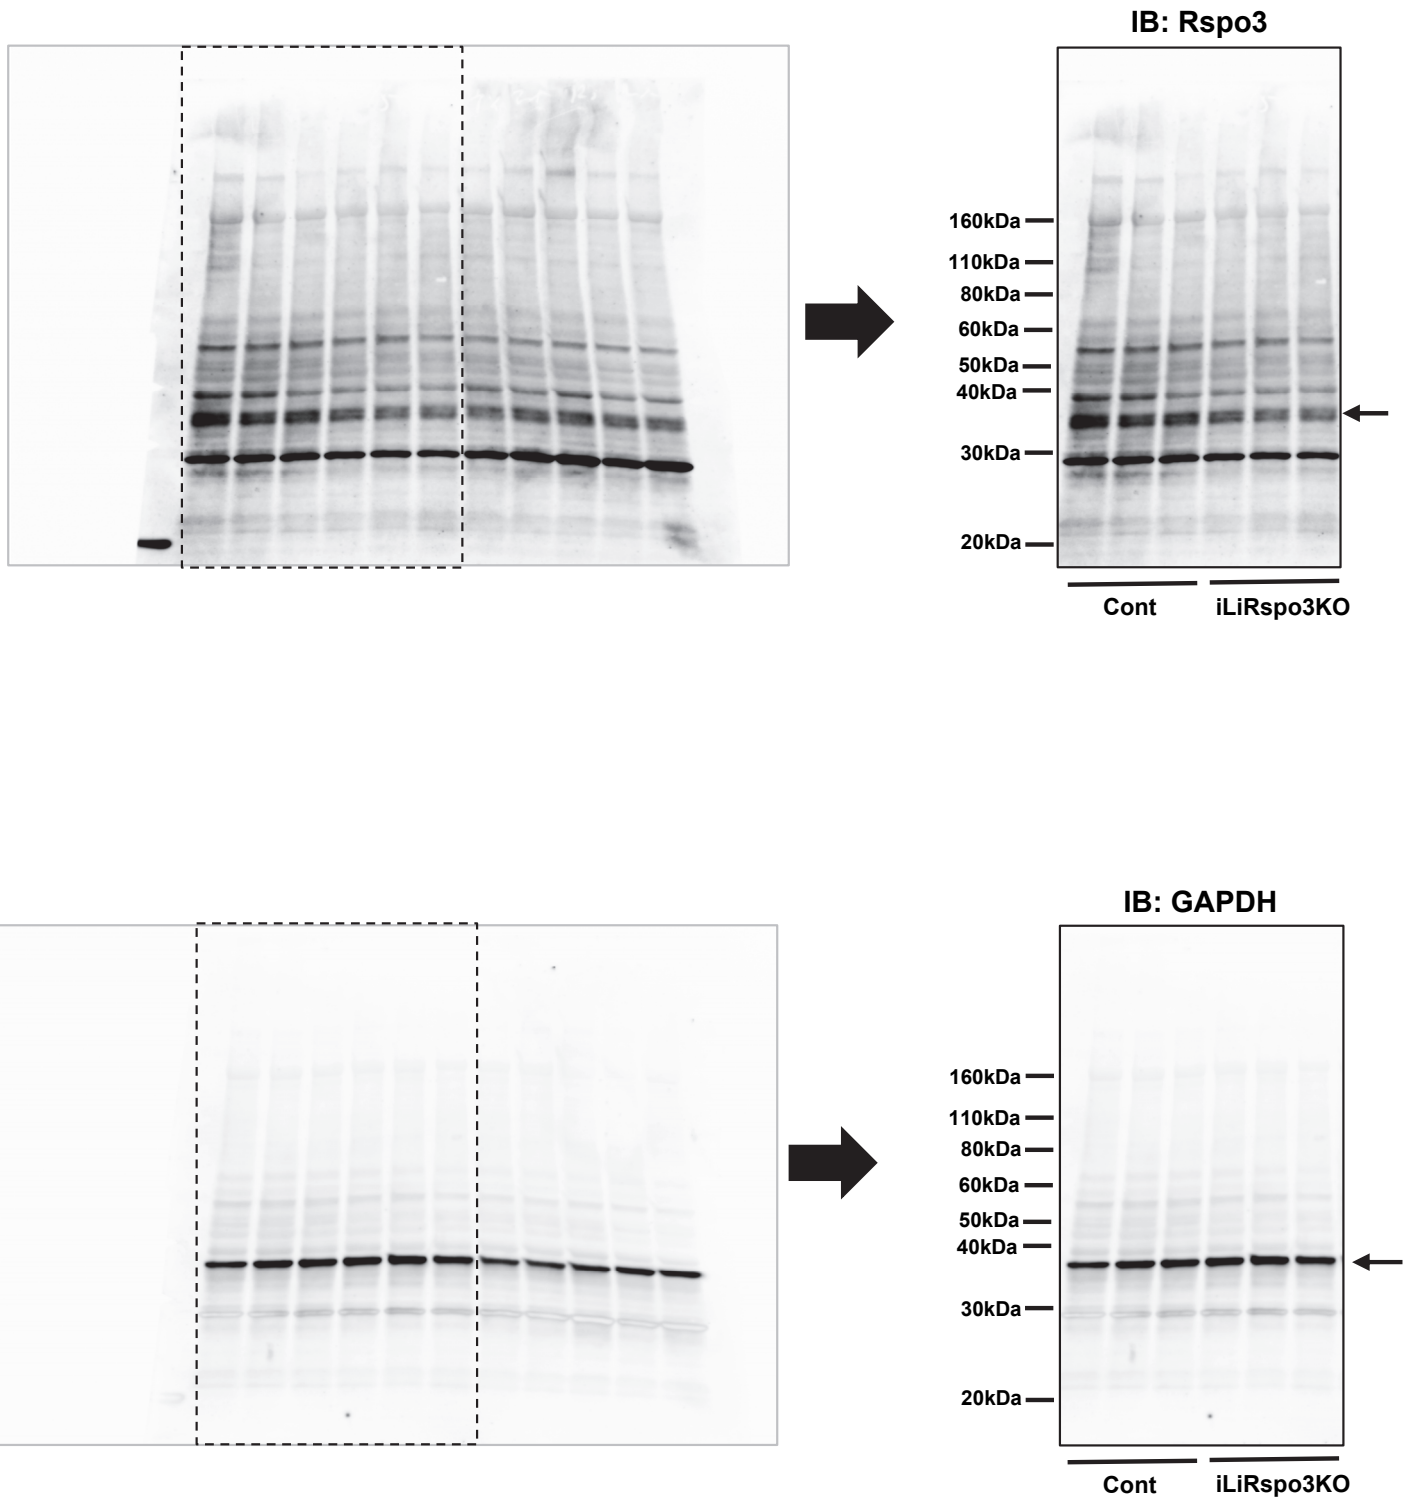

Supplemental Western Blot 10. Full western blots in Fig 6A

Fig 6E

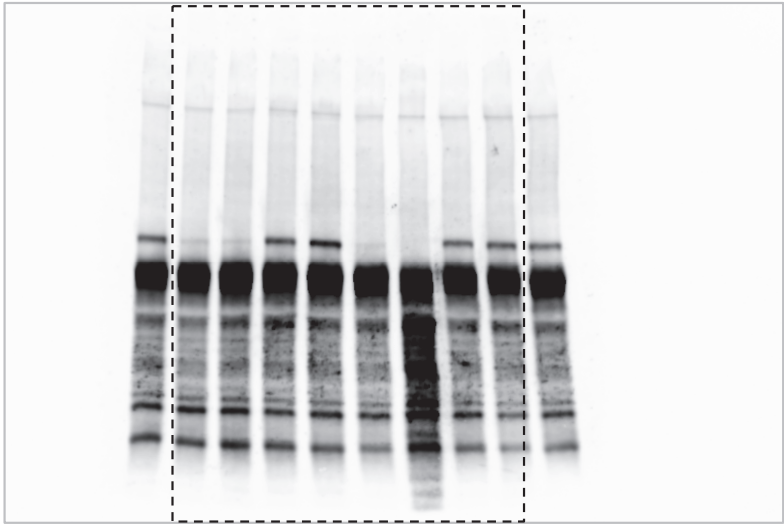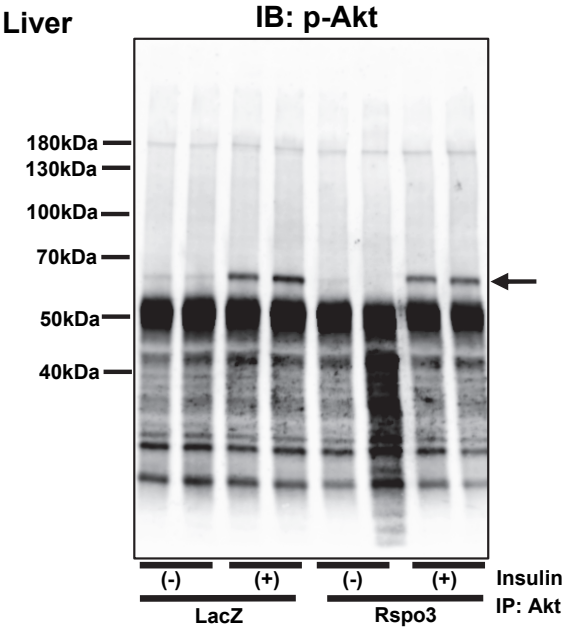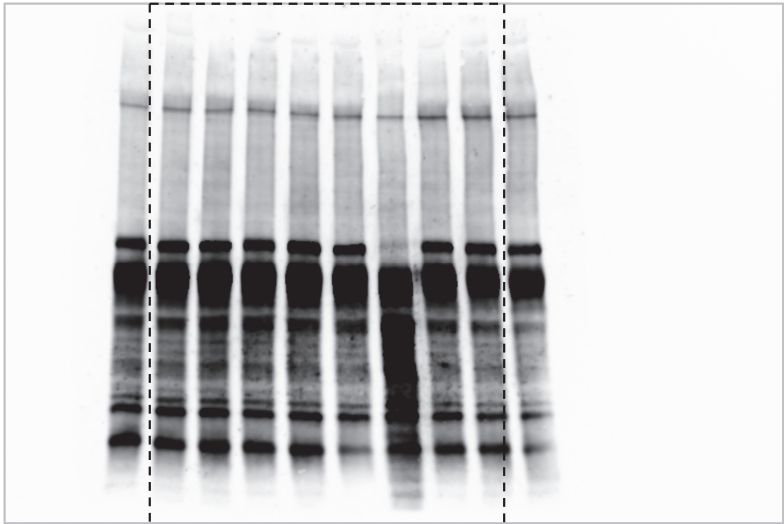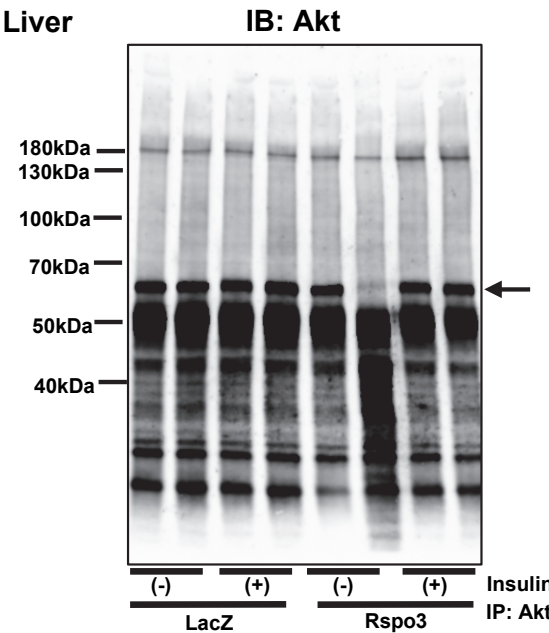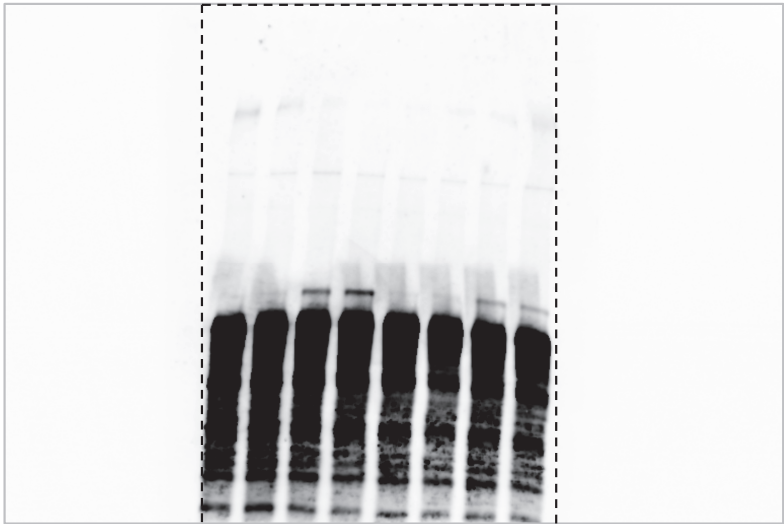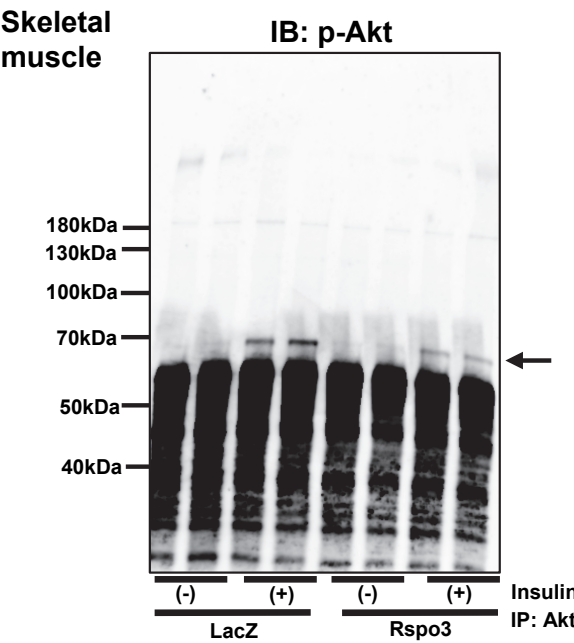

Supplemental Western Blot 11. Full western blots in Fig 6E

Fig 6E

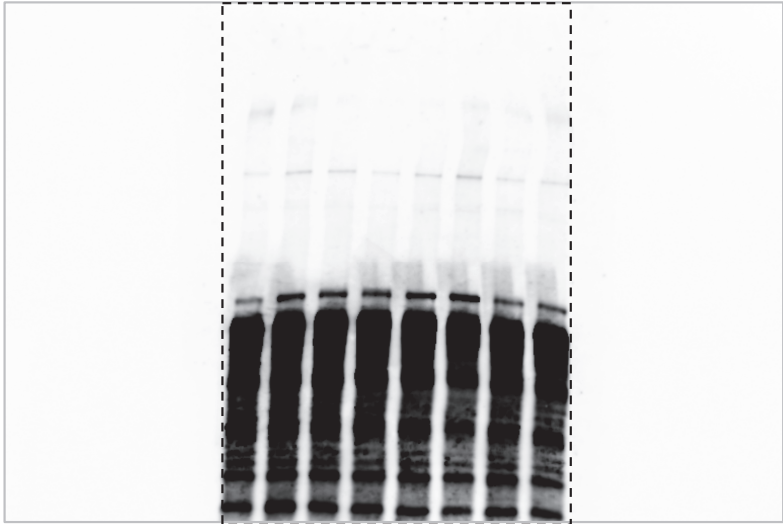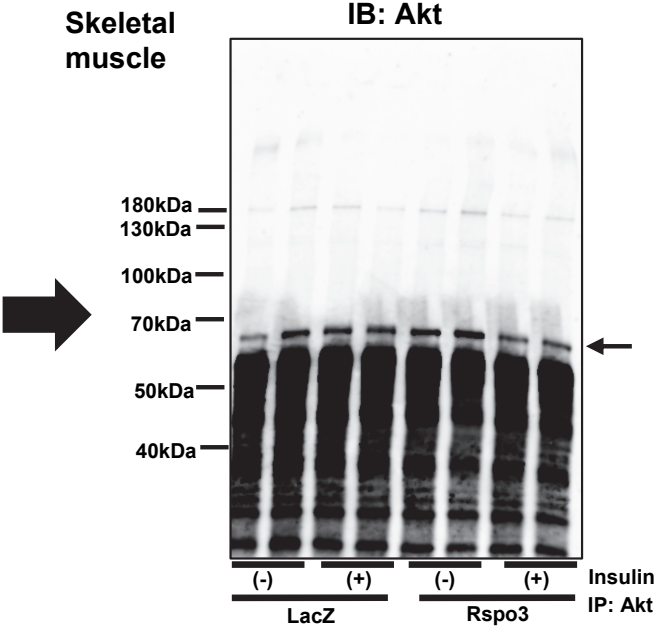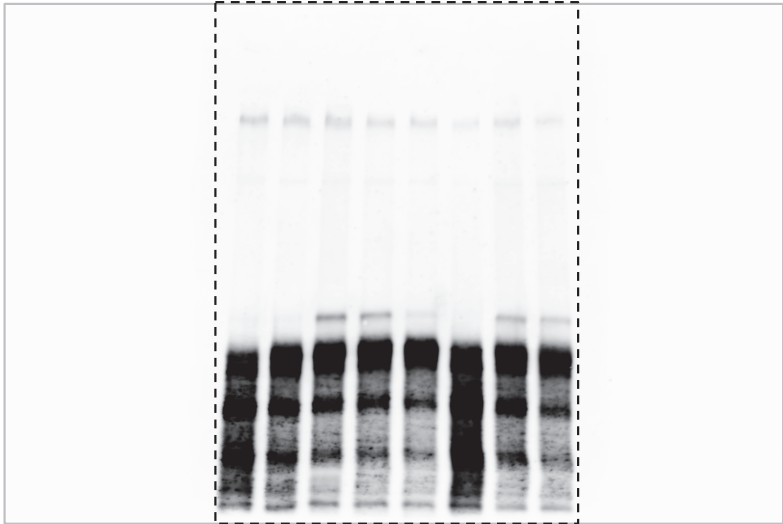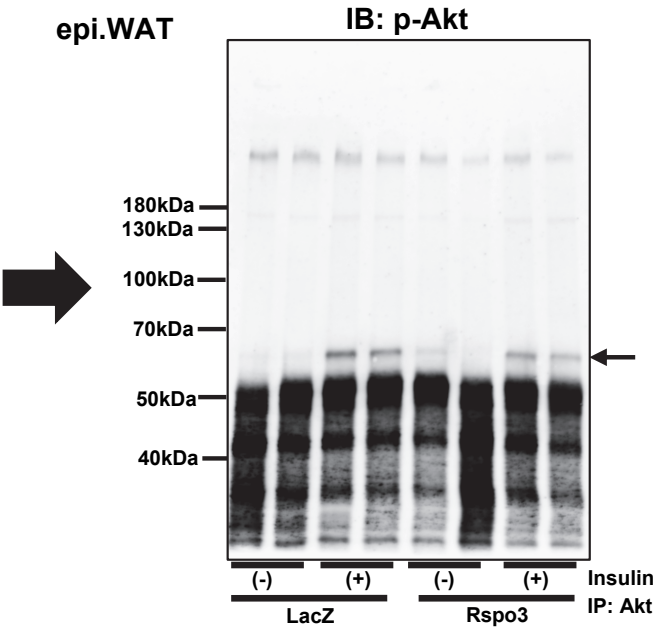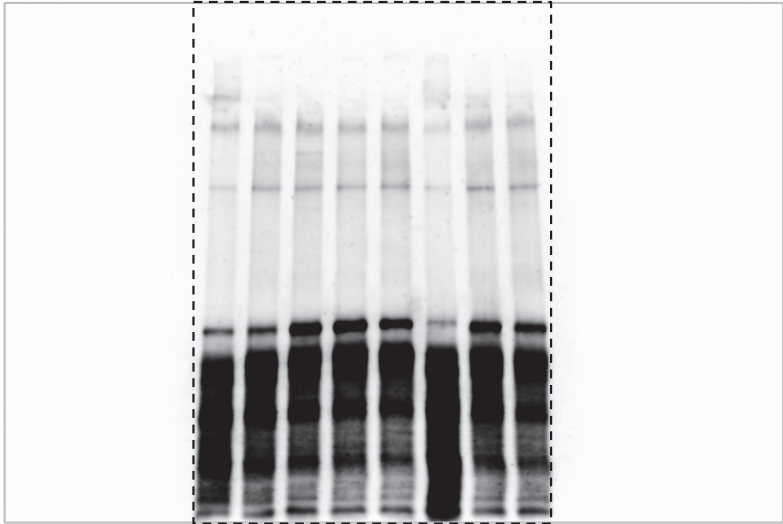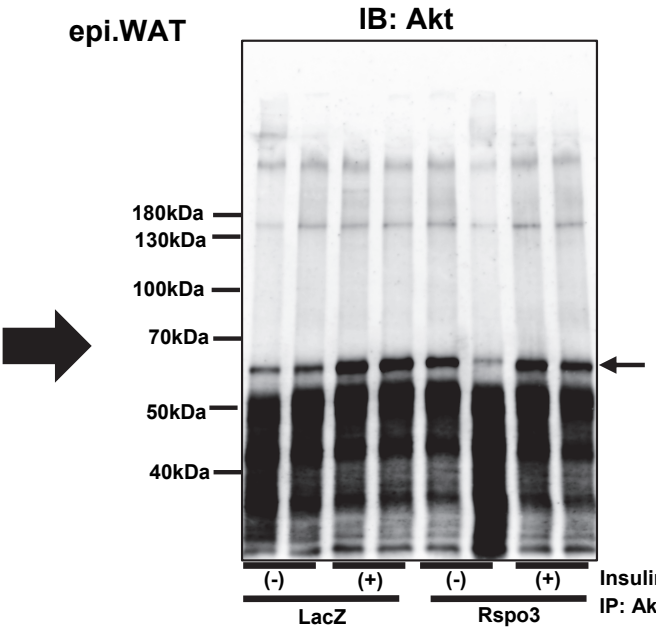

Supplemental Western Blot 12. Full western blots in Fig 6E

S12A Fig

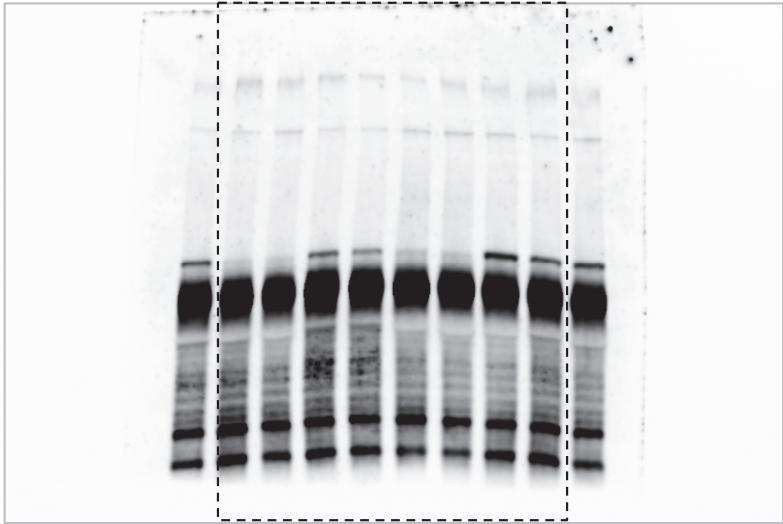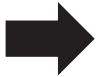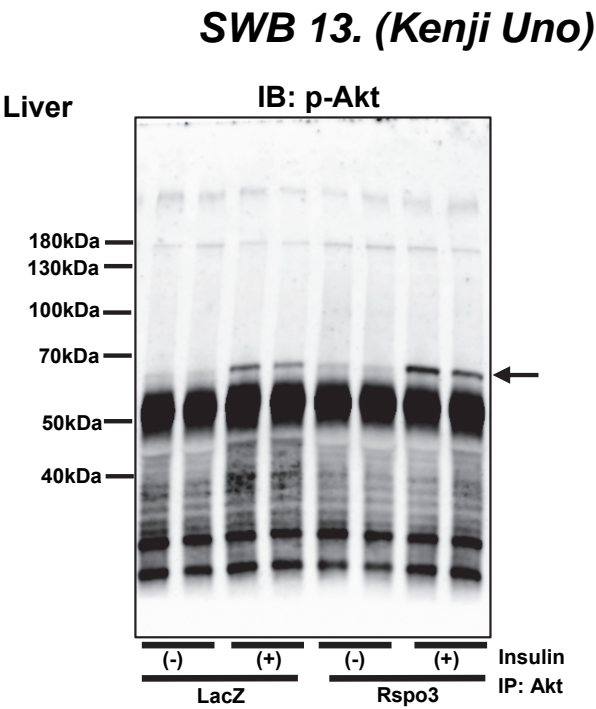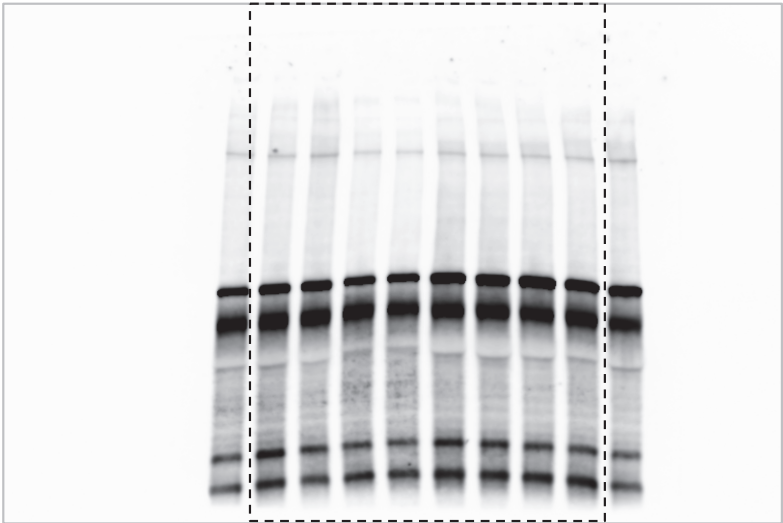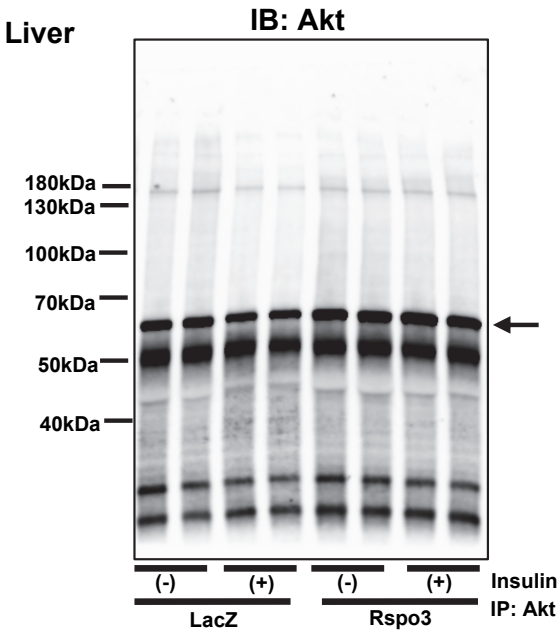

S13F Fig

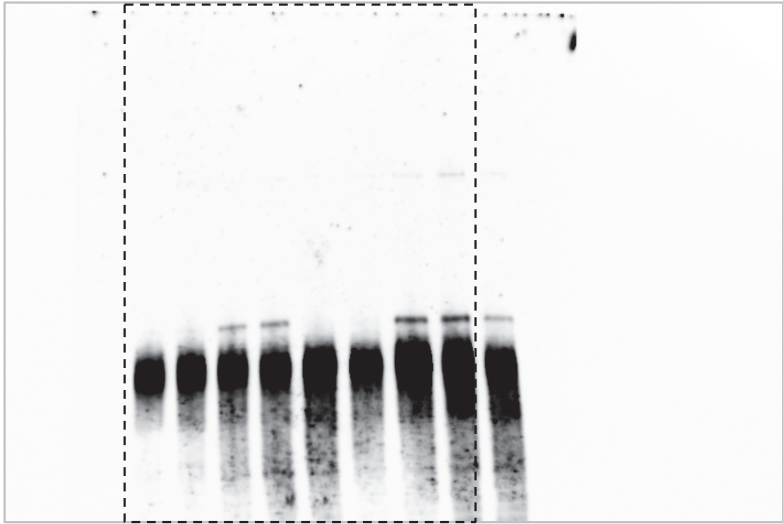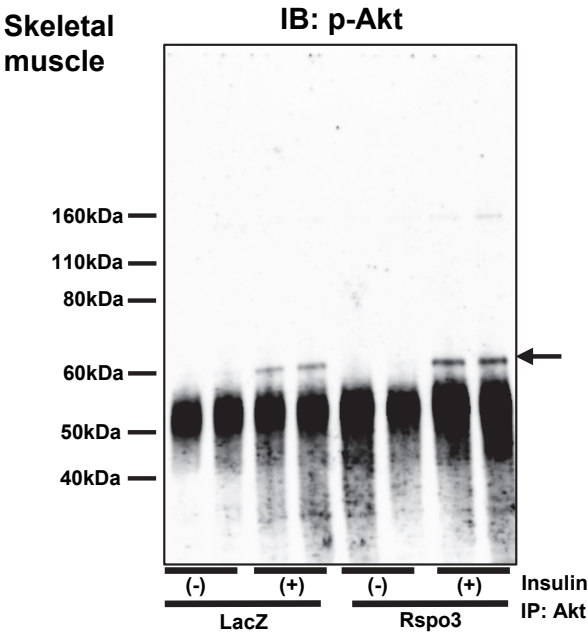

**Supplemental Western Blot 13.** Full western blots in S12A Fig and S13F Fig

**S13F Fig**

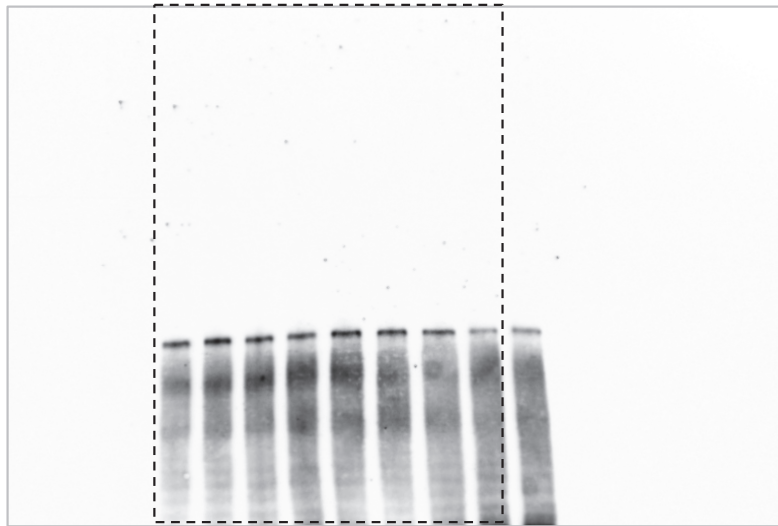**Skeletal muscle**

**IB: Akt**

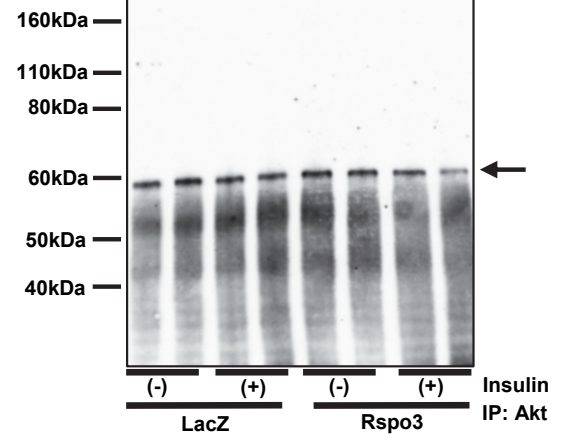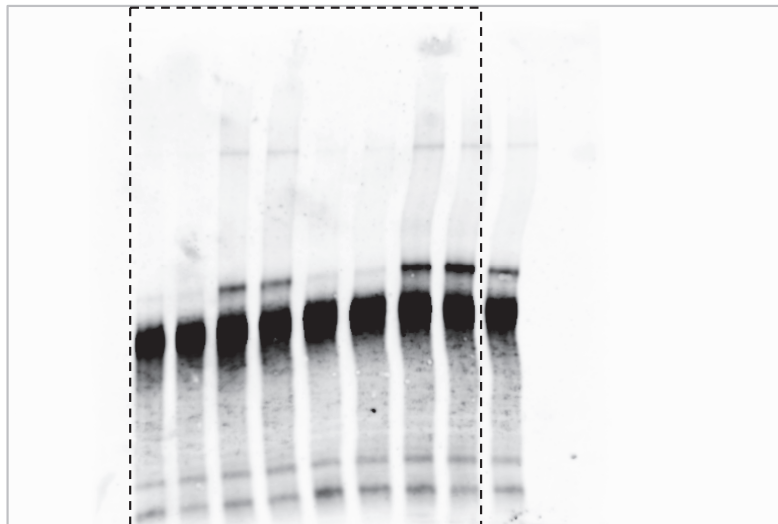**epi.WAT**

**IB: p-Akt**

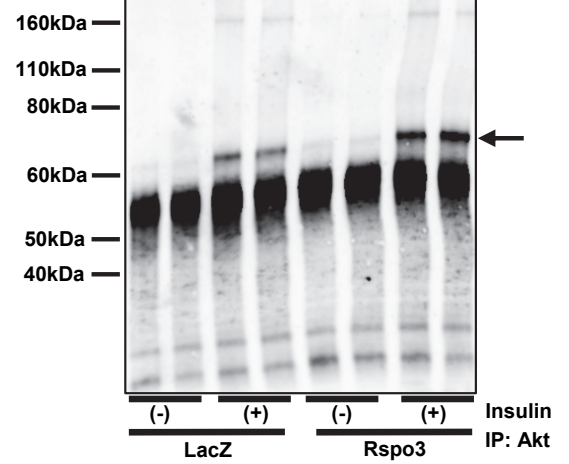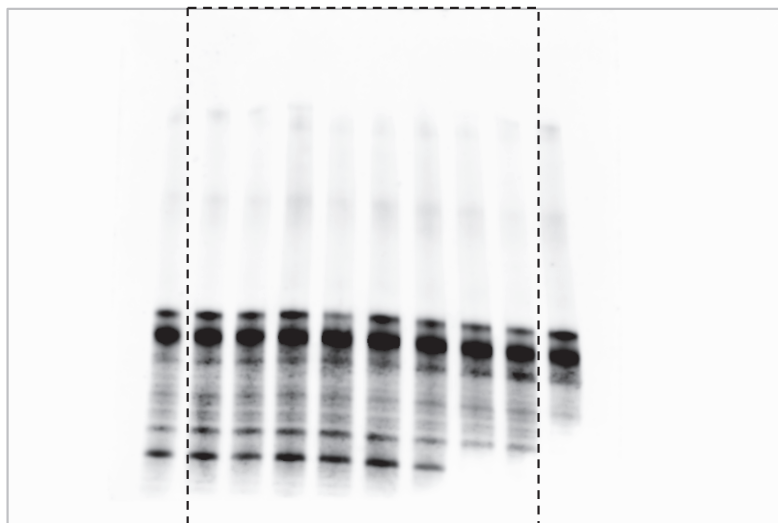**epi.WAT**

**IB: Akt**

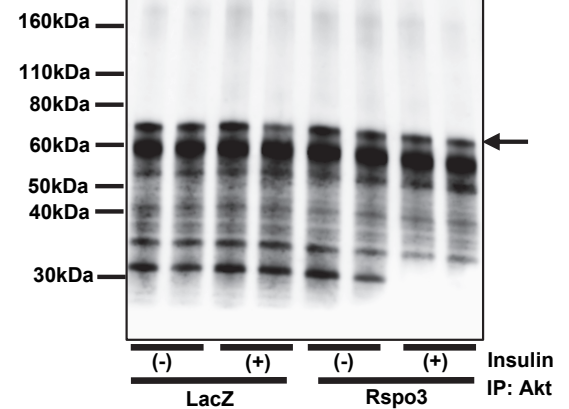

**Supplemental Western Blot 14. Full western blots in S13F Fig**

# Supplementary material for: Rspo3-mediated metabolic liver zonation regulates systemic glucose metabolism and body mass in mice
**Source:** PLoS Biol. 2025 Jan 24;23(1):e3002955. doi: 10.1371/journal.pbio.3002955
**Supplement:** S1 Text

**Supporting Text**

***qPCR Taqman probes***

Gapdh Assay ID: Mm99999915_g1

Rspo3 Assay ID: Mm01188251_m1

Pepck Assay ID: Mm01247058_m1

GK Assay ID: Mm00439129_m1

Srebp1c Assay ID: Mm00550338_m1

Fasn Assay ID: Mm00662319_m1

PPARγ Assay ID: Mm00440940_m1

PPARα Assay ID: Mm00440939_m1

PPARδ Assay ID: Mm00803184_m1

Cpt1a Assay ID: Mm01231183_m1

Ucp1 Assay ID: Mm01244861_m1

PGC1α Assay ID: Mm01208835_m1

β-catenin Assay ID: Mm00483039_m1

SCD1 Assay ID: Mm00772290_m1

Ki67 Assay ID : Mm01278617_m1

***qPCR primers***

Gapdh 5’-GACAAAATGGTGAAGGTCGGTGTG-3’

5’-CAATGAAGGGGTCGTTGATGGC-3’

Rspo3 5’-ATGCACTTGCGACTGATTTCT-3’

5’-GGCAGCCTTGACTGACATTAG-3’

MyoD 5’-TACAGTGGCGACTCAGATGC-3’

5’-TAGTAGGCGGTGTCGTAGCC-3’

Pepck 5’-CTGGCACCTCAGTGAAGACA-3’

5’-TCGATGCCTTCCCAGTAAAC-3’

GK 5’-CCAGAAGGCTCAGAAGTTGG-3’

5’-TCTGGTGTTTCGTCTTCACG-3’

Axin2 5’-GCAGGAGCCTCACCCTTC-3’

5’-TGCCAGTTTCTTTGGCTCTT-3’

LGR5 5’-CTTCACTCGGTGCAGTGCT-3’

5’-CAGCCAGCTACCAAATAGGTG-3’

Oat 5’-CAATTACCATCCTTTGCCTGTA-3’

5’-GTACTGCCTGCCTTCCACAT-3’

Cyp7a1 5’-CACCATTCCTGCAACCTTCT-3’

5’-TTGGCCAGCATCTGTAATG-3’

Rdh9 5’-GAGCGTGTTGGGAACAGAG-3’

5’-GTTTCTTCATCCACTCGTTGG-3’

Cyp2f2 5’-CCGGAACTTTGGAGGCATGAA-3’

5’-GGTCATCAGCAGGGTATCCAT-3’

Hsd17 5’-GATCCTGGAAAAAGGACCTGG-3’

5’-GTCTGAAGAGGGTGTCAAATCC-3’

BCAT2 5’-CTGATCGGGAATGAGCCCTC-3’

5’-TCTCCAGGGAAGTAGGAGCC-3’

BCKDH 5’-ATTGCCCAGGGATCAAGGTG-3’

5’-CACTGCTGCCCGGTAAAGTA-3’

β2AR 5’-TTCGAAAACCTATGGGAACG-3’

5’-GGGATCCTCACACAGCAGTT-3’

β3AR 5’-GGGAGGCAACCTGCTGGTA-3’

5’-GAAGTCACGAACACGTTGGTTATG-3’

***Rspo3 fragments for adenovirus***

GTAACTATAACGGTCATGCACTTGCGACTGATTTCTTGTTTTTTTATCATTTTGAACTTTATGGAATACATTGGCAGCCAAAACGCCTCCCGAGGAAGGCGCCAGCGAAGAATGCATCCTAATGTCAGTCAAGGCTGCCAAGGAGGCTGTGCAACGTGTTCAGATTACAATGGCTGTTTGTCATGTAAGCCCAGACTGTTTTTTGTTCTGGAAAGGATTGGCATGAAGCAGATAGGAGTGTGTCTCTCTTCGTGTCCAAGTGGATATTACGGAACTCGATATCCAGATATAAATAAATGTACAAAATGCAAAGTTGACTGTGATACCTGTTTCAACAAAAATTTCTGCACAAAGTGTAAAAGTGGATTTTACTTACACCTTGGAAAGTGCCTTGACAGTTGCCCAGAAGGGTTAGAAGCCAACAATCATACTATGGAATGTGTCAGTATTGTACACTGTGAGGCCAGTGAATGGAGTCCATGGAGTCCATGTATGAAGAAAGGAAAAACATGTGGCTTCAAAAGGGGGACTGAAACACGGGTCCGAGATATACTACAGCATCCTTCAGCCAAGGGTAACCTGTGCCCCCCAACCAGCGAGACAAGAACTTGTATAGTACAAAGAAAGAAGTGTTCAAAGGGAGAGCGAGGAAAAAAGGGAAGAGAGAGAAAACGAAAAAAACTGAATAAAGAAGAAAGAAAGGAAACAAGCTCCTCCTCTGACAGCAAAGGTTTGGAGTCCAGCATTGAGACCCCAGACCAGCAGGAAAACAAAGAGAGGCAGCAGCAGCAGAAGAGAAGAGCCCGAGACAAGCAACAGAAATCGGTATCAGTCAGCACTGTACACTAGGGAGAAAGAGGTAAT

coding region of Rspo3 (834 bases)

The underlined sequences indicate the recognition sequences of In-Fusion ligation in pAdenoX vector.

***CRISPR RNA (crRNA)***

5’ crRNA GGGACAATTTGAACCCGGCA

3’ crRNA CCACAGGAGATAGCAACTCG

***trans-activating CRISPR RNA (tracrRNA)***

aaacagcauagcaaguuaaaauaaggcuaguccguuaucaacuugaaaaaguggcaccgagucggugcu

***single strand oligo donor DNA (ssODN)***

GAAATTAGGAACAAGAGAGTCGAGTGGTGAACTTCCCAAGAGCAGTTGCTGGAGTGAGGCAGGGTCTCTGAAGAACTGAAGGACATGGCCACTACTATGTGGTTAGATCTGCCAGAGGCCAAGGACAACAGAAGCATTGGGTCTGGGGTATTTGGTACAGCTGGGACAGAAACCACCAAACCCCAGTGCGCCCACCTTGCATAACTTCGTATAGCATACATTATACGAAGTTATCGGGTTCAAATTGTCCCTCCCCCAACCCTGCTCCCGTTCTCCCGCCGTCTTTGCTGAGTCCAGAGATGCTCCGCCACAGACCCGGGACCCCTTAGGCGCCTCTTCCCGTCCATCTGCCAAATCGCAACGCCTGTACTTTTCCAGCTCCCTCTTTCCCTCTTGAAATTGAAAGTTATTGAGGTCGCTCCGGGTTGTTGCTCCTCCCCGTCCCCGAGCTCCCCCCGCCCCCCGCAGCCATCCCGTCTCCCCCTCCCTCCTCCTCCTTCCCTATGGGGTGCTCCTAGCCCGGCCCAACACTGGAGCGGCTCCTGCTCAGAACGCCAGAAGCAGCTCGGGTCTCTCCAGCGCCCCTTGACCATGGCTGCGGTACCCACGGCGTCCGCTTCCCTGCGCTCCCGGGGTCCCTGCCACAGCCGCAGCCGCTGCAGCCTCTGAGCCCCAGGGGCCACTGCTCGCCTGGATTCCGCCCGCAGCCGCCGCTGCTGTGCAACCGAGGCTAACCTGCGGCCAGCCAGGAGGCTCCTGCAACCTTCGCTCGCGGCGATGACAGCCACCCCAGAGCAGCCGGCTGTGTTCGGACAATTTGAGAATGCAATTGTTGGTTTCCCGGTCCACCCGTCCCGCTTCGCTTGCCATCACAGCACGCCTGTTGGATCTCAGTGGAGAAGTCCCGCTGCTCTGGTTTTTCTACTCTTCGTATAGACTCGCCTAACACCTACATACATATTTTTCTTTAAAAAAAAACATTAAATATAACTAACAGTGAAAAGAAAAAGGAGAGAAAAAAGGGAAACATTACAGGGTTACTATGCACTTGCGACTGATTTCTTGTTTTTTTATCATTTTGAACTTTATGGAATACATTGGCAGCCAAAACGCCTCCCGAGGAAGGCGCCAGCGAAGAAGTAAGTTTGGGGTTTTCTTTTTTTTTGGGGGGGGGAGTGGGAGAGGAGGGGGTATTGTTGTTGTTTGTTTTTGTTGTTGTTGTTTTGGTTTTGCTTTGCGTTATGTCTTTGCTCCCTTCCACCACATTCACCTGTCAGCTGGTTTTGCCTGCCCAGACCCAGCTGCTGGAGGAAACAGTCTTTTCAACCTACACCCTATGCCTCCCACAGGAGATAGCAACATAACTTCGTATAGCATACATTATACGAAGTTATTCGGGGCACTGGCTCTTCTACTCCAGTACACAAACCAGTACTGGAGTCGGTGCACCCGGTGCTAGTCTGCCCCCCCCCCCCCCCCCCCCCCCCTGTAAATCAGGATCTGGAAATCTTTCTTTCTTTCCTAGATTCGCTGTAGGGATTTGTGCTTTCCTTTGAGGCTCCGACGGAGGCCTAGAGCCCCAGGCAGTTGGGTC

LoxP site (34 bases)

Exon1 (636 bases)

How the deposited data were processed for this re-analysis (not part of the article)

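Liver RNA of 12 male mice was measured by RNA-sequencing: 4 lean control mice and 4 obese (ob/ob) control mice that had received LacZ adenovirus, and 4 obese mice that had received Rspo3 adenovirus. The groups and mouse numbers were taken from the sample labels and the paper. The sequencing was performed commercially after removal of ribosomal RNA and strand-specific library preparation. The authors deposited a signal per gene and mouse that is called normalized counts, as gene counts multiplied by a factor for each mouse, for 15306 gene symbols. In all mice 100% of the deposited values were whole multiples of the value of 1 read, and the scale departed from edgeR's TMM scale by 0% at most. The aligner, the counting tool, the genome build, the annotation and any filter on genes are not named in the paper's text. No mitochondrially encoded gene is listed, and 0 value columns were left unused. Of the symbols, 14685 were found in GENCODE M21 for GRCm38, 458 more through an older symbol, and 163 had no match.

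The recovered reads per mouse ranged from 8231281 to 9954318. The mean normalized counts per mouse summed to 1126080 in lean control mice, 1084660 in obese control mice and 919268 in obese Rspo3-mice, so that a change is relative to the bulk of genes and not to the total RNA of a liver. Normalized counts of replicate mice differed by more than the sampling noise of the reads in every pair, with a chi-square per degree of freedom of 6.35 to 27.5, and each mouse was used as 1 replicate.

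Values were tested as log2(normalized count + 1) with limma 3.58.1 in R 4.3.3, with an intensity trend in the empirical Bayes step, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. Each comparison used only its own 8 mice. Genes entered with a mean of at least 10 normalized counts over those mice, which is stricter than 10 reads, since 10 normalized counts stood for 81.8 to 98.6 reads. The design, which had been set for normalized or raw counts, was kept as written for normalized counts. Fold changes written as folds are ratios of mean normalized counts, and SDs are over the 4 mice of a group. Exact permutation tests compared the difference in mean log2 values over all 70 arrangements of 8 mice, two-sided, and 0.0286 is the smallest p-value they allow. Gene sets were tested with camera at a preset correlation of 0.01, with fry and with camera at an estimated correlation. The genes named in the text are every hepatic gene the paper names and, in each comparison, the 5 largest rises and 5 largest falls among called genes with a mean of at least 100 normalized counts and no overlap between the groups, with members of the gene sets where a set is reported. This rule, the gene sets, the tests and all alternatives but the filter at a mean of at least 1 normalized count were fixed before the data were examined. Tests that are named below as chosen after the results were seen are the exception. The lists of sex-biased liver genes and of recruited and resident macrophages were written later, after the results were seen. Lists for T and NK cells, cholangiocytes, adipocytes and exocrine pancreas had too few genes above the filter and were not tested as sets, and the T and NK cell genes are described one by one.

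The test was tried on simulated reads drawn from the means, dispersions and depths of these mice, with 200 genes changed by known folds. For obese Rspo3-mice against obese control mice it recovered 197 of the 200 among 8154 genes, with 9 false calls among 206, and for lean against obese mice 199 among 7990 genes, with 9 false calls among 208. With no gene changed it called 0 of 8159 and 0 of 8008 genes. DESeq2 made 27 false calls among 224 in the former simulation. A simulation of the comparison of both effects gave 57.4% opposite signs for no effect of Rspo3 and 98.2% for a reversal by a slope of -0.5.

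The alternatives were pseudocounts of 0.5 and 10, no filter, at least 10 normalized counts in every mouse, means of at least 100 and of at least 1, rescaling by median ratios, quantile normalization, all 12 mice in 1 fit, limma without trend or with robust variances, edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0 on the recovered reads, and each mouse left out in turn. A threshold of 0.01 was applied to the counts of all called genes alone, and a minimum log2 fold change of 1 to these counts and to the comparison of both effects. The recovered reads were not the main measure, since the authors deposited normalized values. On them edgeR called 3896 genes for obese Rspo3-mice against obese control mice and 4020 for lean against obese mice. Coordinates are for GRCm38, and the share of a gene's 50-base stretches found in other annotated transcripts was taken as a measure of reads that cannot be assigned to 1 gene. The paper gives an unpaired test for 2 groups for the whole article and does not name the test behind its RNA-sequence folds in the text. GO and KEGG enrichment was not repeated here, as the terms' full gene lists were not used here. Tissues and mice other than these 12 livers were not analysed here. Results of some single genes are not reported here, though counts of genes and gene sets include them.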

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

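The tests of gene sets by camera and their alternatives were fixed before the data were examined. The other tests of the macrophage, T and NK cell, interferon and cholesterol synthesis genes were chosen only after these results were seen.

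In 8 of 144 groups of 4 mice, made of the named genes and of the reads counted per mouse in each group, 1 mouse lay far from the others by Dixon's test, in which the gap to the nearest mouse is divided by the group's range. This is 5.56% of the groups, where chance gives 5%, and no mouse stood out in more than 2 genes. In lean control mouse 1 Ppara was 546 normalized counts against 643 to 651 in the others (gap over range 0.926). Without it the log2 fold change of obese over lean mice was 0.21, against 0.27 with it, and the gene was called in both fits. Pdk4 in lean control mouse 11 was 3.42 against 2.79 to 2.80 (0.969). Lean control mouse 3 had 252 against 240 to 242 for Ctnnb1 (0.858) and 32.2 against 51.6 to 53.4 for Cd36 (0.932). Rnase4 in obese control mouse 7 was 157 against 198 to 206 (0.859), and Gls2 in obese control mouse 1 was 540 against 354 to 372 (0.880). Leaving that mouse out moved the log2 fold change of Gls2 with Rspo3 from -2.31 to -2.17. In the obese Rspo3-mice, Mup7 was 4.26 in mouse 2 against 2.02 to 2.26 (0.864). Leaving out the mouse concerned changed no call of these genes. No explanation beyond chance was tested for single mice.

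Cholesterol synthesis genes, which the paper does not discuss for these mice, were higher in the obese Rspo3-mice by a mean log2 fold change of 0.79, with Sqle (2.79-fold) and Idi1 (2.49-fold) among the largest. A mean shift as large was seen in 1 of the 35 splits of the 8 mice, the real one. Every other split mixes mice of both groups, and sets that were not called reached 1 of 35 too, so this share adds little. With an estimated correlation camera did not call the set (adjusted p = 0.416). The authors' scaling argues little against the rise, since the larger camera adjusted p with median ratios or quantiles in its place was 5.3e-08, and with the trend on GC content removed it was 3.6e-07. Quantile normalization, which lowered the rank of other sets, gave a larger mean of 0.91. As a hypothesis, the synthesis of sterols may be raised by Rspo3, and whether this follows from Wnt signaling or from the changed lipid content of the liver was not tested.

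Interferon response genes were higher by a mean log2 fold change of 0.996, with all 11 tested members up and 10 called (camera, adjusted p = 1.3e-05), such as Irf7 (2.76-fold) and Bst2 (1.73-fold). No mouse alone accounts for this, as the largest adjusted p with 1 mouse left out was 2.8e-05. Nor does the scaling, for which the larger adjusted p of median ratios and quantiles was 4.7e-05. Both groups had received adenovirus, so the presence of a virus does not separate them, and a difference in the response to the preparations of the viruses may be the reason and cannot be excluded here.

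Macrophage genes were higher by a mean log2 fold change of 0.976 (camera, adjusted p = 1.9e-05), with 8 of the 10 tested genes up, such as Cd5l (3.45-fold) and Adgre1 (2.93-fold), and with Clec4f (0.670-fold) and Vsig4 (0.606-fold) down. A lower share of hepatocytes would raise the other cell types alike, but the change exceeded that of the liver endothelial genes by 0.747 on the log2 scale (exact permutation p = 0.0286), and that of the stellate cell genes by 0.541 (exact permutation p = 0.0571). The endothelial genes had a mean log2 fold change of 0.23 (adjusted p = 0.151) and the stellate cell genes 0.43 (adjusted p = 0.0968). Without obese Rspo3-mouse 2 the endothelial mean was 0.36 and the set was called higher (camera, adjusted p = 0.0277). Blood left in the tissue would bring erythroid genes along, and these changed by -0.91 (exact permutation p = 0.0286, camera adjusted p = 0.127). A list of 12 genes of recruited macrophages, of which 11 had a mean of at least 1 normalized count, rose by 1.52 on the log2 scale with all 11 up (exact permutation p = 0.0286), led by Gpnmb, from 3.20 to 39.2 normalized counts. A list of 10 genes of resident Kupffer cells changed by 0.15 (exact permutation p = 0.286), with 7 up, while Cd163 fell from 17.3 to 2.99 and Timd4 from 3.28 to 0.617. The difference between these lists, 1.37, is consistent with more recruited macrophages in the livers of obese Rspo3-mice, a hypothesis found and tested on the same mice. A change of the resident cells' own expression stays open.

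All 12 genes of T and NK cells were higher in every obese Rspo3-mouse than in every obese control mouse, although they are below the filter. Their sum was 18.7 to 33.4 normalized counts in the obese Rspo3-mice, 2.35 to 4.34 in the obese control mice and 2.79 to 5.11 in the lean control mice. The largest were Ccl5, with a mean of 6.13 normalized counts with Rspo3 and 0.816 without, and Gzmb, with 4.44 and 0.292. The sum rose by 2.65 on the log2 scale (exact permutation p = 0.0286), which exceeds the change of the endothelial genes' sum, 0.09 (exact permutation p = 0.743), by 2.56, so a lower share of hepatocytes alone does not account for it. As with the macrophages, an inflammatory response to the virus preparation and an effect of Rspo3 cannot be separated by these groups, and more lymphocytes in the tissue may be a candidate explanation.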

How the results depend on the processing

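The test with a mean of at least 1 normalized count was added after the data were seen, and the others were set in advance.

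For obese Rspo3-mice against obese control mice (3906 genes) the count was 3904 and 3913 with pseudocounts of 0.5 and 10, 3915 with median ratios (98.6% of the calls shared), 3910 with quantile normalization (82.5% shared), 3896 with edgeR and 3624 with DESeq2, and 5749 without a filter and 5484 at means of at least 1. Stricter settings, which restrict the genes by construction, gave 1062 genes at means of at least 100 normalized counts, 389 at a log2 fold change of at least 1 and 2756 at an adjusted p-value under 0.01. For obese against lean mice (4056 genes) these stricter settings gave 1101, 383 and 2788, no filter 5010 and means of at least 1 normalized count 4925. Leaving out 1 mouse gave 3467 to 3796 and 3560 to 3861 genes. The share of higher genes with Rspo3, 38.3%, was 20.2% at means of at least 100, 36.9% with median ratios, 47.2% with quantile normalization, 48.9% with DESeq2 and 53.1% without a filter. Between lean and obese mice it was 49.7%.

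Mice 1 and 3 share their numbers between the lean and the obese control mice but are different animals, so they share only a number. Deviations from the group means correlated at 0.0487 for mice 1 and at 0.0454 for mice 3, and at 0.081 and -0.0758 for the crossed numbers. With the number as a replicate block, 2166 genes were called, 2081 of them shared, and the directions of Arg1 (0.0359), Gls2 (0.15), Sds (0.52), Cyp2f2 (-0.0697) and Axin2 (0.12), none of them called in either fit, were reversed. Mice whose number occurs in only 1 group add nothing to the comparison in this fit. It rests on mice 1 and 3 of each group and cannot judge the main fit. Rdh9, called lower in obese mice in the main fit, lost its call with this block (limma adjusted p = 0.0732).

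Of 16 marker genes, 13 were called with Rspo3 and 11 to 14 in the alternatives run for them, which did not include an adjusted p-value under 0.01 or a minimum log2 fold change. Between lean and obese mice 8 were called, and 5 at means of at least 100, because fewer of them were tested. The 6 gene sets called in each comparison were 10 and 12 by fry and 0 and 0 with an estimated correlation, the cause of which was not tested; leaving out a mouse gave 6 to 8 and 5 to 7. The Rspo3 gene's log2 fold change stayed between 1.37 and 1.63 with a mouse left out. The share of genes changed opposite to obesity, 64.3%, ranged from 62.7% to 65.9% across the 12 fits that each left out 1 mouse, and was 61.9% for genes with a log2 fold change of at least 1, no longer outside the range without effect.

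Apart from Gapdh, directions reversed only for results that were not called in the main setting. With quantile normalization the log2 fold change with Rspo3 was 0.0736 for Gapdh (called lower in the main setting), 0.0604 for the pericentral set, 0.17 for glycolysis, 0.15 for glycogen metabolism and 0.0671 for phosphatidylcholine synthesis, and for Srebf1 in obese against lean mice it was -0.0256. Glycogen metabolism with Rspo3 was 0.14 without a filter and at means of at least 1, and -0.0304 to 0.0203 with a mouse left out. For lean and obese mice, the erythroid set was -0.0664 without a filter and at means of at least 1, the interferon set 0.0274 with all 12 mice in 1 fit, and Axin2 0.0039 with median ratios. Across fits that left out 1 mouse in that comparison, the values ran from -0.23 to 0.30 for Cyp7a1, -0.33 to 0.0932 for Sds, -0.0402 to 0.0816 for Cyp2f2, -0.12 to 0.0750 for Axin2, -0.12 to 0.18 for Srebf1, -0.19 to 0.0347 for the interferon set and -0.0854 to 0.22 for the erythroid set.

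Of 77 results for named genes, 47 changed neither direction nor call in the alternatives run for them, which again had no stricter threshold of p-value or fold change, and 30 did. Apart from reversals and left-out mice, there were 28 instances in which a gene lost its call and 15 in which it gained 1, and for gene sets 14 and 15. Quantile normalization caused the most among genes, 11 losses and 5 gains, the cause of which was not tested; losses with Rspo3 included Oat, Arg1, Aldh1b1, Ppara and Scd1. When 1 mouse was left out, genes lost their call in 22 instances and gained it in 8. The filter left Avpr1a, Lgr5 and Ppard untested with Rspo3, as their means over both groups were under 10 normalized counts.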

Differences from the paper's values

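The paper's fold changes were compared with ratios of mean normalized counts for 21 gene results, of which 18 round to the paper's value and 20 lie within 2% of it. For Sds in obese Rspo3-mice the paper's value is 0.28-fold and the ratio here was 0.155-fold. Over 20 alternatives set before the data were examined the ratio was 0.141 to 0.174, and none of them closed the gap.

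The paper describes Oat as increased by Rspo3 and decreased by obesity in its RT-PCR; in the RNA-sequence data Oat was 0.689-fold with Rspo3 and 2.20-fold in obese against lean mice. It also gives Lgr5, Axin2 and Cyp7a1 as decreased in obese mice, where the ratios here were 0.819, 0.981 and 1.01. The paper's RT-PCR is relative to Gapdh. Gapdh was itself higher in the obese mice here, with log2 fold changes of 0.765 to 0.981 over 21 alternatives. A ratio to Gapdh would therefore lie below these ratios, so the values are on different scales and need not disagree. The paper describes SREBP1c as increased by Rspo3, while Srebf1 was 0.811-fold (limma adjusted p = 0.297), and PPARα as not elevated, while Ppara was 0.750-fold (limma adjusted p = 0.00838). Of PDK4 the paper reports a lower protein level in the cytoplasm with Rspo3; the mRNA was 1.72-fold (limma adjusted p = 0.0473, exact permutation p = 0.0857). This call was lost in 11 of 20 alternatives, among them quantile normalization (limma adjusted p = 0.0538), DESeq2 (adjusted p = 0.0572) and 6 fits with 1 mouse left out. The paper also reports less hepatic Rspo3 mRNA in obese than in lean mice. No decrease was seen here, where the log2 fold change in obese against lean control mice was 0.0789. Rspo3 counts in these groups were low, all these mice had received LacZ adenovirus, and RT-PCR is relative to Gapdh, so the measures differ.

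The paper gives p-values under its threshold for some genes that were not called here with Rspo3. Cyp7a1 (limma adjusted p = 0.0933) was called with quantile normalization, with DESeq2 and without obese control mouse 1 or obese Rspo3-mouse 2. Fasn (limma adjusted p = 0.0562) was called with quantile normalization, without obese control mouse 3 and when adjusted over the list alone. Cpt1a (limma adjusted p = 0.144) was called with quantile normalization, with DESeq2 and without obese Rspo3-mouse 2. Ppard, untested in the main setting, was called without a filter (limma adjusted p = 0.0462) and at a mean of at least 1 normalized count (0.0356), a setting chosen after seeing the values. Avpr1a with Rspo3 was tested only without a filter (limma adjusted p = 0.0898) and at a mean of at least 1 normalized count (0.0942), chosen after seeing the values, and was called in neither, while the exact permutation p was 0.0286.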

Other observations

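The tests of sex-biased genes, of the Cyp2c genes, of reads shared by related genes and of the balance of higher and lower calls were chosen only after the results were seen.

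No other split of the 8 obese mice into 4 and 4 called any gene, so 1 of 35 splits, the real one, gave as many as 3906 genes, and the same held for the 13 marker genes (1 of 35) and the 4 genes of glucose and lipid metabolism (1 of 35). In obese against lean mice the real split was again 1 of 35 for the 4056 genes and 1 of 35 for the 8 marker genes. Counts of gene sets behaved differently: 16 of 35 splits of the obese mice called at least 6 sets, with a median of 5 and a maximum of 11 in the other splits, and 11 of 35 splits did so in obese against lean mice. Every split but the real one, however, has mice of both groups on each side, and unequal mixes keep part of the real difference. These counts of sets are therefore no baseline for chance, and the number of called sets alone neither shows nor excludes an effect. A mean shift as large as the real one with Rspo3 was seen in 1 of 35 splits for all 6 called sets, and also for gluconeogenesis, phosphatidylcholine synthesis, erythroid cells and the sex-linked genes, which were not called or not tested as a set, so this share does not separate the called sets from the others. For the pericentral set it was seen in 4 of 35 splits. The correlation between the effects of obesity and of Rspo3 was as negative in 38 of the 70 ways to pick which 4 of the 8 obese mice count as controls by Pearson's r and in 28 by Spearman's rho, and the share of opposite genes was as large in 26. In every way but the real one, however, mice given Rspo3 count among the controls of both comparisons, so the effect of Rspo3 itself enters the correlation and these counts say nothing about a chance split of the mice. With separate obese control mice for each comparison the share of opposite genes was 60.1% at least, against 52.4% at most without effect, which argues against the shared control mice as its only source. Pearson's r was -0.135 against -0.132 without effect and decides nothing.

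With a trend on GC content removed, 92.0% of the calls with Rspo3 stayed in the same direction, with a trend on gene length 87.05%, and under the other scalings 82.5% at least. The shares between lean and obese mice were 94.4%, 90.1% and 95.6%. None of these properties accounts for the bulk of the calls. The Rspo3 gene argues against a swap of the obese mice, since the lowest obese Rspo3-mouse had 1.95 times the highest obese control mouse. A batch between lean and obese mice cannot be told apart from the genotype, because 0 mice carry the library code of the other genotype. Under quantile normalization 47.2% of the calls with Rspo3 were higher, against 38.3% on the deposited scale, so the excess of lower calls may come from the scaling, though it was still there with median ratios, at 36.9% higher.

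If only the share of hepatocytes had changed, pericentral and periportal genes would have moved together. The pericentral set exceeded the periportal set by 0.762 on the log2 scale with Rspo3 (exact permutation p = 0.0286), which argues against this. Within the pericentral set the Cyp2c genes fell, and reads shared between them do not account for it, because the sum over 13 Cyp2c genes fell too, from 5272 ± 642 to 2292 ± 99.9 normalized counts (SD, n = 4 each; 0.435-fold, no overlap). Cyp2c55 and Cyp2c70 rose within the family. For Rdh9 the ratio to 5 related genes that share its stretches rose 8.54-fold with Rspo3, without overlap, which argues against reads of these 5 genes as the reason for its rise. Reads of Rdh16f1 stay open, because 90.1% of the stretches of Rdh9 occur in this gene, which was not analysed here. For Cyp2a4 the ratio to Cyp2a5 rose 1.45-fold with overlapping groups, and reads of Cyp2a5 may contribute to its rise with Rspo3. In obese against lean mice this ratio rose 22.25-fold without overlap.

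The genes with the largest changes in obese mice, among them Mup7, Hsd3b5, Slco1a1 and Cyp2b9, include several that differ between the sexes, so lists of sex-biased liver genes were written. In obese control mice the 9 tested female-biased genes, of 18 listed, were higher than in lean control mice by a mean log2 fold change of 3.35, all 9 up. Genes near 0 in lean control mice pass the filter only if they rise, so this mean may be too large. Of the listed genes below the filter, Cux2 fell (log2 fold change -0.31). The others with values rose, by 0.67 (Cyp3a44) to 3.255 (Sult3a1). The 9 tested male-biased genes, of 11 listed, had a mean of -1.91, with 7 down and Cyp4a12a and Cyp4a12b up. Per mouse, the lists moved apart by 5.26 on the log2 scale (exact permutation p = 0.0286), which is consistent with a weaker male pattern of liver genes in the obese mice, a hypothesis that the paper does not discuss. A mislabelled sex is argued against by Xist, at most 0.685 normalized counts in the 12 mice, and by Ddx3y, at 89.8 to 120.4. With Rspo3 the difference between the lists was -0.44 and not beyond chance (exact permutation p = 0.514).

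Cell cycle genes rose with Rspo3 by a mean log2 fold change of 1.45 over 10 tested genes (camera, adjusted p = 2.2e-06), and Mki67, the gene of Ki67, from 14.9 ± 1.51 to 85.0 ± 29.9 normalized counts (SD, n = 4 each; limma adjusted p = 4.7e-06). In obese against lean mice, where fewer genes of the cell cycle (4), interferon (8) and macrophage (9) sets passed the filter than with Rspo3 (10, 11 and 10), the means were 0.13 for the cell cycle set (adjusted p = 0.955), -0.02 for interferon genes (0.785), -0.36 for macrophages (0.0276), -0.48 for endothelial cells (0.00515), 0.18 for stellate cells (0.785) and 0.09 for erythroid cells (0.955). The cell cycle set was called higher without a filter (mean 0.69, adjusted p = 3.8e-06), at a mean of at least 1 normalized count (0.67, adjusted p = 3.2e-04) and by fry (adjusted p = 0.0148), and Mki67, below the filter, was 3.31-fold without overlap (exact permutation p = 0.0286). The macrophage set was no longer called without lean control mouse 3 (adjusted p = 0.0532) or obese control mouse 3 (0.0513), or with all 12 mice in 1 fit (0.0531). Foxo1 was 0.881-fold with Rspo3 (limma adjusted p = 0.0191) and was not called with quantile normalization (limma adjusted p = 0.494), with DESeq2 (adjusted p = 0.118), with all 12 mice in 1 fit (limma adjusted p = 0.0553) or without obese control mouse 7 (limma adjusted p = 0.0536), and Ctnnb1 was 1.06-fold (limma adjusted p = 0.292), though called higher with quantile normalization (log2 fold change 0.31, limma adjusted p = 0.00210). Among genes of glucose and lipid metabolism in obese against lean mice, Fasn was 5.09-fold, Pparg 4.35-fold, Scd1 3.79-fold, Pck1 0.672-fold and Cpt1a 0.801-fold, and 7 of the 8 tested were called. Pck1 lost its call with quantile normalization (limma adjusted p = 0.123) and Cpt1a with all 12 mice in 1 fit (limma adjusted p = 0.0538). Rspo3 mRNA was 1.08-fold in obese against lean control mice (exact permutation p = 0.657), where the paper reports a decrease of hepatic Rspo3 in obese mice.

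The paper's RT-PCR values for obese mice, from groups of 5 to 7 mice, can be set beside the RNA-sequence ratios. The paper's ratio was 19.9 for Rspo3, where the RNA-sequence ratio was 3.15, and 0.155 for Cyp2f2, where it was 0.174. The Rspo3 values are unlike measures. The transgene holds only the coding region, 27% of the transcript, in which the paper's listed primer pair lies. The RNA-sequence ratio covers reads of the whole gene and may understate the rise. The paper's RNA-Scope also gave a smaller rise than its RT-PCR. The paper's RT-PCR ratio was 1.37 for Rdh9 against 4.37 here, 2.20 for Lgr5 against 1.24 and 2.52 for Axin2 against 1.58. Among the genes compared, directions differed only in Oat, with the paper's 1.33 against 0.689, and in Srebf1, with the paper's 1.37 against 0.811. Values lay closer for Scd1, with the paper's 0.584 against 0.573, and for Fasn, with the paper's 1.70 against 1.51. For PEPCK the paper's ratio of 0.781 stands beside 0.658. Gapdh, the invariant control of the paper's RT-PCR, was 0.857-fold with Rspo3 (limma adjusted p = 0.0386) and 1.72-fold in obese against lean mice (limma adjusted p = 4.1e-06), though 82.5% of its 50-base stretches are shared with other annotated transcripts. Its call with Rspo3 was lost without a filter (limma adjusted p = 0.0743), at a mean of at least 1 normalized count (limma adjusted p = 0.0517), with DESeq2 (adjusted p = 0.0718) and in 5 of the 8 fits that left out 1 mouse, and with quantile normalization the direction was reversed (limma adjusted p = 0.468).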
